# *Mettl3*-dependent m^6^A modification attenuates the brain stress response in *Drosophila*

**DOI:** 10.1038/s41467-022-33085-3

**Published:** 2022-09-14

**Authors:** Alexandra E. Perlegos, Emily J. Shields, Hui Shen, Kathy Fange Liu, Nancy M. Bonini

**Keywords:** Transcriptomics, Stress and resilience

## Abstract

*N*^6^-methyladenosine (m^6^A), the most prevalent internal modification on eukaryotic mRNA, plays an essential role in various stress responses. The brain is uniquely vulnerable to cellular stress, thus defining how m^6^A sculpts the brain’s susceptibility may provide insight to brain aging and disease-related stress. Here we investigate the impact of m^6^A mRNA methylation in the adult *Drosophila* brain with stress. We show that m^6^A is enriched in the adult brain and increases with heat stress. Through m^6^A-immunoprecipitation sequencing, we show 5′UTR *Mettl3*-dependent m^6^A is enriched in transcripts of neuronal processes and signaling pathways that increase upon stress. *Mettl3* knockdown results in increased levels of m^6^A targets and confers resilience to stress. We find loss of *Mettl3* results in decreased levels of nuclear m^6^A reader *Ythdc1*, and knockdown of *Ythdc1* also leads to stress resilience. Overall, our data suggest that m^6^A modification in *Drosophila* dampens the brain’s biological response to stress.

## Abstract (web summary)

The brain is vulnerable to stress and disease, with much work focused on defining mechanisms that impact the brain’s resilience. Here the author’s reveal in *Drosophila* that m^6^A epitranscriptomic modification of RNA dampens the brain’s capacity to mitigate stress by regulating RNA stability and translation.

## Introduction

The cellular stress response is among the most ancient pathways, critical for all cells to combat insults. Despite this, prolonged exposure to cellular stress is detrimental, in particular for the maintenance of brain integrity and function^1–4^. During cellular stress, transcription and protein synthesis is globally repressed to reduce cell burden^5^. Concurrently, a subset of mRNAs undergoes selective translation to prioritize synthesizing proteins vital to stress recovery and disease suppression^6^. Neurons employ altered mechanisms to adapt and survive stress. These include delayed activation of HSF-1 in motor neurons^7,8^ and activation of pathways that promote axon regeneration, neuronal apoptosis, and brain longevity^9–11^. As neurons are postmitotic and cannot dilute potentially harmful species through cell division, they must adapt conserved pathways such as heat shock (HS) chaperones, mTOR signaling, and Hippo signaling to selectively maintain synaptic and dendritic homeostasis^12–14^. Given the striking susceptibility of the brain to neurodegenerative disease, understanding the effectors of the adult brain stress response in vivo may be critical to understanding brain disease and healthful brain aging.

Epigenetic modification of DNA and histone proteins are crucial in neuronal responses to cellular stress and disease^15–17^. However, recent techniques have provided increasing evidence that RNA modifications confer a critical layer of regulation^18–20^. m^6^A is the most abundant internal modification of mRNA in eukaryotic cells and is deposited co-transcriptionally by a methyltransferase, *Mettl3*, with the help of additional complex components^21^. m^6^A-modified transcripts are recognized by selective reader proteins that dictate downstream processing, such as splicing, decay, promotion and inhibition of translation^22–25^. In vitro work in mammalian cells has shown that m^6^A is dynamically regulated during stress, including upon UV DNA damage and heat-shock^26–29^. m^6^A-marked mRNAs are enriched in stress granules and RNA-protein complexes that form during cellular stress, and m^6^A YTH reader proteins are fundamental for stress granule formation^30–33^. In vivo studies in mice show that neuronal m^6^A is essential for axon regeneration post-injury and stress-related psychiatric disorders^34,35^. Although m^6^A has been widely shown to influence RNA stability and translation, its role is still being defined, with varying studies highlighting alternative mechanisms^24,26,27,36^.

*Drosophila* is a powerful model system with many processes conserved with mammals, including brain development and function. In *Drosophila*, m^6^A regulates sex-determination by modulating mRNA splicing during development^37^. The m^6^A methyltransferase complex components are conserved and selectively enriched in the *Drosophila* central nervous system^38^. Recent work also implicates the *Drosophila* cytoplasmic reader protein Ythdf in the regulation of learning and memory, and nervous system development through interactions with fragile X syndrome protein Fmr1^39,40^.

Here we investigated m^6^A regulation of the heat stress response of the adult fly brain. We find that m^6^A is enriched in the 5′UTR, and 5′UTR modification is regulated by the methyltransferase *Mettl3*. *Mettl3* knockdown increases protein and RNA levels of its targets and confers unexpected stress resilience. This work highlights that *Mettl3*-dependent m^6^A modification normally serves to dampen the brain’s acute heat stress response by selective regulation of RNA levels and translation of critical signaling and cellular stress transcripts.

## Results

### m^6^A levels are enriched in the brain and are modulated with heat stress

The stress response is critical to the brain’s ability to endure the challenges of age and disease, and m^6^A modulation of transcripts is associated with a range of stress responses in mammalian cells. Molecular chaperones crucial to the heat shock response are instrumental in understanding neurological disease, and preconditioning heat stress has been noted to suppress disease toxicity and increase longevity^3,41,42^. Therefore, we examined if there were changes in m^6^A upon the brain heat shock (HS) response in vivo. We first profiled global m^6^A with heat stress in head tissue, which is brain-enriched. Intriguingly, the levels of m^6^A were increased on polyadenylated RNA (polyA + RNA) after HS. The m^6^A signal was robust after 10, 30, and 60 min of HS and returned to baseline by 24 h of recovery, indicating that m^6^A levels were dynamically changed with HS (Fig. 1a, b).

**Fig. 1:**
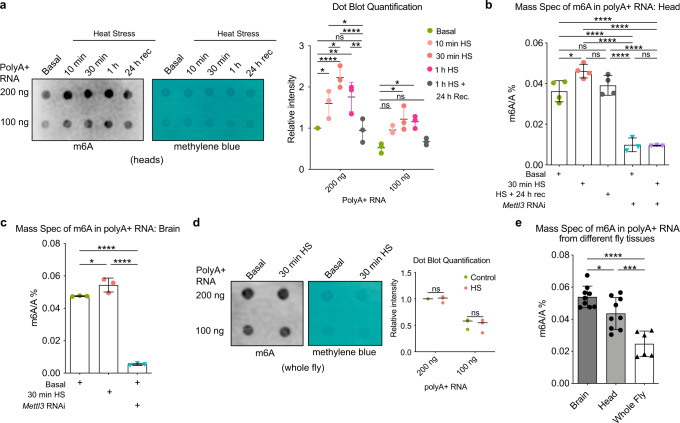
m^6^A levels are enriched in the brain and are modulated with heat stress. **a** Dot blot assay of polyA+ RNA m^6^A levels in fly heads, *w*^*1118*^ (BL5905), was extracted immediately after HS at 38.5 °C for 10 min, 30 min, 1 h, and HS 1 and 24 h recovery. Quantification of m^6^A levels relative to basal (intensity = 1) and normalized to methylene blue. 1 ul dots of 200 and 100 ng polyA+ from the same replicate are blotted onto the membrane. *n* = 3 biological replicates, 200 heads per sample condition and replicate. Data presented as mean ± SD, *p < 0.05, **p < 0.01, ***p < 0.001, ***p < 0.0001, two-way ANOVA with Sidak’s test. In **a** from left to right comparisons**:** *p* = 0.0459, *p* < 0.0001, *p* = 0.0066, *p* = 0.0314, *p* = 0.0034, *p* < 0.0001, *p* = 0.0314, *p* = 0.0138, *p* = 0.0296, ns not significant. **b** LC-MS/MS analysis of m^6^A/A% levels from head polyA+ RNA in basal and HS 30 min, in DaGal4>*Mettl3* RNAi vs DaGal4 > mCherry RNAi conditions, *n* = 3 biological replicates for *Mettl3* RNAi conditions, *n* = 4 for control animal conditions, 30 heads per replicate. Data presented as mean ± SD, *p < 0.05, ****p < 0.0001, one-way ANOVA with Tukey’s test. In **b** from left to right comparisons**:** *p* = 0.0266, *p* < 0.0001, ns not significant, *p* < 0.0001, *p* < 0.0001, *p* < 0.0001, *p* < 0.0001, *p* < 0.0001. **c** LC-MS/MS analysis of m^6^A /A levels in polyA+ RNA from the brain in basal, 30 min HS, and *Mettl3* RNAi in basal conditions. *n* = 3 biological replicates, 40 brains per replicate, DaGal4>*Mettl3* RNAi vs mCherry RNAi. Data presented as mean ± SD, *p < 0.05, ***p < 0.01, ****p < 0.0001, one-way ANOVA with Tukey’s test. In **c** from left to right comparisons**:** *p* = 0.0377, *p* < 0.0001, *p* < 0.0001. **d** Dot blot of the whole fly *w*^*1118*^ (BL5905) polyA+ RNA m^6^A levels with HS 30 min. Quantification of m^6^A levels normalized to control and methylene blue. *n* = 3 biological replicates, ten whole flies per sample condition and replicate. Data presented as mean, two-way ANOVA with Sikak’s test, ns not significant. **e** LC-MS/MS analysis of m^6^A /A levels in polyA+ RNA from brain, head, and whole fly of male flies *w*^*1118* ^(BL5905). For brains *n* = 9 biological replicates with 40 brains per replicate, for heads *n* = 9 biological replicates with 30 heads per replicate, for whole flies *n* = 6 biological replicates with eight whole flies replicate. Data presented as mean ± SD, ***p < 0.001, ****p < 0.0001, one-way ANOVA with Tukey’s test. *p* = 0.0404, *p* < 0.0001, *p* = 0.0009. Additional details for fly genotypes for each figure are provided in Supplementary Data 7. Source data and statistical analysis are provided as a Source Data file.

To investigate this response further, we focused on the 30 min HS timepoint, as it showed the most significant increase in m^6^A levels. Animals lacking eye tissue (a large fraction of the head tissue) showed a similar robust increase in m^6^A levels with HS (Supplementary Fig. 1a), suggesting that the signal was largely from brain tissue and not the eyes. By liquid chromatography-tandem mass spectrometry (LC-MS/MS), we confirmed an increase in m^6^A with HS from dissected brains (Fig. 1c). The HS-related change in m^6^A levels was not detected in polyA+ RNA isolated from whole fly tissue (Fig. 1d). Using LC-MS/MS, m^6^A levels were 2.2 × higher in the brain compared to the whole fly (Fig. 1e), consistent with previous studies showing that fly m^6^A enzymes are enriched in the central nervous system^38^. These data indicate that m^6^A is enriched in *Drosophila* brain tissue, and changes in m^6^A with stress are primarily in the brain.

To define the extent to which the m^6^A change was due to methyltransferase *Mettl3* activity, we knocked down *Mettl3* by RNAi (Supplementary Fig. 1b–d). This reduced m^6^A levels on polyA^+^ RNA and reduced the increase seen with HS (Fig. 1b), indicating that the dynamic change of m^6^A on polyA+ RNA with stress is largely dependent on *Mettl3* gene function. Curiously, when we examined total RNA rather than polyA+ RNA, we found that m^6^A levels in total RNA were decreased upon HS, with levels returning to normal after 24 h (Supplementary Fig. 1e). This decrease was not impacted by *Mettl3* RNAi, indicating that *Mettl3* methyltransferase activity does not affect total RNA (consisting mostly of rRNA) m^6^A methylation (Supplementary Fig. 1f). Overall, these findings signify that m^6^A increases on polyA+ RNA in the brain upon HS in a manner dependent on *Mettl3* gene function.

### The brain has a distinct stress response

Given these data showing that the brain has a unique m^6^A response to HS, we investigated mRNA and protein changes of selected molecular chaperones known to increase with stress. Whole fly and whole head tissue undergo a typical *Drosophila* HS response^41^, with rapid upregulation of Hsp70 protein by 30 min of HS that persists through a 6 h recovery (Supplementary Fig. 2a). However, the brain (dissected from the head capsule and eyes) showed a delayed upregulation of Hsp70 protein compared to whole fly and whole head (Supplementary Fig. 2a). Additionally, the protein levels of Hsp70 upon heat stress were lower in the brain relative to other tissues, specifically whole heads, and outer head capsules minus brain (Supplementary Fig. 2b, c). We investigated two additional fly chaperones, *DnaJ-1* (homolog of mammalian HSP40; Supplementary Fig. 2d) and *stv* (homolog of mammalian BAG3; Supplementary Fig. 2e), as these two proteins function to stimulate heat shock protein chaperone function^43,44^. Again, surprisingly, their protein-level upregulation was markedly dampened in the brain, with no significant increase in protein by Western immunoblot upon HS. By contrast, there was a similar strong transcriptional upregulation of all of these chaperones in all tissues examined (Supplementary Fig. 2f–h). These findings indicate a striking disconnect between RNA and protein levels of key chaperones upon HS in the brain and indicate that the brain has a dampened response to stress at the protein level compared to other tissues.

### *Mettl3* knockdown animals are resilient to heat stress

Based on the enrichment of m^6^A in the brain, m^6^A modulation upon stress, and the diminished chaperone protein response of the brain, we reasoned that m^6^A reduction may impact stress resilience. We performed an animal HS survival assay by subjecting control and *Mettl3* RNAi male flies to severe HS (1.5 h at 38.5 °C), then scoring fly survival at 24 h (Fig. 2a). Approximately 50–60% of control animals survived 24 h after HS (Fig. 2b). Upon reduction of *Mettl3*, however, the animals were notably more resilient, showing a 10–20% increase in survival compared to controls treated in parallel (Fig. 2b). Additionally, knockdown of *Mettl3*’s heterodimeric partner *Mettl14* also conferred stress resilience (Supplementary Fig. 3a). By contrast, upregulation of *Mettl3* selectively in neurons dramatically impaired HS survival, with nearly none of the animals surviving 24 h post-HS (Fig. 2c). The *Mettl3* ΔCat (catalytic domain deletion^38^) mutant in trans to a *Mettl3* deficiency was also stress resilient (Fig. 2d and Supplementary Fig. 3b). We examined protein levels of Mettl3 upon HS and found no significant changes (Supplementary Fig. 3c). The resilience of the *Mettl3* ΔCat and *Mettl14* knockdown animals indicates this HS pathway is dependent on *Mettl3 * m^6^A methyltransferase activity. Overall, these data indicate that m^6^A modification in the brain is associated with reduced HS survival.

**Fig. 2:**
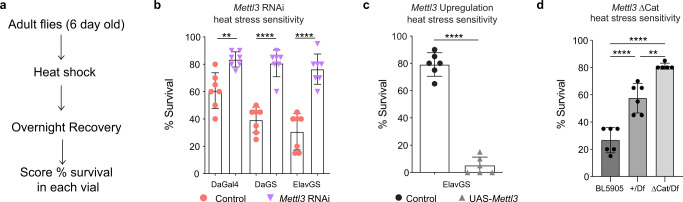
*Mettl3* knockdown animals are resilient to heat stress. **a** Schematic of HS stress assay. Flies are 6-day-old. Flies are put onto RU486 food if needed to turn on the expression of the RNAi transgene for 6 days. Flies are HS at 38.5 °C and allowed to recover overnight in normal food or RU486 food at 25 °C. Percent survival in each vial of 20 animals are scored after 24 h. **b** Ubiquitous knockdown of *Mettl3* (DaGal4, DaGS), Neuron-specific knockdown (ElavGS), and corresponding controls (mCherry RNAi) were HS for 1.5 h at 38.5 °C and scored for survival after 24 h recovery. *n* = 7 biological replicates, each data point represents percent survival in a vial of 20 flies per replicate. Data presented as mean ± SD, **p < 0.01, ****p < 0.0001, Student’s two-tailed *t*-test. *p* = 0.0011, *p* < 0.0001, *p* < 0.0001. **c** Neuron-specific (ElavGS) upregulation of *Mettl3* and control were HS for 1 h at 38.5 °C and scored for survival after 24 h recovery. *UAS-Mettl3* flies were severely stress-sensitive, and HS time was reduced to 1 h to have at least 5–10% of the flies surviving. Each data point represents percent survival in vials of 20 flies per replicate. Data presented as mean ± SD, ****p < 0.0001, Student’s two-tailed *t*-test, *p* < 0.0001. **d** Catalytic *Mettl3* Mutant (ΔCat /Df) vs *Mettl3* deficiency (Df/+) vs *w*^*1118*^ (BL5905) (+/+) were HS for 1.5 h at 38.5 °C and scored for survival after 24 h recovery. Each data point represents percent survival in vials of 20 flies per replicate. Data presented as mean ± SD, **p < 0.01, ****p < 0.0001, One-way ANOVA with Tukey’s test. *p* < 0.0001, *p* < 0.0001, *p* = 0.0014. Source data and statistical analysis are provided as a Source Data file.

### m^6^A is enriched in the 5′UTR of *Drosophila* transcripts

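RNA of control (DaGal4 > mCherry RNAi) and *Mettl3* RNAi fly heads was sequenced after immunoprecipitation with an antibody against m6A, beside an input library of the same fragmented polyA+ RNA. Each sample was prepared from 200 heads, from flies kept in basal conditions or taken after 30 min HS at 38.5 °C. The Synaptic Systems (SYS) antibody was used on 2 RNA pools per group and the New England Biolabs (NEB) antibody on 3, which gave 16 SYS and 24 NEB libraries. Each pool contributed 1 m6A-IP and 1 input library. Libraries were made with a total RNA kit that keeps the strand.

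The authors trimmed the reads with TrimGalore, mapped them with STAR to dm6, removed unmapped and improperly paired reads, and counted those over the exons of each gene of the FlyBase 2019_05 annotation with summarizeOverlaps in union mode. They deposited these counts as whole numbers without normalization, 1 column per library and with replicates kept apart. Whether the strand was used in counting is not stated in the paper's text, so the counts of genes that overlap another gene are uncertain. The authors called peaks and compared them with RADAR on the mapped reads. Only the counts per gene were used here, so an enrichment is that of the whole gene and averages a peak with the rest of its transcript. A position given for a site is that of the paper's Supplementary Data 2, in dm6, with 1-based ends.

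Counts on genes ran from 12164686 to 17710227 per SYS input library (median 14148820.5) and from 12035644 to 19583593 per SYS m6A-IP library (median 14121092.5). In the NEB experiment they ran from 12366260 to 15619046 per input (median 14305776.5) and from 1318964 to 10525659 per m6A-IP (median 5435967). By group, the 2 control basal SYS inputs held 15481525 and 17710227 counts and their m6A-IPs 14364334 and 19583593. The medians of the other SYS inputs were 13086783.5 for control HS, 15110380 for *Mettl3* RNAi basal and 12612121 for *Mettl3* RNAi HS, and those of their m6A-IPs were 13163156.5, 16723158.5 and 12400347.5. The lowest counts on genes were those of the NEB m6A-IPs of *Mettl3* RNAi heads. They held 1484624 to 7982176 counts in basal (median 1487212) and 1318964 to 7927988 after HS (median 2527246). The paper lists 21812429 to 22805930 mapped reads for them in basal and 17745873 to 19624656 after HS. Of these reads 6.517 to 35% and 7.433 to 44.61% were counted on genes, against 59.58 to 65.8% in SYS m6A-IPs. In control NEB m6A-IPs the share was 27.51 to 39.86% in basal and 22.62 to 49.2% after HS. Control NEB m6A-IPs held 6044973 to 10525659 counts in basal (median 10250218) and 4355528 to 9747436 after HS (median 4826961).

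Enrichment was tested here with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with TMM factors and with the RNA pool as a block that pairs each m6A-IP with its own input. Dependence on *Mettl3* was tested as the difference in log2(IP/input) between *Mettl3* RNAi and control pools, and the effect of HS as the difference between HS and basal control pools. Genes passed edgeR's filter of a minimum count of 10. The SYS antibody gave the main values, since the paper went on with it. With 2 pools per group no SYS library could be left out in turn. Standard errors and intervals cover counting error and the spread of these few pools only.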

Given the change in m^6^A levels in polyA^+^ RNA and resilience of *Mettl3* knockdown animals upon HS, we sought to define which transcripts are marked with m^6^A upon HS in vivo. m^6^A-immunoprecipitation (IP) sequencing was performed from polyA+ RNA extracted from control and *Mettl3* knockdown heads, in basal and 30 min HS conditions (Supplementary Fig. 4a). Using brains alone was challenging for m^6^A-IP sequencing due to low RNA yield, and consequently we used head tissue, given our data showing m^6^A in the head is associated with brain tissue (see Fig. 1b). To confirm robustness of the IP and targets, m^6^A-modified RNA was assessed using m^6^A antibodies produced by two different sources: New England Biolabs (NEB) and Synaptic Systems (SYS). 

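m6A-IP was compared with input in basal control heads, with 2 SYS pools and 3 NEB pools. With the SYS antibody, 3823 genes were higher in the m6A-IP and 4257 lower, of 10220 tested (adjusted p under 0.05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With NEB, 3939 were higher and 4563 lower, of 9794 tested. Of the 9724 genes tested with both, 3731 were higher with SYS and 3925 with NEB, and 3302 were higher with both, 88.5% of the SYS genes and 84.1% of the NEB genes. Independent lists of these sizes would share 1506. Another 153 genes were higher with SYS and lower with NEB, and 130 were lower with SYS and higher with NEB. Across these genes the log2(IP/input) values of the antibodies had a Pearson correlation of 0.898 and a Spearman correlation of 0.903, and genes are not independent replicates. Lower genes numbered 4141 with SYS and 4526 with NEB, of which 3633 were shared.

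Without the block that pairs each m6A-IP with its input, the SYS counts fell to 2312 higher and 2253 lower genes, the alternative that moved them most. Scaling by library size alone lowered the median log2(IP/input) by 0.24 with SYS and by 0.68 with NEB, so the share of genes called higher depends on the scaling. Regrouping the 3 NEB pools by exchanging m6A-IP and input within pools allows 4 splits, and the real one was the only one with as many genes.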

The data were highly consistent between antibodies, with high overlap (80%) of m^6^A-enriched targets (Supplementary Fig. 4b).

We found that m^6^A, which is dependent on *Mettl3*, was greatly enriched in the 5′UTR, with less density along coding sequences (CDS) and 3′UTR (Fig. 3a). The enrichment of m^6^A in the 5′UTR may be unique to *Drosophila* and is consistent with other recent works^39,40^, in contrast to mammalian m^6^A that is mostly in the 3′UTR with modest 5′UTR increase during stress^34,45^. De novo motif analysis highlighted similar m^6^A motifs from both antibody m^6^A-IPs (Supplementary Fig. 4c and Supplementary Data 1) that were consistent with motifs defined from other *Drosophila* m^6^A-IP seq studies^38,39,46^. We used the SYS antibody for further analyses for ease of comparison to other sequencing studies using SYS. We used RADAR^47^ differential methylation analysis to call *Mettl3-*dependent m^6^A peak changes between control and *Mettl3* knockdown conditions; these targets will be referred to as m^6^A genes from here on (Supplementary Data 2). 

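At the level of whole genes, the loss of m6A-IP enrichment in *Mettl3* RNAi heads was tested against the control heads with the SYS antibody, 2 pools per group. In basal conditions 938 genes had a lower log2(IP/input) in *Mettl3* RNAi and 146 a higher one, of 10397 tested (adjusted p under 0.05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). After HS, 1085 genes were lower and 177 higher, of 10304 tested. A total of 809 genes were lower in both states and 1214 in either, and these 1214 are called the gene-level Mettl3-dependent list here. Of them, 1041 were among the 1998 genes of the paper's Supplementary Data 2 that were used here and found in the count table. Because RADAR tests windows along a transcript and the counts cover whole genes, a gene with a short peak in a long transcript can be on one list only.

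Without the pool as a block no gene passed the threshold in either state, although 679 genes in basal and 699 after HS had an unadjusted p under 0.05. DESeq2 gave 707 lower and 9 higher genes in basal, and 726 lower and 28 higher after HS. The NEB pools gave 1365 lower genes in basal among the 9924 tested with both antibodies, against 936 with SYS, and 811 were shared. After HS, 1293 NEB genes and 1081 SYS genes were lower, of 9799, and 910 were shared. The higher genes were hardly shared. In basal they numbered 145 with SYS and 69 with NEB, with 0 shared and 1.008 expected. After HS there were 173 and 91, with 7 shared and 1.607 expected. Across genes, the change with *Mettl3* RNAi had a correlation of 0.475 between antibodies in basal and of 0.458 after HS. The NEB experiment gave a list of 1504 genes, 1049 genes are on both lists, and an adjusted p under 0.01 left 856 of the SYS list.

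Of the genes that take part in the writing or reading of m6A, *Ythdc1* (FBgn0027616, 3L 3370451 to 3374170) had log2(IP/input) values of 1.88 and 1.79 in the basal control pools and 1.33 and 1.09 in the *Mettl3* RNAi pools, a difference of -0.62 (standard error 0.07, adjusted p = 3.81e-05 from edgeR's quasi-likelihood test). In dm6 its sites in Supplementary Data 2 lie in the 3′UTR, at 3L 3370895 to 3370944 and 3370993 to 3371042 in basal. For *kek1* (FBgn0015399, 2L 12817000 to 12822787) the difference was -0.67 (standard error 0.07, adjusted p = 1.09e-05 from edgeR's quasi-likelihood test) in basal and -0.94 (standard error 0.10, adjusted p = 1.90e-05 from the same test) after HS. For *sd* (FBgn0003345, X 15804370 to 15827682) it was -0.29 (standard error 0.07, adjusted p = 0.00877 from edgeR's quasi-likelihood test) and -0.54 (standard error 0.09, adjusted p = 3.99e-04 from the same test) in these states. *SIFaR* (FBgn0038880, 3R 21276664 to 21293998) showed 0.0009 (standard error 0.13, adjusted p = 0.997 from edgeR's quasi-likelihood test) in basal, and its sign turned with DESeq2, with other scaling, without the block and with the NEB antibody.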

Our global analysis of m^6^A marked transcripts showed a slight enrichment of 5′UTR m^6^A upon heat stress, consistent with our LC-MS/MS and dot blot analyses (Fig. 3a, b and Supplementary Fig. 4d).

**Fig. 3:**
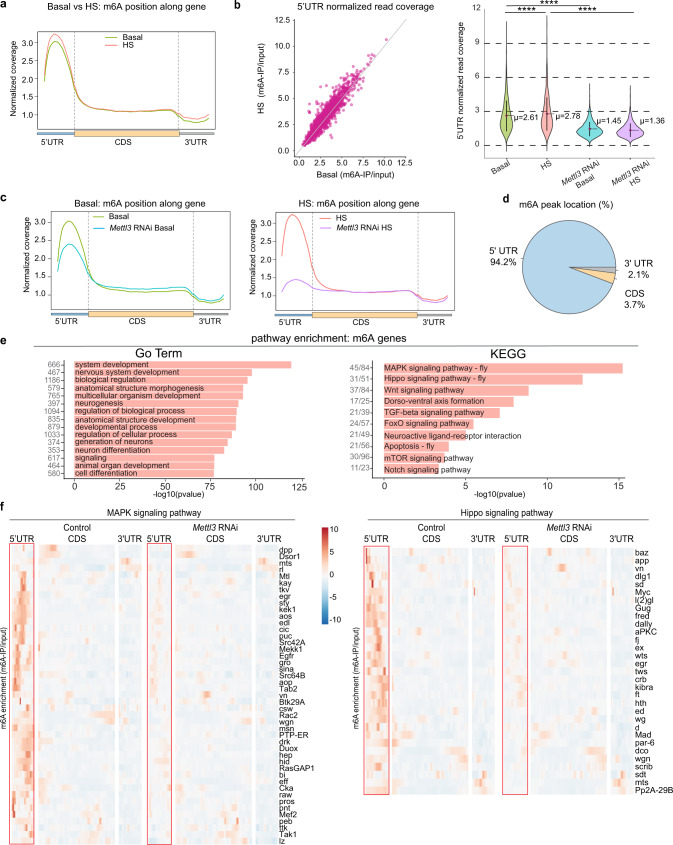
m^6^A transcripts are enriched in neuronal and signaling pathways. **a** Normalized read coverage plot of m^6^A-IP/input on polyA+ transcripts in the 5′UTR, CDS, and 3′UTR of m^6^A genes (*Mettl3*-dependent m^6^A). m^6^A-IP sequencing in basal and HS conditions from control fly (DaGal4 > mCherry RNAi) heads. **b** Scatterplot of normalized read coverage of m^6^A-IP/input from the 5′UTR of m^6^A genes in basal versus HS conditions. *n* = 2 biological replicates for each condition, 200 fly heads per replicate per condition. Violin plot showing indicating mean 5′UTR m^6^A coverage in each condition and statistical significance between each group. Data presented as mean ± SD, ****p < 0.0001, Paired *t*-test and two-tailed. *p* < 0.0001, *p* < 0.0001, *p* < 0.0001. **c** Normalized read coverage plot of m^6^A-IP/input in basal and HS conditions from DaGal4>*Mettl3* RNAi vs DaGal4>mCherry RNAi samples show a loss of m^6^A primarily in the 5′UTR of transcripts upon knockdown of *Mettl3*. **d** Percent location of *Mettl3*-dependent m^6^A. *Mettl3*-dependent m^6^A peaks are enriched in the 5′UTR in *Drosophila*. **e** GO term enrichment and KEGG pathway enrichment of m^6^A genes. The −log10(*p* val) enrichment of genes in each category is shown, as well as the number of genes that fall into each category (left). Full GO term, KEGG term, and *p* value lists are shown in Supplementary Data 3. **f** Heat map of m^6^A enrichment on KEGG Pathway: MAPK signaling and hippo signaling genes with *Mettl3*-dependent m^6^A. Shown is mCherry RNAi (control) and *Mettl3* RNAi m^6^A enrichment in basal conditions. m^6^A enrichment is shown as a log (m^6^A-IP divided by the input control). Heat map displays *z-*score values, which is scaled by row; each gene is relative to itself across all six boxes. Segmented into 5′UTR, CDS, and 3′UTR. Source data and statistical analysis are provided as a Source Data file.

Knockdown of *Mettl3* showed 94% of *Mettl3*-dependent m^6^A was located in the 5′UTR (Fig. 3b–d). The m^6^A targets affected by *Mettl3* knockdown, defined here by m^6^A-IP-seq, showed considerable overlap (79%) with *Drosophila* head m^6^A miCLIP-seq targets^39^ (Supplementary Fig. 4e). There was less overlap (47%) with S2R + cell culture m^6^A miCLIP-seq targets^40^ (Supplementary Fig. 4f). These data underscore the enrichment of m^6^A in the 5′UTR in *Drosophila* transcripts and highlight that the identity of m^6^A-marked genes depends on the genes expressed in vivo vs cell culture conditions. Overall, our sequencing analysis showed consistency between replicates (Supplementary Fig. 4g).

### m^6^A transcripts are enriched in neuronal and signaling pathways

To define and understand the types of genes regulated by m^6^A modification, we compared genes with m^6^A (a majority of which are in the 5′UTR), to all other genes expressed in the brain. This comparison indicated that only 14.1% of all genes expressed in the brain are marked by m^6^A.

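Genes expressed in the brain were taken as the 10049 that passed edgeR's filter in the 12 basal and HS control brain libraries. Of these, 9729 were also tested in the head m6A-IPs, and 1194 of them were on the gene-level Mettl3-dependent list, 12.3%. With the list from the NEB pools the share was 15.4%, with the genes on both lists 10.8%, and with an adjusted p under 0.01 for the list 8.73%. The paper's reported value is 14.1%, counted on peaks. Among the 10049 genes, 1922 were among the genes of Supplementary Data 2 used here. Marked and other genes also differed in length. The median exon length was 3916 bases for 1153 of the listed genes and 1911 bases for 8357 of the others, those with a length in the annotation.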

Unbiased GO term and KEGG pathway analyses highlighted that m^6^A transcripts were distinct from non-modified brain genes. Non-modified brain genes were enriched for “metabolic process” and “oxidative phosphorylation” terms (Supplementary Fig. 5a, b and Supplementary Data 3), while genes with m^6^A were enriched in GO terms associated with “neurodevelopment” and “neurogenesis” (Fig. 3e, left). KEGG pathway analysis indicated that m^6^A genes were enriched for critical signaling pathways, including MAPK, WNT, TGF-beta, and Notch, among others (Fig. 3e, right). Intriguingly, neurons often employ these signaling pathways to deal with stressful situations^10,11^. We visualized m^6^A enrichment across the gene body by calculating the m^6^A-IP reads divided by the background input reads for genes annotated with select KEGG pathway terms (Fig. 3f). These data emphasized that m^6^A genes involved in signaling pathways are enriched for m^6^A in the 5′UTR, consistent with the global analysis.

To further investigate the impact of m^6^A modification on brain gene expression, we examined protein levels of m^6^A modified genes with available antibodies. We chose three genes: *fl(2)d* (WTAP, a component of the m^6^A writer complex), *futsch* (MAP1A/B, a microtubule-associated protein that regulates axonal growth), and *draper* (a receptor that is involved in response to stimuli and phagocytosis by glia) (Supplementary Fig. 5c). 

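For *fl(2)d* (FBgn0000662, dm6 2R 13819624 to 13824553), the control basal pools had log2(IP/input) values of 1.32 and 1.44 with the SYS antibody (n = 2), a mean of 1.37 (standard error 0.04, adjusted p = 4.44e-204 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Mettl3* RNAi pools had 0.90 and 0.64, a difference of -0.61 (standard error 0.09, adjusted p = 1.80e-04 from edgeR's quasi-likelihood test). After HS the difference was -0.66 (standard error 0.11, adjusted p = 4.95e-04 from edgeR's quasi-likelihood test). Its Supplementary Data 2 site in basal lies in the 5′UTR, at 2R 13821846 to 13822044.

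For *futsch* (FBgn0259108, X 1409069 to 1453686), which shares exon bases with *Gr2a* on the same strand, the basal control pools had 0.93 and 0.82 (n = 2). The enrichment over input was 0.86 (standard error 0.04, adjusted p = 2.13e-116 from edgeR's quasi-likelihood test). The difference in *Mettl3* RNAi was -0.11 (standard error 0.06, adjusted p = 0.241 from edgeR's quasi-likelihood test) in basal and -0.21 (standard error 0.09, adjusted p = 0.126 from the same test) after HS. Its sites lie in the 5′UTR, at X 1409818 to 1410016 and 1413809 to 1413958, within 23308 bases of exons.

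For *drpr* (FBgn0027594, 3L 1715595 to 1731107), which overlaps *Oseg4*, the basal control pools had 0.39 and 0.39 (n = 2). Its enrichment over input was 0.37 (standard error 0.05, adjusted p = 4.43e-15 from edgeR's quasi-likelihood test), and the difference in *Mettl3* RNAi was -0.15 (standard error 0.07, adjusted p = 0.213 from the same test) in basal and -0.08 (standard error 0.09, adjusted p = 0.63 from the same test) after HS. Its basal site lies in the 5′UTR at 3L 1730711 to 1730810. With the NEB antibody (n = 3) the enrichments over input were 2.83 for *fl(2)d*, 1.54 for *futsch* and 0.92 for *drpr*. All 3 genes were higher in every m6A-IP than in its input. In brain RNA-seq, transcript levels in basal *Mettl3* RNAi against control were -0.18 (standard error 0.06, adjusted p = 0.166 from edgeR's quasi-likelihood test) for *fl(2)d*, 0.15 (standard error 0.16, adjusted p = 0.698 from the same test) for *futsch* and 0.23 (standard error 0.06, adjusted p = 0.0984 from the same test) for *drpr* (n = 6 per group). After HS these were -0.21 (standard error 0.04, adjusted p = 0.0143 from edgeR's quasi-likelihood test), -0.11 (standard error 0.09, adjusted p = 0.551 from the same test) and 0.12 (standard error 0.04, adjusted p = 0.14 from the same test), in the same order. In exact permutation tests on the 6 basal brains per group (two-sided, smallest possible p 0.00216) p was 0.0238 for *fl(2)d*, 0.446 for *futsch* and 0.0108 for *drpr*. One basal control brain had a *futsch* level of 1049 CPM against a mean of 1942 ± 455.4 (SD, n = 6). Protein was measured by the authors and is not analysed here.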

Protein levels of all three genes increased in brain tissue upon *Mettl3* knockdown compared to controls in basal and in HS conditions (Supplementary Fig. 5d–f). 

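*Hsf* (FBgn0001222, dm6 2R 18130303 to 18134634) encodes the main heat shock transcription factor. In brain RNA-seq its level was 61.69 ± 4.639 CPM in basal control brains and 61.11 ± 7.804 CPM in basal *Mettl3* RNAi brains (SD, n = 6 each). The log2 fold change was -0.0125 (standard error 0.08, adjusted p = 0.952 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It lay between -0.10 and 0.07 over 9 settings, and it had opposite signs in replicates 1–3 and 4–6. An exact permutation test gave p = 0.82 (two-sided). After HS the levels were 70.16 ± 7.264 and 71.09 ± 10.72 CPM (SD, n = 6 each), a log2 fold change of 0.0091 (standard error 0.10, adjusted p = 0.975 from edgeR's quasi-likelihood test), and the exact permutation p was 0.898. Within control brains *Hsf* rose with HS by 0.23 (standard error 0.07, adjusted p = 0.0193 from edgeR's quasi-likelihood test), and with scaling by library size alone this became a fall of -0.17. The exact permutation p of this rise was 0.0519 (two-sided, smallest possible 0.00216). In the head m6A-IPs its log2(IP/input) was -0.11 (standard error 0.06, adjusted p = 0.0621 from edgeR's quasi-likelihood test) with SYS (n = 2) and -0.19 (standard error 0.08, adjusted p = 0.0462 from edgeR's quasi-likelihood test) with NEB (n = 3). The dependence on *Mettl3* was 0.03 (standard error 0.09, adjusted p = 0.88 from edgeR's quasi-likelihood test) in basal and 0.11 (standard error 0.09, adjusted p = 0.492 from the same test) after HS. *Hsf* protein was not analysed here.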

Brain transcript and protein levels of the non*-*modified gene *Hsf*, the major transcription factor for HS stress, showed no significant difference with *Mettl3* RNAi (Supplementary Fig. 5g). These data suggest that depletion of *Mettl3* is associated with increased protein levels of m^6^A-target genes in the brain.

Comparing the transcriptome of epithelial S2 cells, which previous studies have focused on refs. 38, 48, to brain tissue, we found that m^6^A-marked genes are more highly expressed in the brain (Supplementary Fig. 5h and Supplementary Data 4). These data underscore that m^6^A genes are enriched in brain-specific pathways, indicated also from GO and KEGG analysis, and highlight the importance of defining the in vivo response.

### m^6^A transcripts are increased with HS and upon *Mettl3* knockdown

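RNA of dissected brains of control (DaGal4 > mCherry RNAi) and *Mettl3* RNAi flies was sequenced in basal conditions, directly after 30 min HS at 38.5 °C, and 6 and 24 h later. Libraries were made with a stranded mRNA kit. There were 6 replicates per genotype in basal and after HS, and 3 per genotype at each recovery time except control at 6 h, which had 2. This gave 35 libraries. Replicates 1–3 and 4–6 were sequenced as separate sets, and all recovery samples belong to the first set. The sets differed in depth, with medians of 23185851 and 41172623 counts per library.

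Reads were processed by the authors as in the head experiment, and the deposited values are their counts per gene without normalization. The table holds 17562 genes, and 708 had 0 counts in every library. Per library, control basal brains had 21991927 to 46577612 counts (median 33336858) and control HS brains 21725394 to 44215708 (median 33002323). *Mettl3* RNAi brains had 23185851 to 47569033 in basal (median 33095425.5) and 23043465 to 43715137 after HS (median 32534665.5). The control 6 h recovery libraries had 19356178 and 24092448, and the control 24 h libraries 20381211 to 23181232 (median 21979708). *Mettl3* RNAi recovery libraries had 20677824 to 37990405 at 6 h (median 26707760) and 21612688 to 23954842 at 24 h (median 21913677). Between 92.67 and 99.02% of the reads that the paper lists as mapped were counted on genes. Heat shock protein genes took 0.06379% of the counts in basal control brains and 8.313% after HS.

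The authors tested these counts with DESeq2. Here the main test was edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with TMM factors, a minimum count of 10 and a threshold of 0.05 for the adjusted p. Recovery samples were compared with basal replicates 1–3 of their own genotype, since these were sequenced in the same set. Intervals and standard errors cover counting error and replicate spread. Single genes were also compared by exact permutation of the replicates, in which 6 against 6 allows a two-sided p of 0.00216 at the least and 3 against 3 a p of 0.1.

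*Mettl3* (FBgn0039139, dm6 3R 24032157 to 24034257), the target of the RNAi, was at 2.67 ± 0.291 CPM in basal control brains and 0.8076 ± 0.2149 in *Mettl3* RNAi brains (SD, n = 6 each). The log2 fold change was -1.71 (standard error 0.17, adjusted p = 4.11e-04 from edgeR's quasi-likelihood test). After HS the levels were 1.921 ± 0.1711 and 0.235 ± 0.1435 CPM, a log2 fold change of -3.01 (standard error 0.29, adjusted p = 5.37e-05 from edgeR's quasi-likelihood test). Every *Mettl3* RNAi library was below every control library in both states (exact permutation p = 0.00216 each). At recovery the log2 fold change was -1.89 at 6 h and -1.96 at 24 h. Within control brains HS changed *Mettl3* by -0.42 (standard error 0.11, adjusted p = 0.00539 from edgeR's quasi-likelihood test) and its partner *Mettl14* (FBgn0032016, 2L 8308427 to 8309961) by -1.09 (standard error 0.09, adjusted p = 9.55e-07 from the same test). *Mettl14* did not pass the threshold between basal genotypes, at -0.11 (standard error 0.09, adjusted p = 0.591 from edgeR's quasi-likelihood test).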

To further investigate the stress resilience of *Mettl3* knockdown animals and increased m^6^A observed with HS, we performed brain tissue RNA-seq upon *Mettl3* knockdown and with HS (Supplementary Fig. 6a–d and Supplementary Data 5). We analyzed the global transcriptional response with an RNA-seq time-course on dissected brain tissue from animals exposed to 30 min HS and allowed to recover for 6 and 24 h. 

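In control brains, 1984 genes were higher and 2930 lower after 30 min HS than in basal, of 10049 tested (adjusted p under 0.05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, n = 6 per group). Higher genes were 40.4% of those called. Among all tested genes, 3081 did not overlap between the groups in any replicate, where chance alone gives 0.216%, and 3058 of these were called. Of 100 splits of the 12 libraries into groups of 6, drawn from 462, only the real one gave as many called genes, and the split that follows the sequencing sets gave 726.

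The balance of the directions depended on the scaling and on the test. With RLE factors 2490 genes were higher and 2541 lower, with DESeq2 2807 and 2604, and with library size alone 293 and 6069. Library size alone moved the median log2 fold change by -0.40, from -0.0188 to -0.4150. With the heat shock protein genes left out of the library size, a setting chosen after the values were seen, 451 genes were higher and 4982 lower. Replicates 1–3 gave 1658 higher and 2370 lower genes, and replicates 4–6 gave 1547 and 2578. With the replicate number as a block there were 2496 and 3151. In *Mettl3* RNAi brains 1847 genes were higher and 2856 lower, of 10118 tested. The difference in the HS response between the genotypes passed the threshold for no gene of 10503, with 627 at an unadjusted p under 0.05.

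The genes with the largest changes were chosen by a rule fixed before the data were examined, among called genes whose groups did not overlap. The *Hsp70* genes lie on 3R in near-identical copies, so reads can be shared between them. *Hsp70Bbb* (FBgn0051354, 3R 12502510 to 12504856) rose from 1.889 ± 0.4606 to 6508 ± 993 CPM (SD, n = 6), a log2 fold change of 11.78 with a standard error of 0.22. *Hsp70Aa* (FBgn0013275, 3R 11954163 to 11956544) went from 11.72 ± 1.084 to 38150 ± 4176 CPM (SD, n = 6), which gave 11.72 with a standard error of 0.15. For *Hsp70Ab* (FBgn0013276, 3R 11958535 to 11960909) the means were 0.6452 ± 0.1081 and 2066 ± 244.6 CPM (SD, n = 6), with a log2 fold change of 11.71 and a standard error of 0.15. *Hsp70Bc* (FBgn0013279, 3R 12509076 to 12511461) rose from 4.124 ± 0.5461 to 11910 ± 1720 CPM (SD, n = 6), a log2 fold change of 11.54 with a standard error of 0.17. *lncRNA:alphagamma-element:CR32865* (FBgn0052865, 3R 12475336 to 12478267) went from 0.2271 ± 0.2003 to 654.5 ± 127.8 CPM (SD, n = 6), which gave 11.31 with a standard error of 0.38. For *CG11741* (FBgn0040531, 3R 8528423 to 8528877) the means were 3.272 ± 2.303 and 0.2445 ± 0.1775 CPM (SD, n = 6), with a log2 fold change of -3.71 and a standard error of 0.61. *CG30467* (FBgn0050467, 2R 15538175 to 15540014) fell from 12.36 ± 0.6965 to 2.175 ± 0.4041 CPM (SD, n = 6), a log2 fold change of -2.45 with a standard error of 0.12. *CG43779* (FBgn0264301, 2L 13305920 to 13306755) went from 3.59 ± 1.19 to 0.6261 ± 0.302 CPM (SD, n = 6), which gave -2.44 with a standard error of 0.31. For *CG1218* (listed in the table by symbol only) the means were 7.574 ± 0.8839 and 1.375 ± 0.2968 CPM (SD, n = 6), with a log2 fold change of -2.41 and a standard error of 0.14. *CG3163* (FBgn0034961, 2R 24029317 to 24030555) fell from 10.92 ± 1.065 to 2.326 ± 0.3818 CPM (SD, n = 6), a log2 fold change of -2.18 with a standard error of 0.12.

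In *Mettl3* RNAi brains the same rule named the following genes beside *Hsp70Bbb*, *Hsp68*, *Hsp70Bc* and *Hsp70Ab*. *lncRNA:alphagamma-element:CR32865* (FBgn0052865, 3R 12475336 to 12478267) rose from 0.8488 ± 0.9177 to 608.8 ± 122.3 CPM (SD, n = 6), a log2 fold change of 9.65 with a standard error of 0.60. *CG30467* (FBgn0050467, 2R 15538175 to 15540014) went from 11.46 ± 0.713 to 2.209 ± 0.3565 CPM (SD, n = 6), which gave -2.34 with a standard error of 0.11. For *CG43779* (FBgn0264301, 2L 13305920 to 13306755) the means were 4.025 ± 0.6572 and 0.8562 ± 0.163 CPM (SD, n = 6), with a log2 fold change of -2.19 and a standard error of 0.15. *CG6345* (FBgn0037816, 3R 10414218 to 10416046) fell from 7.063 ± 1.011 to 1.529 ± 0.4263 CPM (SD, n = 6), a log2 fold change of -2.18 with a standard error of 0.18. *CG1218* (listed in the table by symbol only) went from 6.979 ± 0.6411 to 1.543 ± 0.1983 CPM (SD, n = 6), which gave -2.14 with a standard error of 0.10. For *CG1738* (FBgn0030291, X 11349049 to 11349847) the means were 2.961 ± 0.2763 and 0.7269 ± 0.2422 CPM (SD, n = 6), with a log2 fold change of -1.99 and a standard error of 0.20.

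Of the other heat shock genes in control brains, the log2 fold change was 8.90 (standard error 0.16, adjusted p = 2.28e-13 from edgeR's quasi-likelihood test) for *Hsp70Ba* (FBgn0013277, 3R 12465453 to 12467776) and 7.38 (standard error 0.12, adjusted p = 1.40e-13 from the same test) for *Hsp70Bb* (FBgn0013278, 3R 12505793 to 12508139). It was 9.91 (standard error 0.17, adjusted p = 1.43e-13 from edgeR's quasi-likelihood test) for *Hsp68* (FBgn0001230, 3R 24055080 to 24057310), 4.87 (standard error 0.22, adjusted p = 8.45e-09 from the same test) for *Hsp83* (FBgn0001233, 3L 3192969 to 3197059) and 5.99 (standard error 0.15, adjusted p = 9.42e-12 from the same test) for *Hsp23* (FBgn0001224, 3L 9381882 to 9382765). For *Hsp26* (FBgn0001225, 3L 9376418 to 9377427) it was 9.53 (standard error 0.15, adjusted p = 6.23e-14 from edgeR's quasi-likelihood test) and for *Hsp27* (FBgn0001226, 3L 9384063 to 9385694) 8.57 (standard error 0.11, adjusted p = 1.38e-14 from the same test). *Hsp22* lies wholly within the exons of *CG4456*, had 0 counts and was not tested. The summed *Hsp70* level rose from 93.26 ± 6.425 to 75030 ± 8591 CPM (SD, n = 6; exact permutation p = 0.00216, two-sided). The sign of these genes was the same in every replicate and in every setting.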

The brain showed a strong transcriptional response to HS at 30 min, with similar numbers of genes up- and downregulated (Supplementary Data 5). 

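At 6 h of recovery, 392 genes were higher and 300 lower in control brains than in basal, of 10159 tested (n = 2 against 3; adjusted p under 0.05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 24 h, 4 were higher and 19 lower, of 9778 tested (n = 3 each). The number at 6 h depended on single libraries. Leaving out basal replicate 1 left 86 higher and 36 lower genes, and leaving out basal replicate 3 gave 250 and 442. At 24 h the counts ran from 2 higher and 4 lower genes without 24 h replicate 1 to 7 and 76 without basal replicate 3. DESeq2 gave 445 higher and 587 lower genes at 6 h, and 37 and 182 at 24 h. With all 6 basal replicates there were 375 higher and 74 lower at 6 h and 2 and 0 at 24 h. At 6 h, 4360 genes did not overlap between the groups, where groups of 2 and 3 allow 20% by chance, and at 24 h 2509, where chance allows 10%. The 10 splits of the 6 libraries at 24 h gave as many called genes only for the real one.

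Of the 4821 genes that changed with HS and were tested at 6 h, 78 (1.62%, 95% exact Clopper-Pearson interval 1.28 to 2.02%) were still past the threshold in the same direction. They were 66 of the 1894 genes that HS raised and 12 of the 2927 that it lowered. Another 121 had passed the threshold in the opposite direction. At 24 h, 5 of 4770 genes (0.105%, interval 0.034 to 0.244%) were still changed the same way and 4 the opposite way. Both comparisons share the basal controls with the HS comparison, and in 10 simulated data sets without a recovery effect at most 1 gene (0.0275%) was still changed at 6 h and 0 at 24 h. Across genes, which are not independent replicates, the log2 fold changes of HS and recovery had a correlation of 0.381 at 6 h and 0.283 at 24 h. The simulated data gave 0.0662 to 0.12 and 0.0888 to 0.163. With DESeq2 the share was 2.21% at 6 h and 0.41% at 24 h. A threshold on the recovery comparison counts only genes that 2 or 3 replicates can show to differ from basal. The paper's text does not say how its share of genes not back at baseline was counted.

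In *Mettl3* RNAi brains, 90 genes were higher and 116 lower at 6 h, of 10089 tested (n = 3 each), and none of 9870 was called at 24 h, with 2047 at an unadjusted p under 0.05. With the replicate number as a block the 6 h count was 0, and DESeq2 gave 291 higher and 873 lower at 6 h. DESeq2 also called genes at 24 h, where the main test called none. Without *Mettl3* RNAi basal replicate 2 the counts rose to 1018 higher and 1641 lower at 6 h, and to 1304 and 1796 at 24 h. Only the real split of 10 gave 206 genes at 6 h, and at 24 h all 10 splits gave 0. Scaling by library size alone moved the median at 6 h by 0.12 in both genotypes.

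Largest changes at 6 h in control brains were the following, by the rule fixed before the data were examined. *lncRNA:alphagamma-element:CR32865* (FBgn0052865, 3R 12475336 to 12478267) rose from 0.08457 ± 0.0657 to 202.6 ± 1.244 CPM (SD, n = 3 and 2), a log2 fold change of 11.14 with a standard error of 0.20. *CG10911* (FBgn0034295, 2R 18052550 to 18054066) went from 0.1485 ± 0.03094 to 45.51 ± 55.4 CPM (SD, n = 3 and 2), which gave 8.29 with a standard error of 1.31. For *CG3868* (FBgn0036422, 3L 14400769 to 14402725) the means were 0.3789 ± 0.1045 and 102.6 ± 103.2 CPM (SD, n = 3 and 2), with a log2 fold change of 8.11 and a standard error of 0.88. *CG31198* (FBgn0051198, 3R 21754324 to 21757758) rose from 0.06302 ± 0.07343 to 14.18 ± 19.12 CPM (SD, n = 3 and 2), a log2 fold change of 7.85 with a standard error of 1.67, and at least 4.61-fold higher when the lowest library of the higher group is set against the floor of 3 counts. *Bace* (FBgn0032049, 2L 8494893 to 8496307) went from 0.3114 ± 0.1236 to 65.7 ± 87.57 CPM (SD, n = 3 and 2), which gave 7.77 with a standard error of 1.49. For *gammaTry* (FBgn0010359, 2R 11349061 to 11349870) the means were 8.175 ± 0.8527 and 1.09 ± 0.3377 CPM (SD, n = 3 and 2), with a log2 fold change of -2.82 and a standard error of 0.24. *CG30025* (FBgn0050025, 2R 11353564 to 11354373) fell from 8.51 ± 1.281 to 1.188 ± 0.1429 CPM (SD, n = 3 and 2), a log2 fold change of -2.76 with a standard error of 0.22. *Prat2* (FBgn0041194, 3L 6911999 to 6914876) went from 124.8 ± 6.721 to 40.63 ± 3.462 CPM (SD, n = 3 and 2), which gave -1.56 with a standard error of 0.10. For *Amy-p* (FBgn0000079, 2R 17118636 to 17120303) the means were 493.3 ± 123.6 and 162.8 ± 21.33 CPM (SD, n = 3 and 2), with a log2 fold change of -1.53 and a standard error of 0.21. *CG3819* (FBgn0036833, 3L 18920430 to 18922108) fell from 92.23 ± 17.27 to 30.76 ± 7.189 CPM (SD, n = 3 and 2), a log2 fold change of -1.52 with a standard error of 0.19.

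At 24 h the rule named 9 genes in control brains. *Hsp70Aa* (FBgn0013275, 3R 11954163 to 11956544) reached 45.13 ± 8.049 CPM (SD, n = 3), 1.90 in log2 against basal replicates 1–3 with a standard error of 0.14. *Cyp4e3* (FBgn0015035, 2L 9747839 to 9750071) went from 1.735 ± 0.01999 to 4.913 ± 0.9829 CPM (SD, n = 3), which gave 1.51 with a standard error of 0.18. For *Hsp70Bc* (FBgn0013279, 3R 12509076 to 12511461) the means were 4.203 ± 0.1845 and 10.73 ± 2.4 CPM (SD, n = 3), with a log2 fold change of 1.36 and a standard error of 0.16. *Hsp68* (FBgn0001230, 3R 24055080 to 24057310) reached 14.94 ± 2.919 CPM (SD, n = 3), 1.11 in log2 against basal replicates 1–3 with a standard error of 0.15. *Jon99Cii* (FBgn0003356, 3R 29923754 to 29924615) went from 29.83 ± 9.344 to 1.404 ± 0.8381 CPM (SD, n = 3), which gave -4.38 with a standard error of 0.38. It is among the midgut marker genes used here to test for other tissue, a list written after the genes of this rule were seen. Their median change at this time was -2.20, so a different share of gut RNA may account for its fall. For *Jon99Ciii* (FBgn0003357, 3R 29922216 to 29923455) the means were 29.57 ± 7.726 and 1.457 ± 0.6972 CPM (SD, n = 3), with a log2 fold change of -4.32 and a standard error of 0.30. *Lst* (FBgn0034140, 2R 16574579 to 16576586) fell from 29.16 ± 3.101 to 11.14 ± 0.7483 CPM (SD, n = 3), a log2 fold change of -1.38 with a standard error of 0.10. *dob* (FBgn0030607, X 15067007 to 15069091) went from 10.24 ± 2.139 to 4.01 ± 0.2378 CPM (SD, n = 3), which gave -1.34 with a standard error of 0.16. For *Cyp6g1* (FBgn0025454, 2R 12185667 to 12188431) the means were 122.1 ± 18.09 and 55.36 ± 4.49 CPM (SD, n = 3), with a log2 fold change of -1.13 and a standard error of 0.12. With all 6 basal replicates, *Cyp4e3* turned to -2.76.

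In *Mettl3* RNAi brains at 6 h it named the following. *lncRNA:alphagamma-element:CR32865* (FBgn0052865, 3R 12475336 to 12478267) rose from 1.428 ± 1.454 to 179.2 ± 39 CPM (SD, n = 3), a log2 fold change of 7.01 with a standard error of 0.74. *asRNA:CR43465* (FBgn0263442, 2L 5969859 to 5971025) went from 0.2302 ± 0.1208 to 4.255 ± 1.306 CPM (SD, n = 3), which gave 4.17 with a standard error of 0.42. For *CG4020* (FBgn0029821, X 5905746 to 5908001) the means were 0.7625 ± 0.2341 and 10.53 ± 2.097 CPM (SD, n = 3), with a log2 fold change of 3.79 and a standard error of 0.28. *CG1143* (FBgn0035359, 3L 2645368 to 2647192) rose from 0.8677 ± 0.1443 to 10.16 ± 0.4915 CPM (SD, n = 3), a log2 fold change of 3.54 with a standard error of 0.15. *CG42816* (FBgn0261998, 3L 17792088 to 17797594) went from 0.4487 ± 0.1873 to 3.589 ± 0.209 CPM (SD, n = 3), which gave 2.98 with a standard error of 0.32. For *CG8483* (FBgn0038126, 3R 13208754 to 13214465) the means were 18.14 ± 5.716 and 1.809 ± 0.6419 CPM (SD, n = 3), with a log2 fold change of -3.31 and a standard error of 0.34. *Pdh* (FBgn0011693, 3L 16353233 to 16354297) fell from 1020 ± 97.23 to 432.3 ± 117.3 CPM (SD, n = 3), a log2 fold change of -1.24 with a standard error of 0.20. *CG31300* (FBgn0051300, 3R 25283620 to 25285224) went from 18.28 ± 1.414 to 7.851 ± 0.4115 CPM (SD, n = 3), which gave -1.22 with a standard error of 0.09. For *CG42326* (FBgn0259226, 2R 8573368 to 8584779) the means were 21.09 ± 2.995 and 9.18 ± 0.3731 CPM (SD, n = 3), with a log2 fold change of -1.20 and a standard error of 0.12. *CG10516* (FBgn0036549, 3L 15968204 to 15969902) fell from 22.94 ± 1.646 to 10.14 ± 0.7451 CPM (SD, n = 3), a log2 fold change of -1.18 with a standard error of 0.09.

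Among the heat shock genes that the paper names, *Hsp70Aa* was still at 4.39 (standard error 0.10, adjusted p = 1.07e-06 from edgeR's quasi-likelihood test) at 6 h, *Hsp68* at 4.45 (standard error 0.11, adjusted p = 1.07e-06 from the same test), *Hsp26* at 6.00 (standard error 0.15, adjusted p = 1.33e-06 from the same test) and *Hsp23* at 4.23 (standard error 0.13, adjusted p = 2.64e-06 from the same test). *Hsp83* had come down to 0.36 (standard error 0.12, adjusted p = 0.121 from edgeR's quasi-likelihood test).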

After 6 and 24 h of recovery, the transcriptional response to the initial heat shock was greatly attenuated, although 16–20% of the genes did not return completely to baseline levels.

We examined m^6^A targets to probe the transcriptional response of this gene set in the brain. Surprisingly, m^6^A genes were preferentially upregulated with HS (1016 genes up and 227 down), compared to all other genes expressed in the brain, which did not show a skew towards increased transcription levels (Fig. 4a and Supplementary Fig. 6e). 

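Of the 1998 genes of Supplementary Data 2 used here, a part of the paper's full list, 1922 were tested in control brains. With HS, 742 of them were higher and 241 lower, 75.5% higher (adjusted p under 0.05 over all genes, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, n = 6 per group). Among the other genes 1242 were higher and 2689 lower, 31.6% higher. Adjusted over the list alone, 746 were higher and 243 lower. Listed genes made up 37.4% of all genes that HS raised and 8.23% of those it lowered. The balance depends on scaling. With library size alone 32 listed genes were higher and 994 lower, with a median log2 fold change of -0.2280 for the listed genes and -0.4150 for all tested genes.

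The gene-level Mettl3-dependent list, which was made here from head m6A-IPs and not from brains, gave 441 higher and 142 lower genes (75.6%) among its 1194 members tested in brain. The other 8535 genes gave 1480 and 2774 (34.8%). The odds ratio was 5.82 (two-sided Fisher's exact test, p = 6.15e-79), which treats genes as independent. The median log2 fold change was 0.15 for listed genes and -0.0550 for the others. It lay above those of all 10000 random lists matched on expression and drawn from all tested genes, which ranged from 0.0299 to 0.1127 (permutation p = 0.0002, the smallest they can give). It also lay above all random lists matched on expression and exon length. Limma's fry, a rotation test that keeps the correlation between genes, gave p = 0.00314 for a shift upward. With library size alone the odds ratio was 1.06 (Fisher's exact test, p = 0.753) and both medians were below 0, -0.25 for listed and -0.45 for other genes. The list from the NEB pools gave an odds ratio of 5.51, genes on both lists 6.02, and the stricter list 6.09. A total of 4 families of lists were tested in these brains, this one, Supplementary Data 2, MAPK genes and chaperones.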

Examining the transcriptional dynamics of specific groups of m^6^A genes (see Fig. 3e), neurogenesis and MAPK signaling genes containing m^6^A were more upregulated with HS (Fig. 4b). 

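The MAPK genes with m6A in Supplementary Data 3 number 45, and all were tested in control brains. With HS, 16 were higher and 7 lower (69.6% higher; edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), the same counts as when adjusted over the list alone. Other genes gave 1968 higher and 2923 lower (40.2%). The odds ratio was 3.39 (two-sided Fisher's exact test, p = 0.00524), and limma's fry gave p = 0.0436. With library size alone 1 was higher and 27 lower and the odds ratio was 0.766. With DESeq2, 18 were higher and 4 lower. The paper's counts are 24 higher and 6 lower. The study chose the list from the m6A genes of heads, and it overlaps the list of m6A genes itself, so it is not independent evidence of their rise.

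Among the genes of this pathway that the paper names, *csw* (FBgn0000382, dm6 X 2094234 to 2115701) rose by 0.36 (standard error 0.08, adjusted p = 0.00195 from edgeR's quasi-likelihood test) and *pnt* (FBgn0003118, 3R 23290231 to 23346167) by 0.29 (standard error 0.08, adjusted p = 0.00736 from the same test). For *cic* (FBgn0262582, 3R 20252770 to 20303942) the change was 0.42 (standard error 0.14, adjusted p = 0.0283 from edgeR's quasi-likelihood test) and for *RasGAP1* (FBgn0004390, 3L 9839093 to 9855285) -0.21 (standard error 0.11, adjusted p = 0.131 from the same test). For *kek1* it was 0.09 (standard error 0.06, adjusted p = 0.294 from edgeR's quasi-likelihood test). Of the genes of neurogenesis that the paper names, *sd* rose by 0.29 (standard error 0.07, adjusted p = 0.00593 from edgeR's quasi-likelihood test) and *SIFaR* by 0.52 (standard error 0.14, adjusted p = 0.0072 from the same test). With library size alone, *csw*, *pnt*, *kek1* and *sd* fell instead. The full neurogenesis list was not analysed here.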

Globally, of the 3193 genes upregulated with HS in the brain, 31.8% had m^6^A modification (Fig. 4c). The skewed increase in expression upon HS was specific for m^6^A gene sets, as no similar trend was observed when considering non-modified gene sets (Fig. 4d). The m^6^A-tagged genes significantly upregulated with HS (47.9% of all m^6^A genes) could also account, in part, for the increased m^6^A levels detected by dot blot and mass spectrometry with HS (see Fig. 1).

**Fig. 4:**
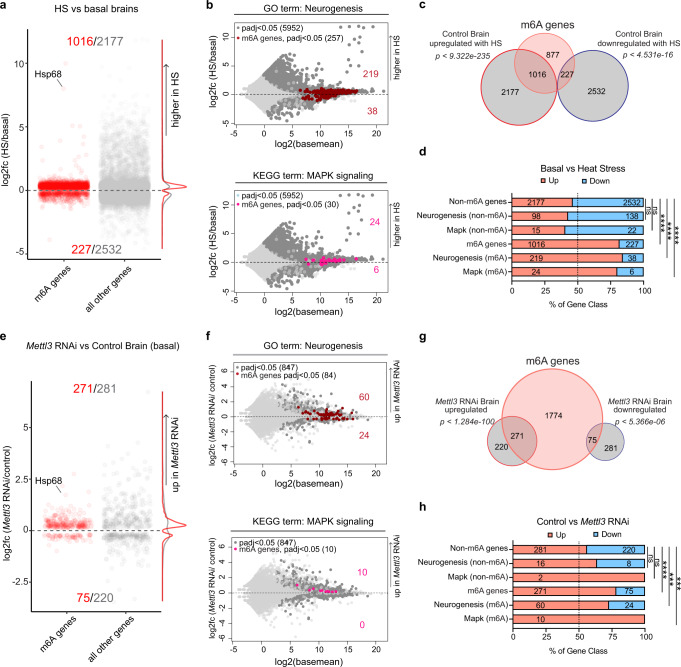
m^6^A transcripts are increased with HS and upon *Mettl3* knockdown. **a** Plot of significantly differentially expressed genes in HS vs basal of control brains (DaGal4 > mCherry RNAi). Positive logFC indicates an increase in transcript levels with HS. m^6^A genes (red), or all other genes (gray). All RNA-seq differential expression analysis are provided in Supplementary Data 5. **b** MA plots of *Mettl3*-dependent m^6^A genes that are enriched in the neurogenesis (GO term) and MAPK (KEGG pathway). Plots show control brains HS vs basal (positive logFC indicates an increase with HS brains). **c** Venn diagram of m^6^A genes that are up or downregulated upon heat stress. Hypergeometric test, one-sided. *p* < 9.322e-235, *p* < 4.531e-16. **d** Percentage of indicated gene classes significantly upregulated (red) or downregulated (blue) in basal versus HS brains RNA-seq. ****p < 0.0001 from one-sided Fisher’s test. *p* = 0.0003, *p* < 2.2e-16, *p* < 2.2e-16, ns not significant. **e** Plot of significantly differentially expressed genes in DaGal4 > mCherry RNAi vs *Mettl3* RNAi brains in basal condition. Positive logFC indicates an increase in transcript levels in *Mettl3* RNAi brains. m^6^A genes (red), or all other genes (gray). All RNA-seq differential expression analysis are provided in Supplementary Data 5. **f** MA plots of m^6^A genes that are enriched in the neurogenesis (GO term) and MAPK (KEGG) pathways. Plots show logFC of *Mettl3* RNAi versus control brains (positive logFC indicates an increase in *Mettl3* RNAi brains). **g** Venn diagram of m^6^A genes that are up or downregulated upon *Mettl3* knockdown. Hypergeometric test, one-sided. *p* < 1.284e-100, *p* < 5.366e-06. **h** Percentage of indicated gene classes significantly upregulated (red) or downregulated (blue) in control versus *Mettl3* RNAi brains RNA-seq. ***p < 0.001, ****p < 0.0001 from one-sided Fisher’s test. *p* = 0.006225, *p* = 0.008509, *p* = 1.799e-11. Source data and statistical analysis are provided as a Source Data file.

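In basal brains 159 genes were higher and 61 lower in *Mettl3* RNAi than in control, of 10042 tested (adjusted p under 0.05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, n = 6 per group). Among the genes of Supplementary Data 2 used here, 91 were higher and 20 lower of 1925 tested, 82% higher. Adjusted over the list alone, 148 were higher and 40 lower. Among the other genes 68 were higher and 41 lower, 62.4% higher.

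The number of genes depended on the sequencing sets. Replicates 1–3 gave 39 higher and 8 lower genes, and replicates 4–6 gave 82 and 46. DESeq2 gave 370 and 168, the block by replicate number 88 and 42, and the sequencing set as a term 256 and 133. Of 100 splits of the 12 libraries drawn from 462, only the real one gave as many called genes, but the split that follows the sequencing sets gave 1115, more than the 220 of the genotypes. A test of whether the genotype effect differed between the sets called 0 of 10473 genes. A total of 294 genes did not overlap between genotypes in any replicate, of which 184 were called, where chance allows 0.216%.

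For the gene-level Mettl3-dependent list, 64 genes were higher and 19 lower (77.1%), against 94 and 42 (69.1%) for other genes. The odds ratio was 1.51 (two-sided Fisher's exact test, p = 0.217). With the block it was 2.54 (Fisher's exact test, p = 0.0317). The median log2 fold change was 0.07 for the 1195 listed genes and -0.0131 for the others, and it lay above all 10000 matched random lists (permutation p = 0.0002), while limma's fry, a rotation test, gave p = 0.0673. After HS the same list gave 110 higher and 84 lower genes, with an odds ratio of 0.97 (Fisher's exact test, p = 0.862). Its median of -0.0027 was 0.0023 above that of the other genes, which was still above all 10000 matched random lists (permutation p = 0.0002), while limma's fry gave p = 0.506.

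The genes with the largest changes in basal, by the rule fixed before the data were examined, were these. *CG10936* (FBgn0034253, 2R 17604951 to 17639138) rose from 1.305 ± 1.279 to 17.82 ± 11.13 CPM (SD, n = 6), a log2 fold change of 3.74 with a standard error of 0.61. *phm* (listed in the table by symbol only) went from 0.7613 ± 0.2059 to 3.187 ± 1.468 CPM (SD, n = 6), which gave 2.08 with a standard error of 0.29. For *CG30424* (listed in the table by symbol only) the means were 2.946 ± 0.4657 and 12.14 ± 2.677 CPM (SD, n = 6), with a log2 fold change of 2.04 and a standard error of 0.16. *CG31036* (FBgn0051036, 3R 29908107 to 29912892) rose from 5.844 ± 0.5565 to 21.62 ± 7.152 CPM (SD, n = 6), a log2 fold change of 1.89 with a standard error of 0.20. *CG31817* (FBgn0028899, 2L 16330560 to 16337885) went from 3.18 ± 1.462 to 9.822 ± 2.422 CPM (SD, n = 6), which gave 1.61 with a standard error of 0.29. For *lncRNA:CR44506* (FBgn0265699, 2R 19692214 to 19697195) the means were 5.303 ± 0.8662 and 1.972 ± 0.4393 CPM (SD, n = 6), with a log2 fold change of -1.42 and a standard error of 0.16. *Cyp6a17* (FBgn0015714, 2R 14873953 to 14875739) fell from 19.42 ± 2.377 to 7.795 ± 4.249 CPM (SD, n = 6), a log2 fold change of -1.31 with a standard error of 0.28. *lncRNA:CR44417* (FBgn0265590, 2R 17869027 to 17869857) went from 10.49 ± 1.6 to 5.222 ± 0.8533 CPM (SD, n = 6), which gave -1.01 with a standard error of 0.13. For *Cyp4p1* (FBgn0015037, 2R 9240041 to 9242139) the means were 11.58 ± 1.949 and 5.812 ± 1.578 CPM (SD, n = 6), with a log2 fold change of -0.99 and a standard error of 0.18. *CG16739* (FBgn0034505, 2R 20341993 to 20342749) fell from 3.607 ± 0.6138 to 1.902 ± 0.3389 CPM (SD, n = 6), a log2 fold change of -0.92 with a standard error of 0.16.

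The paper proposes that m6A transcripts tend to rise both with HS and with *Mettl3* knockdown in the brain, and that their raised basal level prepares *Mettl3* RNAi flies for stress. Across the gene-level list the median shift was 0.15 with HS and 0.07 with *Mettl3* RNAi in basal. Both were measured against the same basal control brains, so low values of listed genes there would raise both. They are therefore not independent of each other. Between genotypes after HS, where other control brains were the reference, the median of the list was -0.0027.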

In *Mettl3* RNAi brains at basal conditions, m^6^A genes skewed towards upregulated (78.3% of differentially expressed m^6^A genes were up with *Mettl3* RNAi (Fig. 4e–h and Supplementary Fig. 6f)). This upregulation is also seen in m^6^A gene sets enriched for neurogenesis and MAPK signaling pathways (Fig. 4f–h). These data indicate that m^6^A transcripts are likely to be increased upon both HS and *Mettl3* knockdown in the brain. 

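Of the 45 MAPK genes with m6A, 2 were higher and 0 lower in basal *Mettl3* RNAi brains (adjusted p under 0.05 over all genes, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, n = 6 per group), and 15 had an unadjusted p under 0.05. Adjusted over the list alone, 7 were higher and 0 lower. DESeq2 gave 7 higher genes and the sequencing set as a term 5. Their median log2 fold change was 0.14, and limma's fry gave p = 0.00886 for a shift upward, while a two-sided Fisher's exact test on the called genes gave p = 1. The paper's count is 10.

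By gene, *pnt* was at 0.29 (standard error 0.08, adjusted p = 0.109 from edgeR's quasi-likelihood test), *kek1* at 0.19 (standard error 0.06, adjusted p = 0.135 from the same test), *csw* at -0.02 (standard error 0.08, adjusted p = 0.925 from the same test), *RasGAP1* at 0.0037 (standard error 0.13, adjusted p = 0.99 from the same test) and *cic* at -0.09 (standard error 0.15, adjusted p = 0.811 from the same test). For *csw* the sign was opposite with replicates 1–3, at 0.13, and for *RasGAP1* with replicates 4–6, at -0.06. Of the neurogenesis genes, *sd* was raised, at 0.37 (standard error 0.06, adjusted p = 0.0123 from edgeR's quasi-likelihood test), and *SIFaR* was at 0.29 (standard error 0.12, adjusted p = 0.276 from the same test). One basal *Mettl3* RNAi brain lay apart for *RasGAP1*, at 42.08 CPM against a mean of 61.7 ± 9.908 (SD, n = 6).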

The increased basal levels of these genes may allow for preconditioning to stress in *Mettl3* knockdown animals, thus conferring the stress resilience observed (see Fig. 2).

### *Mettl3* knockdown increases HS chaperone protein levels and decreases their rate of RNA decay

To understand mechanistically how m^6^A influences the brain HS response, we analyzed differential m^6^A methylation in basal vs HS conditions. Although we saw a global shift toward increased m^6^A methylation upon HS (Fig. 3a, b), few genes exhibited statistically significant thresholds of differential methylation upon stress (Supplementary Data 2), consistent with previous m^6^A stress studies in mammals^34,35^.

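The change of m6A-IP enrichment with HS was tested in control heads with the SYS antibody (2 pools per state), as the difference in log2(IP/input) between HS and basal. Of 10414 genes, 139 were more enriched after HS and 35 less (adjusted p under 0.05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DESeq2 gave 76 and 8, and without the pool as a block none was called, with 69 at an unadjusted p under 0.05. RLE factors gave 212 and 65, library size alone 111 and 215, and no filter 362 and 54. The 3 NEB pools gave 27 and 3, and both antibodies together 25 and 4. With SYS and NEB, 15 of the genes more enriched after HS were shared and 1 of those less enriched. Of the 172 SYS genes tested with NEB, 155 changed in the same direction with NEB, 134 of 139 higher and 21 of 33 lower ones, against 57% of all genes. Across genes the correlation between antibodies was 0.136, and genes are not independent replicates.

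Some genes with a called SYS change were chosen after their values were seen. The largest rise was that of *lncRNA:CR45673* (FBgn0267233, 3R 4634975 to 4635655) at 3.15 (standard error 0.72), and *qkr58E-1* (FBgn0022986, 2R 22412556 to 22415518) at 0.78 (standard error 0.07) and *Eip93F* (FBgn0264490, 3R 21949114 to 22014539) at 0.66 (standard error 0.06) rose less than several other genes. The largest falls were those of *Hsp27* at -1.32 (standard error 0.08) and *Pus7* (FBgn0035901, 3L 8510003 to 8513007) at -0.86 (standard error 0.22). Of the genes that the paper names, *sd* was at 0.19 (standard error 0.06, adjusted p = 0.136 from edgeR's quasi-likelihood test) and *SIFaR* at -0.05 (standard error 0.13, adjusted p = 0.908 from the same test). For *bru1* (FBgn0000114, 2L 12175004 to 12313438) the change was 0.10 (standard error 0.07, adjusted p = 0.539 from edgeR's quasi-likelihood test), for *por* (FBgn0004957, X 18377521 to 18379854) 0.39 (standard error 0.28, adjusted p = 0.569 from the same test), for *Eip63E* (FBgn0005640, 3L 3515751 to 3610521) 0.21 (standard error 0.06, adjusted p = 0.0746 from the same test) and for *dsb* (FBgn0035290, 3L 1893408 to 1910197) 0.14 (standard error 0.07, adjusted p = 0.382 from the same test).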

To further understand the impact of m^6^A on HS chaperones, we utilized the FlyBase^49^ curated list of HS chaperones, plus 20 of the most significantly differentially expressed genes from our brain HS RNA-seq analysis (Supplementary Data 5 and Supplementary Data 6). We were surprised to find only a few HS chaperones with m^6^A upon HS (red asterisks, Fig. 5a and Supplementary Fig. 7a–c). Perplexingly, the inducible *Hsp70* chaperone genes did not show increased 5′UTR m^6^A upon HS, as in mammalian cell HS studies^26^. 

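At the level of whole genes, m6A-IP enrichment of *Hsp70Aa* (FBgn0013275, dm6 3R 11954163 to 11956544) over input in basal control heads was 0.81 (standard error 0.05, adjusted p = 1.17e-48 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in log2 with the SYS antibody (n = 2 pools), and that of *Hsp68* was 0.49 (standard error 0.07, adjusted p = 9.37e-12 from the same test). The 6 *Hsp70* genes on 3R are near-identical and reads can be shared between them, so the copies are uncertain one by one. *Hsp68* (FBgn0001230, 3R 24055080 to 24057310), which has no such copy, had log2(IP/input) values of 0.63 and 0.41 in basal and 0.13 and 0.14 after HS in control pools, and 0.33 and -0.02 and 0.15 and 0.21 in *Mettl3* RNAi pools. Its site in Supplementary Data 2 comes from the comparison of *Mettl3* RNAi with control after HS, and lies in the 5′UTR at 3R 24057112 to 24057211.

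With HS the enrichment of *Hsp68* changed by -0.39 (standard error 0.09, adjusted p = 0.0232 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), that of *Hsp70Aa* by -0.44 (standard error 0.14, adjusted p = 0.0935 from the same test), *Hsp70Bbb* by -0.50 (standard error 0.13, adjusted p = 0.0491 from the same test) and *Hsp70Bc* by -0.21 (standard error 0.10, adjusted p = 0.341 from the same test). The change was 0.28 (standard error 0.18, adjusted p = 0.508 from edgeR's quasi-likelihood test) for *Hsp70Ab*, 0.29 (standard error 0.11, adjusted p = 0.183 from the same test) for *Hsp70Ba* and 0.41 (standard error 0.08, adjusted p = 0.00659 from the same test) for *Hsp70Bb*. With the NEB antibody *Hsp70Ab* turned to -0.42.

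In basal *Mettl3* RNAi pools the difference from control was -0.37 (standard error 0.11, adjusted p = 0.05 from edgeR's quasi-likelihood test) for *Hsp68*, and -0.39 for *Hsp70Aa*, -0.28 for *Hsp70Ab*, 0.13 for *Hsp70Ba*, 0.05 for *Hsp70Bb*, -0.20 for *Hsp70Bbb* and -0.25 for *Hsp70Bc*. All of these signs but that of *Hsp70Ba* turned with the antibody. With NEB (3 pools) the differences in basal were 1.15 for *Hsp70Aa*, 1.12 for *Hsp70Ab*, 0.93 for *Hsp70Ba*, -0.15 for *Hsp70Bb*, 1.09 for *Hsp70Bbb*, 1.23 for *Hsp70Bc* and 0.76 for *Hsp68*. After HS the SYS difference was 0.06 (standard error 0.06, adjusted p = 0.633 from edgeR's quasi-likelihood test) for *Hsp68* and 0.0056 for *Hsp70Aa*. In the basal head inputs themselves, *Mettl3* RNAi against control was 1.14 (standard error 0.50, adjusted p = 0.255 from edgeR's quasi-likelihood test) for *Hsp68* and 1.38 (standard error 0.77, adjusted p = 0.375 from the same test) for *Hsp70Aa*. The antibody experiments differed in this. In SYS inputs *Hsp70Aa* was at 1065 ± 506.5 CPM in *Mettl3* RNAi and 91.65 ± 98.69 CPM in control (SD, n = 2 each), and *Hsp68* at 201.1 ± 63.34 and 29.36 ± 13.16 CPM. In NEB inputs *Hsp70Aa* was at 35.71 ± 2.489 and 37.35 ± 0.5634 CPM (SD, n = 3 each), and *Hsp68* at 20.69 ± 3.174 and 21.29 ± 0.7567 CPM. The basal SYS dependence values above therefore compare pools that differed in these RNAs themselves.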

Closer examination, however, revealed that several *Hsp70/Hsp68* isoforms showed m^6^A enrichment in the 5′UTR at baseline that was lost with HS and with *Mettl3* RNAi (Fig. 5b and Supplementary Fig. 7a–c). These findings are consistent with both m^6^A-IP antibodies (Supplementary Fig. 7b). We also observed a significant elevation of *Hsp70* transcript levels in *Mettl3* RNAi brains at basal conditions (Supplementary Fig. 7d and Supplementary Data 5). 

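In basal brains the summed level of the 6 *Hsp70* genes was 93.26 ± 6.425 CPM in control and 468.9 ± 563.7 CPM in *Mettl3* RNAi (SD, n = 6 each), and every *Mettl3* RNAi brain was above every control brain (exact permutation p = 0.00216, two-sided and the smallest that 6 against 6 allow). The *Mettl3* RNAi values of the *Hsp70* sum were 1514, 222.8 and 723.5 CPM in replicates 1–3 and lower than all of these in replicates 4–6, with 106.6 CPM the lowest of the 6, against 85.45 to 101.4 CPM in control. In log2 the ratio of *Mettl3* RNAi to control was 2.78 in replicates 1–3 and 0.30 in replicates 4–6. These sets differed by 2.48 (exact permutation of replicates within genotype, p = 0.02, 8 of 400 arrangements, smallest possible 0.005).

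By gene, *Hsp70Aa* (FBgn0013275, dm6 3R 11954163 to 11956544) was at 4.29 (standard error 0.98, adjusted p = 0.0431 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over 9 settings it ranged from 0.95 to 5.17, with adjusted p from 4.38e-05 to 0.219 (edgeR's quasi-likelihood test or DESeq2), and it passed the threshold in 4 of them. DESeq2 with the sequencing set as a term, a setting chosen after the values were seen, gave 3.06. In replicates 4–6 alone it was 0.95. The other copies were 4.23 for *Hsp70Ab* (3R 11958535 to 11960909), 1.50 for *Hsp70Ba* (3R 12465453 to 12467776), 0.78 for *Hsp70Bb* (3R 12505793 to 12508139), 3.77 for *Hsp70Bbb* (3R 12502510 to 12504856) and 3.88 for *Hsp70Bc* (3R 12509076 to 12511461). Their adjusted p values were 0.0533, 0.191, 0.2, 0.0585 and 0.0516 (edgeR's quasi-likelihood test). *Hsp68* was at 2.10 (standard error 0.54, adjusted p = 0.0729 from edgeR's quasi-likelihood test), with an exact permutation p of 0.00649 (two-sided). *Hsp26* was at 2.62 (standard error 0.64, adjusted p = 0.0586 from edgeR's quasi-likelihood test) and *Hsp83* at 1.16 (standard error 0.46, adjusted p = 0.242 from the same test). After HS, *Hsp70Aa* no longer differed between genotypes past the threshold, at -0.20 (standard error 0.10, adjusted p = 0.262 from edgeR's quasi-likelihood test), and the interaction with HS was -4.47 (standard error 0.94, adjusted p = 0.278 from the same test).

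**Figure D1:**
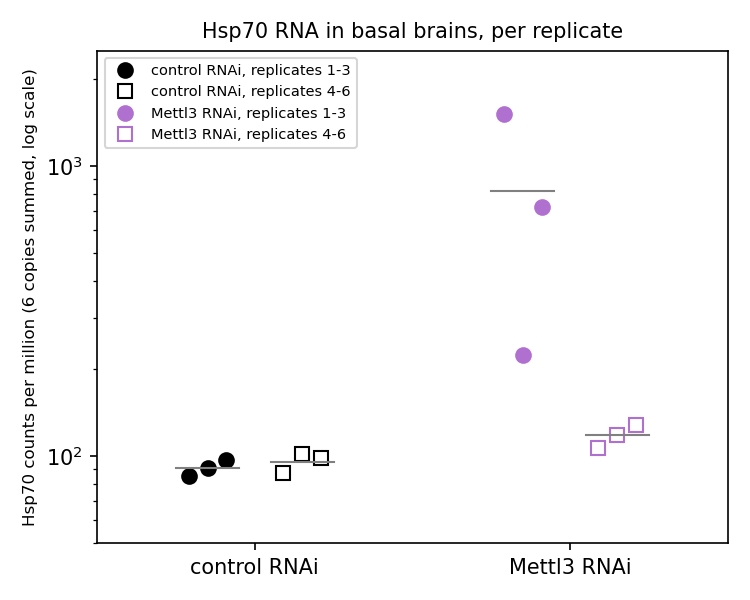
Summed CPM of the 6 *Hsp70* genes in basal brains, 1 point per replicate, by genotype and sequencing set, on a log axis. Grey lines are means of 3.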

Although *Hsp70* did not pass our conservative thresholds for genes with significant 5′UTR m^6^A (peak height was below the RADAR beta-cutoff threshold of 0.5; the *Hsp68* peak was above this threshold), these observations suggest that 5′UTR m^6^A modulation of *Hsp70/Hsp68* occurs at baseline and is lost upon HS in the *Drosophila* brain.

**Fig. 5:**
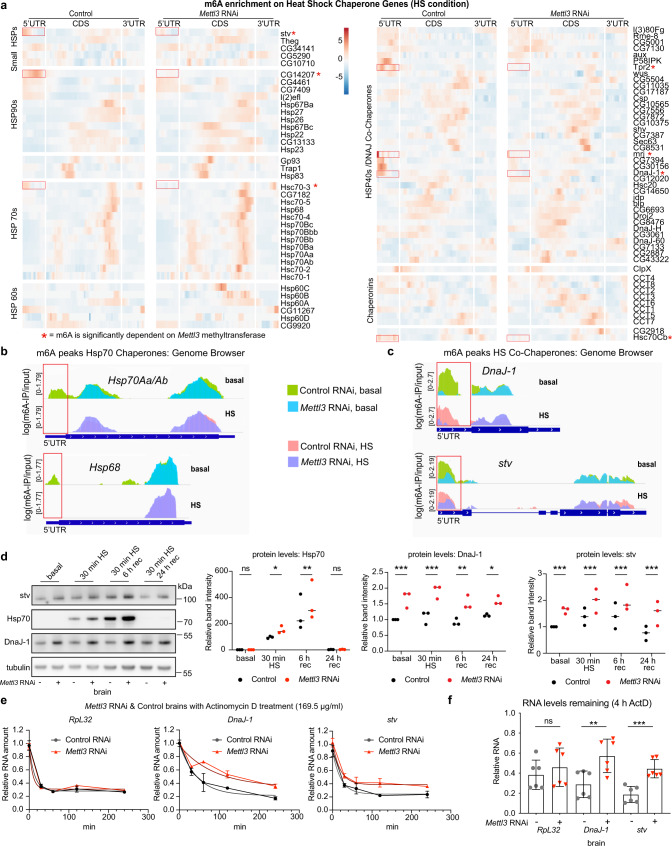
*Mettl3* knockdown increases select HS chaperone protein levels and decreases their rate of RNA decay. **a** Heat map of m^6^A enrichment of HS Chaperone Genes (Supplementary Data 6). Shown is control and *Mettl3* RNAi m^6^A enrichment in HS conditions. m^6^A enrichment is shown as m^6^A-IP divided by the input. Heat map displays *z*-score values, which are scaled by row, each gene is relative to itself and relative across all six boxes. Segmented into 5′UTR, CDS, and 3′UTR. **b** Example tracks from genome browser of m^6^A locations for HS chaperone transcripts *Hsp70Aa/Ab* and *Hsp68* in basal and HS 30 min, from control and *Mettl3* RNAi brains. Tracks shown as log(m^6^A-IP divided by input). Separate IP and Input tracks are shown in Supplementary Data 7c. **c** Example tracks from genome browser of m^6^A locations for m^6^A marked HS co-chaperone genes *DnaJ-1* and *stv* in basal and HS from control and *Mettl3* RNAi brains. **d** Hsp70, DnaJ-1, and stv protein levels from DaGal4 > *Mettl3* RNAi vs DaGal4 > mCherry RNAi brains dissected in basal, HS 30 min at 38.5 °C, 6 h recovery post-HS, or 24 h recovery post-HS. Right is the quantification of three biological replicate immunoblots, 15 brains per replicate. Data presented as mean, *p < 0.05, **p < 0.01, ***p < 0.001, two-way ANOVA with Sidak’s test. In **d** Hsp70, ns not significant, *p* = 0.0383, *p* = 0.0027, DnaJ-1, *p* = 0.0009, *p* = 0.0001, *p* = 0.0022, *p* = 0.0196, stv, *p* = 0.0005, *p* = 0.0006, *p* = 0.0005, *p* = 0.0001. **e** Actinomycin D RNA decay assay from mCherry RNAi and *Mettl3* RNAi fly brains dissected and incubated in Schneider’s *Drosophila* Medium plus 169.5 ug/ml of actinomycin D for 30 min, 1, 2, 4 h, and control with no actinomycin D. RNA was extracted and used for RT-qPCR to determine relative RNA levels of *RpL32*, *DnaJ-1*, and *stv*. Data presented as mean ± SD of one biological replicate with three technical replicates. Gray line is best-fit curve for mCherry RNAi, and the red line is best-fit curve for *Mettl3* RNAi. **f** Relative RNA levels remaining at 4 h of actinomycin D treatment. *n* = 6 biological replicates, 15 brains per replicate. Data presented as mean ± SD, **p < 0.01, ***p < 0.001, Student’s two-tailed *t*-test. *Rpl32*, ns not significant, *DnaJ-1*, *p* = 0.0088, *stv*, *p* = 0.0004. Source data and statistical analysis are provided as a Source Data file.

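*DnaJ-1* (FBgn0263106, dm6 3L 5750029 to 5752189) rose in control brains from 75.53 ± 5.026 to 2301 ± 292.1 CPM with 30 min HS (SD, n = 6 each), a log2 fold change of 4.98 (standard error 0.10, adjusted p = 1.23e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *stv* (FBgn0086708, 3L 13477541 to 13483515) rose from 102.9 ± 9.168 to 1436 ± 203.5 CPM, a log2 fold change of 3.85 (standard error 0.11, adjusted p = 4.08e-11 from edgeR's quasi-likelihood test). Both rose in every replicate (exact permutation p = 0.00216 each, two-sided), and over the settings *DnaJ-1* ranged from 4.58 to 5.20 and *stv* from 3.45 to 3.91. In *Mettl3* RNAi brains they rose by 4.02 (standard error 0.37, adjusted p = 4.51e-06 from edgeR's quasi-likelihood test) and 3.34 (standard error 0.22, adjusted p = 5.19e-07 from the same test), and the difference between genotypes in this response was -0.94 (standard error 0.35, adjusted p = 0.754 from the same test) and -0.50 (standard error 0.23, adjusted p = 0.802 from the same test). Between basal genotypes *DnaJ-1* was at 0.79 (standard error 0.33, adjusted p = 0.266 from edgeR's quasi-likelihood test) and *stv* at 0.28 (standard error 0.19, adjusted p = 0.501 from the same test) in RNA-seq, with exact permutation p values of 0.126 and 0.368. One basal *Mettl3* RNAi brain held *DnaJ-1* at 302.1 CPM, against a mean of 129.6 ± 88.85 (SD, n = 6), and in replicates 4–6 alone *stv* was at -0.17.

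In the head m6A-IPs of basal controls, *DnaJ-1* had log2(IP/input) values of 0.69 and 0.58 with SYS (n = 2), and *stv* of 0.75 and 0.67. The mean enrichments were 0.62 (standard error 0.05, adjusted p = 1.88e-41 from edgeR's quasi-likelihood test) and 0.70 (standard error 0.04, adjusted p = 2.75e-65 from the same test). After HS the values were 0.27 and 0.29 for *DnaJ-1* and 0.53 and 0.56 for *stv*. With NEB (n = 3) the basal enrichments were 1.47 and 1.41. Without the block of m6A-IP and input, the adjusted p of *DnaJ-1* was 0.202 (edgeR's quasi-likelihood test). In basal *Mettl3* RNAi pools the difference in enrichment from control was -0.48 (standard error 0.08, adjusted p = 0.00104 from edgeR's quasi-likelihood test) for *DnaJ-1* and -0.27 (standard error 0.07, adjusted p = 0.0229 from the same test) for *stv*, and after HS it was -0.09 (standard error 0.07, adjusted p = 0.427 from the same test) and -0.15 (standard error 0.06, adjusted p = 0.151 from the same test). With NEB the differences after HS were upward, 0.10 for *DnaJ-1* and 0.11 for *stv*. In basal SYS inputs *DnaJ-1* itself was at 378.2 ± 129.3 CPM in *Mettl3* RNAi and 148 ± 51.64 CPM in control (SD, n = 2 each). There *stv* was at 361.7 ± 116.6 and 241.8 ± 28.1 CPM. In NEB inputs the means were 149.9 and 149 CPM for *DnaJ-1*, and 156.6 and 176.4 CPM for *stv* (n = 3 each). The basal SYS differences in enrichment therefore compare pools that also differed in these RNAs.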

We examined two additional chaperones critical for Hsp70 function that displayed significant 5′UTR m^6^A. *DnaJ-1* and *stv* were transcriptionally upregulated with HS (Supplementary Data 5) and, unlike *Hsp70*, had significant 5′UTR m^6^A in both basal and HS conditions (Fig. 5c). At baseline, the steady-state levels of *DnaJ-1* and *stv* transcripts were increased in *Mettl3* RNAi brains compared to controls by real-time qPCR (RT-qPCR) (Supplementary Fig. 7e and Supplementary Data 7). Interestingly, differential methylation RADAR analysis indicated *DnaJ-1* and *stv* have significantly decreased 5′UTR m^6^A methylation upon HS (Supplementary Data 2).

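With HS, the m6A-IP enrichment of *DnaJ-1* over its whole gene changed by -0.37 (standard error 0.07, adjusted p = 0.00362 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in control heads with the SYS antibody (n = 2 pools per state). Over 7 alternatives it ranged from -0.43 to -0.34, with adjusted p from 2.11e-05 to 1 (edgeR's quasi-likelihood test or DESeq2), and it passed the threshold in 5. For *stv* the change was -0.19 (standard error 0.07, adjusted p = 0.172 from edgeR's quasi-likelihood test), and it passed the threshold in 1 of the 7. The site that Supplementary Data 2 gives for *DnaJ-1* in this comparison lies in the 5′UTR on the minus strand, at dm6 3L 5752090 to 5752139, and its reference sequence is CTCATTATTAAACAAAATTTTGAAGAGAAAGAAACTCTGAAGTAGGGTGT. The sites of *stv* lie in the 5′UTR on the plus strand, at 3L 13477641 to 13477840, 13477891 to 13477990 and 13478141 to 13478190, and the sequence of the last is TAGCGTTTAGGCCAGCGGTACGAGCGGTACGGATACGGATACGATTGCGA. The 5′UTR makes up 1024 of the 3670 exon bases of *stv*, so a change there is diluted over the gene. In the head inputs the RNA of *DnaJ-1* rose with HS by 4.55 (standard error 0.13, adjusted p = 2.42e-09 from edgeR's quasi-likelihood test) and that of *stv* by 4.01 (standard error 0.08, adjusted p = 1.31e-10 from the same test).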

To assess the protein level of these chaperones, we dissected brains at baseline, 30 min HS, and recovery at 6 and 24 h post-HS in control and *Mettl3* RNAi conditions (Fig. 5d). Hsp70 showed a significant increase in *Mettl3* RNAi brains with HS and 6 h of recovery (Fig. 5d and Supplementary Fig. 7f). Due to the very low levels of Hsp70 protein at basal conditions, we further examined Hsp70 at baseline on separate blots. We observed a significant increase in *Mettl3* RNAi brains, indicating flies deficient for *Mettl3* have preconditioned or higher levels of the chaperone protein in basal conditions (Supplementary Fig. 7g). DnaJ-1 and stv protein levels were also increased in *Mettl3* RNAi brains at baseline, HS, and with recovery (Fig. 5d). By contrast, upregulation of *Mettl3* led to decreased protein levels of DnaJ-1, stv, and Hsp70 in brains after HS (Supplementary Fig. 7h, i). These data indicate that *Mettl3* function affects the protein levels of these m^6^A marked HS chaperones: knockdown of *Mettl3* leads to upregulation, whereas increased *Mettl3* leads to downregulation.

We hypothesized that altered RNA decay may contribute to the protein level changes of DnaJ-1 and stv in the brain, given the impact of m^6^A on RNA stability in mammalian systems^23,25,50^. To assess RNA decay, we performed an ex vivo brain assay using actinomycin D for transcription inhibition (Supplementary Fig. 8). In the presence of actinomycin D, *Mettl3* RNAi brains showed attenuated decay of *DnaJ-1* and *stv*, while the non-modified transcript RpL32 showed no significant difference (Fig. 5e, f). These data suggest that 5′UTR m^6^A modification may influence RNA transcript levels by decreasing the stability of modified transcripts in the brain. Overall, these key HS chaperones are examples of m^6^A modified transcripts that increase with HS and in *Mettl3* knockdown brains.

### *Mettl3* attenuates protein translation in the brain

Previous studies in cultured S2R+ cells observed a decrease in puromycin incorporation into nascent proteins upon *Mettl3* knockdown^39^, in contrast to our brain data that suggest *Mettl3* loss causes an increased transcript and protein levels of m^6^A modified genes and stress chaperones (see Figs. 3–5). Therefore, we examined the effect of *Mettl3* knockdown on global protein translation in the adult fly brain using the puromycin assay to label nascent protein synthesis in vivo with 24 h of puromycin incorporation^51^. Analysis of *Mettl3* knockdown brains showed increased puromycin incorporation compared to control brains, indicating that *Mettl3* RNAi globally promotes protein synthesis in the brain (Fig. 6a, left). A reciprocal significant decrease in translation occurred in the brain upon *Mettl3* upregulation (Fig. 6a, right). Upon HS, *Mettl3* knockdown brains maintained higher puromycin incorporation than brains with *Mettl3* knockdown or HS exposure alone (Fig. 6b). *Mettl3* ΔCat mutant/*Mettl3* deficiency brains, and *Mettl14* RNAi brains similarly showed an increase in puromycin levels compared to controls (Supplementary Fig. 9a–c). Treatment of puromycin plus actinomycin D (a transcription inhibitor) consistently showed increased puromycin incorporation in *Mettl3* knockdown brains (Supplementary Fig. 9d). Together, these results indicate that *Mettl3* gene function modulates global protein translation in the brain in vivo.

**Fig. 6:**
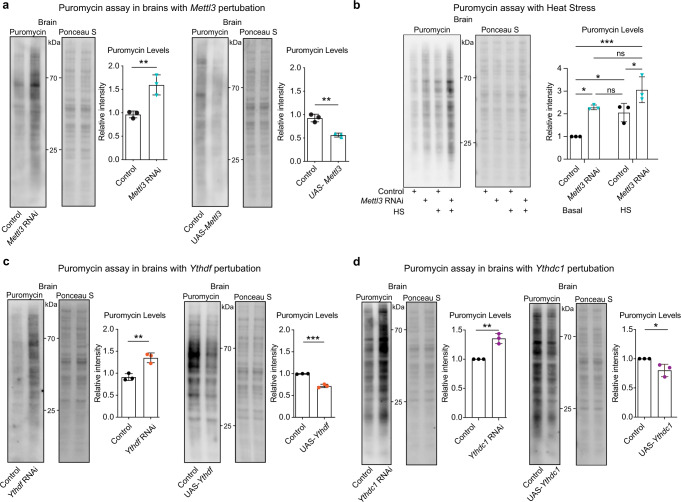
*Mettl3* attenuates protein translation in the brain. **a** Control, *Mettl3* RNAi, and *UAS-Mettl3* upregulation flies were fed 600 uM puromycin for 24 h. (Genotypes: DaGal4 > mCherry RNAi vs DaGal4 > *Mettl3* RNAi, ElavGS > UAS-mCherry vs ElavGS > *UAS-Mettl3)*. Brains were dissected from the heads, and protein immunoblots were probed for puromycin incorporation in each sample. Ponceau S staining shows total protein levels. *n* = 3 biological replicates, 15 brains per replicate. Data presented as mean ± SD, *p < 0.05, **p < 0.01, Student’s two-tailed *t*-test. *p* = 0.0085, *p* = 0.0024. **b** Control and *Mettl3* RNAi flies were HS for 30 min and then fed 600 uM puromycin for 4 h or control and fed puromycin for 4 h. (Genotypes: DaGal4 > mCherry RNAi vs DaGal4 > *Mettl3* RNAi). Brains were dissected after 4 h, and protein immunoblots were probed for puromycin levels in each sample. Ponceau S staining shows total protein levels. *n* = 3 biological replicates, 15 brains per replicate. Data presented as mean ± SD, *p < 0.05, ***p < 0.001, two-way ANOVA with Sidak’s test. *p* = 0.0125, *p* = 0.0367, *p* = 0.0006, *p* = 0.0476, ns not significant. **c** ElavGS > mCherry RNAi vs *Ythdf* RNAi, and ElavGS > UAS-mCherry vs *UAS-Ythdf* upregulation flies brain puromycin assay. *n* = 3 biological replicates, 15 brains per replicate. Data presented as mean ± SD, **p < 0.01, Student’s two-tailed *t*-test. *p* = 0.0049, *p* = 0.0003. **d** ElavGS > mCherry RNAi vs *Ythdc1* RNAi, and ElavGS > UAS-mCherry vs *UAS-Ythdc1* upregulation flies brain puromycin assay. *n* = 3 biological replicates, 15 brains per replicate. Data presented as mean ± SD, **p < 0.01, Student’s two-tailed *t*-test. *p* = 0.0021, *p* = 0.0311. Source data and statistical analysis are provided as a Source Data file.

To probe the possible downstream processing of m^6^A transcripts, we focused on understanding the impact of the two YTH m^6^A reader proteins: cytoplasmic Ythdf and nuclear Ythdc1. Knockdown of either *Ythdf* or *Ythdc1* showed increased puromycin incorporation in the brain (Fig. 6c), and upregulation yielded the reverse (Fig. 6d). These results support *Ythdf* and *Ythdc1* as key regulators of translation of m^6^A targets in the brain.

### *Ythdc1* knockdown animals are resilient to heat stress

To determine the YTH m^6^A reader protein involved in the brain’s stress response downstream of *Mettl3*, we examined whether HS or *Mettl3* loss influenced the transcript levels of *Ythdf* or *Ythdc1*. 

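*Ythdc1* (FBgn0027616, dm6 3L 3370451 to 3374170) was at 203.7 ± 20.05 CPM in basal control brains and 253 ± 15.87 CPM after 30 min HS (SD, n = 6 each), a log2 fold change of 0.36 (standard error 0.07, adjusted p = 9.04e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was higher after HS in every replicate (exact permutation p = 0.00216, two-sided and the smallest possible). Over the settings the change ranged from -0.04 to 0.42, and the fall of -0.04 came from scaling by library size alone. At 6 h of recovery *Ythdc1* was at 180.8 ± 4.212 CPM (SD, n = 2), a change from basal of -0.13 (standard error 0.09, adjusted p = 0.471 from edgeR's quasi-likelihood test), and at 24 h at 222.8 ± 6.791 CPM (SD, n = 3), a change of 0.15 (standard error 0.06, adjusted p = 0.32 from the same test). Both recovery values were compared with basal replicates 1–3.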

Brain RNA-Seq data indicated that *Ythdc1* transcript levels were increased in control brains upon HS, in an effect that lasted 6 h post-HS (Fig. 7a and Supplementary Data 5). 

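In *Mettl3* RNAi brains *Ythdc1* was at 127 ± 16.75 CPM in basal and 141.9 ± 15.39 CPM after HS (SD, n = 6 each). Against control brains the log2 fold change was -0.68 (standard error 0.09, adjusted p = 0.00249 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in basal and -0.84 (standard error 0.07, adjusted p = 1.28e-05 from edgeR's quasi-likelihood test) after HS. Every *Mettl3* RNAi brain was below every control brain in both states (exact permutation p = 0.00216 each, two-sided). Over the settings it ranged from -0.81 to -0.55 in basal and from -0.92 to -0.76 after HS. At recovery it was -0.45 (standard error 0.05, adjusted p = 0.00734 from edgeR's quasi-likelihood test) at 6 h and -0.71 (standard error 0.03, adjusted p = 4.36e-05 from the same test) at 24 h. Within *Mettl3* RNAi brains HS changed *Ythdc1* by 0.20 (standard error 0.09, adjusted p = 0.0931 from edgeR's quasi-likelihood test), with an exact permutation p of 0.154. The difference between genotypes in the response to HS was -0.15 (standard error 0.12, adjusted p = 0.888 from edgeR's quasi-likelihood test), so the response passed the threshold in control only, and the difference between the responses did not pass it.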

Surprisingly, *Mettl3* knockdown attenuated this stress-induced feature of *Ythdc1*, and *Mettl3* RNAi brains had reduced *Ythdc1* levels compared to control in basal and heat shock conditions (Fig. 7a, b). The protein levels of *Ythdc1* were similarly impacted by *Mettl3* knockdown and by HS (Fig. 7b and Supplementary Fig. 9e). By contrast, *Ythdf* transcript levels were minimally impacted in control, HS, or with *Mettl3* knockdown (Supplementary Data 5 and Supplementary Data 8). 

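*Ythdf* (FBgn0039261, dm6 3R 25033876 to 25039249) was at 76.24 ± 5.079 CPM in basal control brains and 58.06 ± 2.799 CPM after HS, and at 74.67 ± 5.6 and 59.16 ± 4.295 CPM in *Mettl3* RNAi brains (SD, n = 6 each). With HS it changed by -0.35 (standard error 0.05, adjusted p = 9.81e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in control brains and by -0.30 (standard error 0.06, adjusted p = 0.00114 from edgeR's quasi-likelihood test) in *Mettl3* RNAi brains, and in control it was lower in every replicate (exact permutation p = 0.00216, two-sided). Between genotypes the log2 fold change was -0.03 (standard error 0.05, adjusted p = 0.836 from edgeR's quasi-likelihood test) in basal and 0.02 (standard error 0.05, adjusted p = 0.882 from the same test) after HS, where replicates 1–3 gave -0.0045. Exact permutation p values between genotypes were 0.6 in basal and 0.628 after HS.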

Due to the changes in *Ythdc1* transcript and protein levels induced with HS and with *Mettl3* knockdown in the brain, we focused on the biological effects of *Ythdc1* perturbation.

**Fig. 7:**
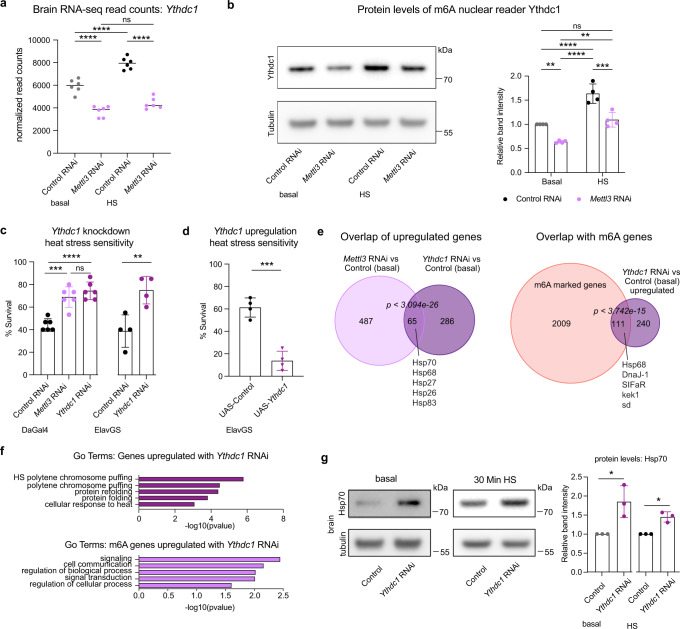
m^6^A reader protein *Ythdc1* knockdown animals are resilient to heat stress. **a** Normalized read counts of *Ythdc1* from brain RNA-sequencing in baseline, HS, Control, and *Mettl3* RNAi conditions (Dagal4 > mCherry RNAi vs *Mettl3* RNAi). Statistical analysis from RNA-seq differential expression analysis, provided in Supplementary Data 5. ****p < 0.0001 From left to right *p* = 1.53E-11, *p* = 5.59E-07, *p* = 1.71E-38, ns not significant. **b** Ythdc1 protein levels from Dagal4 > mCherry RNAi vs *Mettl3* RNAi brains dissected in basal or HS 30 min at 38.5 °C. *n* = 4, 15 brains per replicate. Quantification of four biological immunoblots show decreased expression of Ythdc1 protein in *Mettl3* RNAi fly brain and increase of Ythdc1 protein with HS. Data presented as mean ± SD, **p < 0.01, ***p < 0.001, ****p < 0.0001. Student’s two-tailed *t*-test. *p* = 0.0078, *p* < 0.0001, *p* < 0.0001, *p* = 0.0013, *p* = 0.0003. **c** Ubiquitous knockdown of *Ythdc1 or Mettl3* (DaGal4), and neuron-specific knockdown (ElavGS), and corresponding controls (mCherry RNAi) were HS for 1.5 h at 38.5 °C and scored for survival after 24 h recovery. *n* = 6 biological replicates for DaGal4, *n* = 4 biological replicates for ElavGS. Each data point represents percent survival in a vial of 20 flies per replicate. Data presented as mean ± SD, **p < 0.01, ***p < 0.001, ****p < 0.0001, One-way ANOVA, Student’s two-tailed *t*-test. *p* = 0.0002, *p* < 0.0001, ns not significant, *p* = 0.0085. **d** Neuron-specific (ElavGS) upregulation of *Ythdc1* and control were HSed for 1 h at 38.5 °C and scored for survival after 24 h recovery. *n* = 4 biological replicates. Each data point represents percent survival in vial of 20 flies per replicate. Data presented as mean ± SD, ****p < 0.0001, Student’s two-tailed *t*-test, *p* = 0.0002. **e** Overlap of genes upregulated upon Dagal4 > *Mettl3* RNAi and *Ythdc1* RNAi (baseline) and overlap of m^6^A genes and genes upregulated with *Ythdc1* RNAi. Differential expression analysis is provided in Supplementary Data 5. Hypergeometric test, one-sided, *p* < 3.093e-26, *p* < 3.742e-15. **f** GO term enrichment of genes upregulated upon *Ythdc1* RNAi (baseline). Go terms of m^6^A genes upregulated upon *Ythdc1* RNAi. The -log10(*p*-val) enrichment of genes in each category is shown. Supplementary Data 3 for full GO term list and *p* values. **g** Hsp70 protein levels from DaGal4 > mCherry RNAi and *Ythdc1* RNAi brains dissected in basal or HS 30 min at 38.5 °C. *n* = 3, 15 brains per replicate. Quantification of three biological immunoblots, 15 brains per replicate, show increased expression of Hsp70 protein in *Ythdc1* RNAi fly brain. Data presented as mean ± SD, *p < 0.05, Student’s two-tailed *t*-test. *p* = 0.0237, *p* = 0.0126. Source data and statistical analysis are provided as a Source Data file.

We first assessed whether the knockdown of *Ythdc1* influenced the animals’ heat stress resilience. *Ythdc1* knockdown conferred heat stress resilience (Fig. 7c), similar to the effect of *Mettl3* knockdown, while upregulation resulted in increased sensitivity to heat stress (Fig. 7d). 

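RNA of dissected brains of control and *Ythdc1* RNAi flies was sequenced in a separate experiment, in basal conditions and after 30 min HS, with 3 replicates per group and 12 libraries in all. Library preparation, mapping and counting by the authors were those of the other brain experiment, and the deposited values are again counts per gene. Control basal libraries had 37671796 to 47928446 counts (median 47018028) and control HS libraries 34575059 to 65901563 (median 36818031). *Ythdc1* RNAi libraries had 40630854 to 42535801 in basal (median 42449340) and 33931604 to 45000466 after HS (median 36320727). Samples were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment as above. Labels of the samples number the controls 7–9 and the *Ythdc1* RNAi samples 1–3, while Supplementary Data 8 numbers both 1–3, and whether equal numbers mean paired samples is not stated in the paper's text. With these numbers as a block, an alternative chosen after seeing the data, 175 genes were called in basal and 56 after HS. Without it, 3 against 3 gives an exact two-sided p of 0.1 at the least.

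*Ythdc1* itself was at 151.8 ± 37.34 CPM in basal control brains and 33.1 ± 0.36 CPM in *Ythdc1* RNAi brains (SD, n = 3), a log2 fold change of -2.21 (standard error 0.19, adjusted p = 0.00718 from edgeR's quasi-likelihood test). After HS the levels were 202.2 ± 9.638 and 21.83 ± 1.637 CPM, a change of -3.23 (standard error 0.06, adjusted p = 1.46e-06 from edgeR's quasi-likelihood test). In basal, 80 genes were higher and 322 lower in *Ythdc1* RNAi, of 10341 tested, and after HS 251 were higher and 292 lower, of 10245. The basal count depended on single libraries. It was 14 higher and 15 lower without *Ythdc1* RNAi replicate 2, and 619 and 959 without control replicate 8. After HS it ran from 50 and 44 without *Ythdc1* RNAi replicate 2 to 132 and 243 without control replicate 7, each with 2 libraries in one group. DESeq2 gave 351 higher and 885 lower in basal. Of the 10 splits of the 6 basal libraries only the real one gave as many genes, and the largest other split after HS gave 1. In basal 4417 genes did not overlap between the groups, where chance allows 10%.

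By the rule for the largest changes, the following genes were named in basal. *cad* (FBgn0000251, 2L 20770731 to 20783135) rose from 0.04961 ± 0.08592 to 5.334 ± 2.246 CPM (SD, n = 3), a log2 fold change of 6.57 with a standard error of 0.89. *CG32726* (FBgn0052726, X 7425220 to 7425743) went from 0.04967 ± 0.0683 to 4.917 ± 2.068 CPM (SD, n = 3), which gave 6.45 with a standard error of 0.73. For *Itgbn* (FBgn0010395, 2L 21053033 to 21058044) the means were 0.5478 ± 0.1062 and 16.82 ± 7.072 CPM (SD, n = 3), with a log2 fold change of 4.95 and a standard error of 0.37. *Hsp70Bbb* (FBgn0051354, 3R 12502510 to 12504856) rose from 4.788 ± 1.86 to 68.6 ± 21.48 CPM (SD, n = 3), a log2 fold change of 3.84 with a standard error of 0.38. *lncRNA:alphagamma-element:CR32865* (FBgn0052865, 3R 12475336 to 12478267) went from 1.089 ± 0.2029 to 13.77 ± 5.636 CPM (SD, n = 3), which gave 3.67 with a standard error of 0.38. For *CG11313* (FBgn0039798, 3R 30729837 to 30731165) the means were 20.8 ± 4.68 and 0.2144 ± 0.2372 CPM (SD, n = 3), with a log2 fold change of -6.61 and a standard error of 0.63. *Cyp4e3* (FBgn0015035, 2L 9747839 to 9750071) fell from 31.84 ± 26.18 to 0.9343 ± 0.2723 CPM (SD, n = 3), a log2 fold change of -5.09 with a standard error of 0.87. *Fbp1* (FBgn0000639, 3L 14094589 to 14098053) went from 7.515 ± 5.787 to 0.2365 ± 0.06475 CPM (SD, n = 3), which gave -4.97 with a standard error of 0.90. For *TwdlT* (FBgn0029170, 3R 27049220 to 27051004) the means were 6.949 ± 2.781 and 0.4216 ± 0.06324 CPM (SD, n = 3), with a log2 fold change of -4.03 and a standard error of 0.34. *Obp99a* (FBgn0039678, 3R 29671657 to 29672334) fell from 9.213 ± 2.138 to 0.7254 ± 0.3162 CPM (SD, n = 3), a log2 fold change of -3.66 with a standard error of 0.38.

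After HS the rule named these. *cad* (FBgn0000251, 2L 20770731 to 20783135) rose from 0.1104 ± 0.09406 to 7.022 ± 1.006 CPM (SD, n = 3), a log2 fold change of 6.14 with a standard error of 0.40. *Itgbn* (FBgn0010395, 2L 21053033 to 21058044) went from 1.239 ± 0.7454 to 23.22 ± 0.9742 CPM (SD, n = 3), which gave 4.25 with a standard error of 0.34. For *CR31054* (FBgn0051054, 3R 27960768 to 27961476) the means were 0.5226 ± 0.1357 and 2.963 ± 0.4192 CPM (SD, n = 3), with a log2 fold change of 2.49 and a standard error of 0.22. *CG11626* (FBgn0038705, 3R 19408873 to 19411265) rose from 0.6954 ± 0.07048 to 2.663 ± 0.1301 CPM (SD, n = 3), a log2 fold change of 1.93 with a standard error of 0.15. *ALiX* (FBgn0086346, 3R 27696466 to 27700110) went from 27.99 ± 2.906 to 100.9 ± 2.21 CPM (SD, n = 3), which gave 1.86 with a standard error of 0.07. For *CG11313* (FBgn0039798, 3R 30729837 to 30731165) the means were 15.35 ± 2.833 and 0.05989 ± 0.0277 CPM (SD, n = 3), with a log2 fold change of -7.91 and a standard error of 0.27, and at least 143-fold lower when the lowest library of the higher group is set against the floor of 3 counts. *Obp19a* (FBgn0031109, X 20415744 to 20416521) fell from 2.166 ± 1.563 to 0.1121 ± 0.04933 CPM (SD, n = 3), a log2 fold change of -4.23 with a standard error of 0.87. *CG12374* (FBgn0033774, 2R 12762113 to 12763825) went from 9.491 ± 2.381 to 0.5145 ± 0.1895 CPM (SD, n = 3), which gave -4.20 with a standard error of 0.29. For *CG33346* (FBgn0053346, 3R 28669233 to 28670452) the means were 12.46 ± 5.635 and 0.6778 ± 0.4901 CPM (SD, n = 3), with a log2 fold change of -4.14 and a standard error of 0.58. *Jon99Ciii* (FBgn0003357, 3R 29922216 to 29923455) fell from 32.97 ± 7.459 to 2.167 ± 0.8439 CPM (SD, n = 3), a log2 fold change of -3.90 with a standard error of 0.29. *Mettl3* and *Ythdf* did not differ past the threshold in basal, at 0.10 (standard error 0.14, adjusted p = 0.641 from edgeR's quasi-likelihood test) and 0.31 (standard error 0.12, adjusted p = 0.177 from the same test).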

We then performed RNA-Seq from control and *Ythdc1* RNAi brains in basal and HS conditions. We examined the genes that were differentially expressed upon *Ythdc1* RNAi (Supplementary Data 5). 

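Of the 9926 genes tested in both knockdowns, 157 were higher in basal *Mettl3* RNAi brains and 74 in basal *Ythdc1* RNAi brains (adjusted p under 0.05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, n = 6 and 3 per group). A total of 14 genes were higher in both, where 1.17 are expected from lists of these sizes (one-sided exact hypergeometric test, p = 6.88e-12, which treats genes as independent). Lower in both were 5 genes of 61 and 310, with 1.91 expected (one-sided exact hypergeometric test, p = 0.0413). With DESeq2 50 genes were higher in both, of 364 and 334, with 11.5 expected (one-sided exact hypergeometric test, p = 5.46e-19). With DESeq2 and the sequencing set as a term, a setting chosen after the values were seen, 65 were, of 547 and 331, with 17.2 expected. The paper's count is 65. The number of shared genes follows the number called in each knockdown, which depended on single libraries in the *Ythdc1* experiment.

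All 14 are named here after their values were seen, with the log2 fold change in *Mettl3* RNAi and then in *Ythdc1* RNAi. They included *ALiX* (FBgn0086346, 3R 27696466 to 27700110) with 1.60 and 1.69, *bdl* (FBgn0028482, 2L 4324554 to 4331830) with 1.18 and 0.74 and *beta4GalNAcTA* (FBgn0027538, 2R 14259030 to 14261150) with 0.34 and 0.39. Further genes were *CG13700* (FBgn0036785, 3L 18298742 to 18301260) with 1.26 and 1.57, *CG30424* (listed in the table by symbol only) with 2.04 and 1.83 and *CG3726* (FBgn0029824, X 5917097 to 5941852) with 0.62 and 0.73. Others were *CG5953* (FBgn0032587, 2L 16508078 to 16532877) with 0.96 and 0.44, *HPS4* (FBgn0034261, 2R 17683574 to 17690822) with 1.36 and 1.80 and *Hsp70Aa* (FBgn0013275, 3R 11954163 to 11956544) with 4.29 and 3.45. Next were *kek3* (FBgn0028370, 2L 15552723 to 15583978) with 0.55 and 0.62, *lncRNA:CR43635* (FBgn0263626, 3R 5045207 to 5045948) with 2.52 and 2.21 and *Teh1* (FBgn0037766, 3R 9826081 to 9868120) with 0.42 and 0.55. The list also held *Tina-1* (FBgn0035083, 2R 24940625 to 24942413) with 0.68 and 0.69 and *Wnt10* (FBgn0031903, 2L 7363379 to 7377528) with 0.53 and 0.78. Of the 14, 4 were on the gene-level Mettl3-dependent list and 2 (*bdl* and *Hsp70Aa*) were raised by HS in control brains.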

Sixty-five genes upregulated in *Ythdc1* knockdown brains at baseline overlapped genes upregulated with *Mettl3* knockdown (Fig. 7e). Many of these genes were key HS chaperones and marked by m^6^A and upregulated by *Mettl3* knockdown (*Hsp70, DnaJ-1, Hsp68*) (Fig. 7e). 

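Among the 14 genes higher in both knockdowns here, 1 was on the paper's list of chaperones, *Hsp70Aa*, and with DESeq2 7 of 50 were. In basal *Ythdc1* RNAi brains the summed *Hsp70* level was 701.9 ± 208.2 CPM, against 131.7 ± 18.39 in control (SD, n = 3 each), and every *Ythdc1* RNAi brain was above every control brain (exact permutation p = 0.1, the smallest that 3 against 3 allow, two-sided). By copy, the log2 fold change was 3.45 (standard error 0.27, adjusted p = 0.00718 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) for *Hsp70Aa*, 3.66 (standard error 0.54, adjusted p = 0.0239 from edgeR's quasi-likelihood test) for *Hsp70Ab*, 2.90 (standard error 0.26, adjusted p = 0.00787 from the same test) for *Hsp70Ba* and 1.22 (standard error 0.21, adjusted p = 0.0331 from the same test) for *Hsp70Bb*. It was 3.84 (standard error 0.38, adjusted p = 0.0108 from edgeR's quasi-likelihood test) for *Hsp70Bbb* and 3.06 (standard error 0.27, adjusted p = 0.00718 from the same test) for *Hsp70Bc*. *Hsp68* rose from 14.23 ± 0.7286 to 65.36 ± 21.62 CPM (SD, n = 3 each), a change of 2.19 (standard error 0.25, adjusted p = 0.0131 from edgeR's quasi-likelihood test). *DnaJ-1* was at 108.7 ± 7.683 and 140.8 ± 14.65 CPM, a change of 0.36 (standard error 0.11, adjusted p = 0.128 from edgeR's quasi-likelihood test), and *stv* at 74.2 ± 8.059 and 85.12 ± 5.834 CPM, a change of 0.19 (standard error 0.11, adjusted p = 0.311 from the same test). *Hsp83* was at 0.65 (standard error 0.08, adjusted p = 0.0163 from edgeR's quasi-likelihood test) and *Hsp26* at 0.95 (standard error 0.27, adjusted p = 0.112 from the same test). After HS none of *Hsp70Aa*, *Hsp68*, *DnaJ-1* and *stv* passed the threshold, at 0.05, -0.07, -0.07 and 0.10.

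The paper's chaperone list holds 87 genes, 20 of them picked from these brain HS libraries, and 76 were tested in brain. In basal *Mettl3* RNAi brains 3 were higher and 0 lower (edgeR's quasi-likelihood test) and 10 higher and 1 lower adjusted over the list alone. DESeq2 gave 10 higher and 1 lower. With HS, 33 of the 76 were higher and 18 lower in control brains, an odds ratio of 2.74 (two-sided Fisher's exact test, p = 4.88e-04; limma's fry 2.75e-11 with HS and 0.0908 in basal *Mettl3* RNAi), which is not independent evidence for the genes picked from these libraries. With library size alone 21 were higher and 44 lower, with an odds ratio of 10.6 (two-sided Fisher's exact test, p = 4.05e-13). From raised chaperones and the resilience of the animals, which was not analysed here, the paper proposes a role of *Ythdc1* in the m6A response of the brain to HS.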

GO term analysis of all upregulated transcripts in *Ythdc1* RNAi brains showed enrichment in heat shock protein chaperone pathways (Fig. 7f). GO term analysis of genes marked by m^6^A and upregulated with *Ythdc1* RNAi showed enrichment in signaling and neurogenesis terms (Fig. 7f), pathways we observed being increased with HS (Fig. 4). We confirmed that *Ythdc1* RNAi, like *Mettl3* RNAi, showed increased levels of Hsp70 protein at baseline and after HS compared to control brains (Fig. 7g). Thus, *Ythdc1* knockdown in the brain resulted in both increased levels of heat stress chaperone genes and animal stress resilience, both of which are similar to *Mettl3* knockdown, suggesting that *Ythdc1* plays a role in the m^6^A HS response of the brain.

## Discussion

m^6^A regulates diverse critical physiological processes, including neurodevelopment, immune responses, cancer metastasis, learning, memory, and stress^18,19^. Here, we provide insight into the role of m^6^A in the adult *Drosophila* brain in vivo in an acute stress situation: heat shock. m^6^A modification of polyA+ RNA shows a brain-enriched *Mettl3*-dependent increase with stress. Decreasing m^6^A levels with knockdown of *Mettl3* confers stress resistance. m^6^A is enriched in the fly brain and in the 5′UTR of polyA+ transcripts with neuronal and signaling function. Knockdown of reader protein *Ythdc1* showed similar stress resilience and an increase in key HS chaperone levels. Together, these data suggest a critical involvement of m^6^A in the modulation of protein and RNA levels in the brain in response to stress (Fig. 8).

**Fig. 8:**
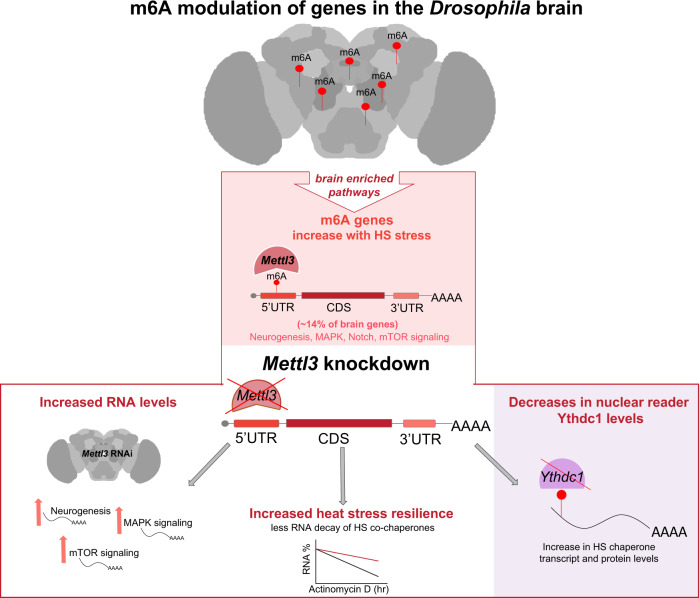
m^6^A modulation of genes in the *Drosophila* brain. Our data indicate a model whereby m^6^A is enriched in the brain and in the 5′UTR of select transcripts in the *Drosophila* brain. m^6^A modification on polyA+ RNA shows a dynamic increase in the brain with acute heat stress. Levels of m^6^A modified gene transcripts that increase with heat stress are enriched for neurogenesis and dynamic signaling pathways. *Mettl3* knockdown decreases the level of m^6^A in the 5′UTR of its target transcripts and biologically results in increased heat stress resilience of the animal, and a brain-specific increase in protein and RNA levels of m^6^A targets, with decreased RNA decay. *Mettl3* knockdown also leads to a decrease in transcript and protein levels of Ythdc1. *Ythdc1* knockdown is associated with an increase in key HS chaperone transcripts and protein levels, and stress resilience.

### The impact of m^6^A on the brain stress response

m^6^A likely contributes to the surprisingly distinct response of the brain to acute HS in *Drosophila*. While the brain and head both have a robust increase in *Hsp70* transcription following HS, in the brain, Hsp70 protein levels are only mildly upregulated compared to heads (see Supplementary Fig. 2c). *DnaJ-1* and *stv*, which promote *Hsp70* function^44,48^, also had a robust transcriptional response to HS in brains, heads, and whole fly tissue, but strikingly their protein levels were not well upregulated with HS in brain tissue. *Mettl3* knockdown increased stress-induced protein levels of Hsp70, DnaJ-1, and stv, suggesting that 5′UTR m^6^A dampens the levels of key stress chaperones associated with the acute HS response in the *Drosophila* brain. Furthermore, *Mettl3* and *Ythdc1* knockdown elevated the levels of these key HS chaperones, mimicking mild preconditioning stress; preconditioning is known to be crucial for an organism’s response to severe stress^52^. Conversely, upregulation of *Mettl3* or *Ythdc1* increased stress sensitivity.

In mammalian cells, m^6^A has been shown to be critical to the cap-independent translation of *Hsp70* with HS^26,27,53^. However, in mammalian cells *Mettl3* (along with microprocessor *Dgcr8*) has also been shown to co-transcriptionally mark *Hsp70*, leading to RNA degradation^50^. In our in vivo *Drosophila* brain data, stress-induced *Hsp70* transcripts were not m^6^A modified in the 5′UTR upon HS. By contrast, we observed basal m^6^A enrichment in the 5′UTR of *Hsp70* and *Hsp68* in control flies that was lost upon HS and with *Mettl3* knockdown (see Fig. 5b, c and Supplementary Fig. 7b). Brain RNA-seq analysis showed that both *Hsp70* and *Hsp68* RNA levels were elevated at baseline in the *Mettl3* RNAi brain, and *Mettl3* knockdown increased Hsp70 protein levels in the brain. Taken together, these data suggest that m^6^A normally dampens the transcript and protein levels of the Hsp70 class of chaperones (stress-induced Hsp70s and Hsp68) in the *Drosophila* brain. Consistent with a previous study in mammalian cells^50^, our data (Fig. 5e, f) indicate that m^6^A is involved in RNA decay of stress-inducible chaperones in the brain in vivo.

Phenotypically, *Mettl3* knockdown resulted in increased stress resilience. m^6^A genes are enriched for many critical signaling pathways, such as MAPK, Hippo, WNT, mTOR and Notch signaling, and our data indicate transcripts for these pathways increase with HS in the brain (Fig. 3e). These signaling pathways have not been previously implicated in the canonical HS response, although they are employed by neurons to deal with various types of stressful situations, such as proteostasis and aging^10,11^. By dot blot, mass spec and m^6^A-IP, our data indicate an increased level of m^6^A with HS. We underscore that our RNA-seq data are from dissected adult fly brain tissue vs heads or cultured cells. In the brain, m^6^A targets are upregulated upon both HS and *Mettl3* RNAi, and the increase with HS may account for the overall increase in m^6^A levels we observe upon HS. The increased transcript levels of m^6^A genes, and higher levels of critical chaperones Hsp70 and DnaJ-1, may contribute to the increased stress resilience of the animals upon *Mettl3* knockdown. We suggest that m^6^A modulation of genes normally leads to an attenuated acute stress response in the brain, given the dampened levels of these m^6^A-modified chaperone genes in the brain compared to other tissues. This may underlie, at least in part, the unique susceptibility of the brain to severe stresses like protein misfolding diseases and dementia with aging.

Due to their postmitotic state, neurons often utilize altered molecular mechanisms, and perhaps m^6^A is utilized in neuronal cells to tightly control neuronal signaling and chronic stress pathways, with the caveat of a dampened acute stress response. In our data, we find that m^6^A targets are more highly expressed in brain tissue compared to epithelial S2 cells (Supplementary Fig. 5h and Supplementary Data 4). This suggests that regulation of m^6^A is best examined in the tissue type of interest where the m^6^A targets are expressed. Landscape m^6^A methylome analysis in human and mouse tissues has recently shown that brain tissue methylomes are highly specific and correlate with the relative expression levels of m^6^A complex reader and writers^54^.

### The molecular role of m^6^A on transcript and protein levels

Some studies have shown m^6^A associated with stress translation initiation^26,35^, although additional studies point towards m^6^A association with translation inhibition^24,36^. m^6^A-modified transcripts are regulated through m^6^A binding proteins, and can be directed to specific compartments of the cell for stability and translation. RNA reader proteins may sequester RNAs during stress, such as YTHDF shunting of m^6^A-marked transcripts into P-bodies and stress granules^32,33^. This may prevent the translation of m^6^A transcripts and promote their degradation. Furthermore, recent studies have uncovered additional m^6^A binding factors, such as Fmr1, which suppresses the translation of its targets^34,40^. In *Drosophila*, most m^6^A sites reside in the 5′UTR (this study and ^39^), which might suggest a role in translation regulation^26,35^. Additional studies suggest that m^6^A is preferentially deposited on fly transcripts with lower translational efficiency^39^. In the *Drosophila* brain, our data suggest that decreased *Mettl3* promotes increased protein translation and increased RNA levels of targets. Knockdown of m^6^A reader proteins *Ythdc1* and *Ythdf* both led to increased nascent protein synthesis in the brain. Thus, these two reader proteins appear to lead to repressed translation. Although *Mettl3* has functions other than serving in the methyltransferase complex, including chromatin regulation^55^ and modifies RNAs beyond mRNAs (enhancer RNAs, circRNAs, and lncRNAs)^56,57^, we found that HS resilience and protein translation in the brain are dependent on both *Mettl3* and *Mettl14* (see Fig. 2d, Supplementary Fig. 3, Supplementary Fig. 9).

Previous studies in mammalian cells have shown that YTHDF2 is the m^6^A reader protein that increases upon heat stress^27^. Our in vivo brain RNA-sequencing revealed that nuclear m^6^A reader *Ythdc1* levels are increased upon heat stress in the fly brain and that knockdown of *Mettl3* strikingly decreases levels of *Ythdc1*. Functional analyses revealed that knockdown of *Ythdc1* was beneficial to the brain stress response in vivo, with the animals being more resilient to heat stress. The increase in *Ythdc1* levels upon HS in wild-type brains may serve as insight into mechanisms the brain has in place that abrogate the acute stress response. Our data indicate that knockdown of *Ythdc1* up-regulates m^6^A target chaperones such as *Hsp68* and *DnaJ-1*, as well as signaling pathway genes, which may be critical to the HS recovery response. Given the enrichment of m^6^A-modified genes in signaling pathways, the role of m^6^A in the brain may be to allow greater control of gene players in chronic stress signaling, but with a compromise in response to acute stress.

Our work expands the understanding of the role of m^6^A in the brain and in the acute stress response. We suggest that m^6^A genes—enriched in critical neuronal and signaling pathways—may require exquisite dynamic control: m^6^A modification may be one mechanism that the brain uses uniquely to exert that control. m^6^A deposition thus modulates neuronal signaling and brain-enriched stress response pathways by fine-tuning RNA translation and decay in the brain. We speculate that m^6^A modification of these genes benefits the overall long-term maintenance of brain function by adding a greater level of dynamic regulation of those genes. However, this appears to come at the cost of decreased resilience of the brain to acute stress, and perhaps also contributes to the selective vulnerability of the brain to neurodegenerative disease.

## Methods

### *Drosophila* work and lines

A full list of *Drosophila* stocks used in this study are described in Supplementary Data 7. RNAi lines were generated by the Harvard Transgenic RNAi Project (TRiP)^58^, and stocks were obtained from the Bloomington *Drosophila* stock center, Indiana, USA. Crosses were performed at 25° and grown on standard cornmeal molasses agar. Driver lines used: DaGAL4, DaGS(GeneSwitch)-GAL4, elav(Geneswitch)-GAL4 as indicated per experiment. For conditional expression using the Gal4-GS(GeneSwitch) system, flies were collected 1–2 days after eclosion and placed on food vials pre-coated with 100 ul of 4 mg/mL RU486 per vial for 6 days before stress experiments. Food is changed every second day. (Mifepristone, Sigma-Aldrich). For all experiments, male flies were used for consistency in the experiments and to avoid issues in RU486 food due to egg laying of females.

### Brain dissections

Brain dissections were conducted as previously described in^59^. Briefly, flies were anesthetized using CO_2_ and decapitated using forceps. The head was placed posterior side down and the proboscis was then removed using Dumont #5SF forceps (Fine Science Tools, 11254-20). The brain was then gently popped out through the proboscis cavity, cleaned in PBS, and transferred to an RNAse-free microfuge tube and PBS was aspirated. Brains were then ground in Laemmli Buffer (5 μL per brain, at least 10–20 brains for each sample) for Western immunoblotting or Trizol for RNA analysis.

### Western immunoblot analysis

Brain or head samples were homogenized in sample buffer of 1x Laemmli sample Buffer (Bio-rad, 1610737), 50 ul b-mercaptoethanol (Sigma, m6250), 1x protease inhibitor (Roche, 11836170001), and 1 mM PMSF (Sigma, P7626). About 5 ul of sample buffer is added per brain, 7.5 ul added per head, and 40 ul added per whole fly. Samples are boiled at 98 °C for 3 min and then centrifuged at 1500 rpm for 3 min at room temperature. Sample was loaded onto 15 wells of 1.0 mm 4–12% Bis-Tris NuPAGE gels (Thermo Fisher, WG1401) with a pre-stained protein ladder (Thermo Scientific, 22619). 1 brain, 1 head, or 8% of whole fly tissue is loaded on each lane per experiment. Gel electrophoresis was performed using Xcell Surelock Mini-Cell Electrophoresis System at 140 V and transferred overnight onto a nitrocellulose membrane 0.45 μM (Bio-rad, 1620115), using a Bio-rad mini transblot cell at 90 A for 16 h. Membranes were stained in Ponceau S (Sigma, P7170-1L), washed in DI water, and imaged with Amersham Imager 600. Ponceu S was washed off in 3 × 5 min in Tris-buffered saline with 0.1% Tween20 (TBST). The membrane was blocked in 5% non-fat dry milk (LabScientific, M08410) in TBST for 1 h, and incubated with primary antibodies with blocking buffer overnight at 4 °C. Following 3 × 5 min washed in TBST, membranes were incubated with HRP-conjugated secondary antibodies at 1:5000 for 1 h at room temperature in blocking solution. Membranes were washed 3 × 5 min in TBST and the signal was developed using ECL prime (Cytivia, RPN2232) and detected using an Amersham Imager 600. Primary antibodies used: anti-tubulin (1:5000, DHSB, AA4.3, 5/31/18–44 ug/ml), anti-Hsp70 (1:5000, Sigma, 7FB-SAB5200204-100uG,141002), anti-Mettl3 (1:5000, Proteintech, 15073-1-AP, Ag7110), anti-HSP40 (1:5000, Enzo Life Sciences, ADI-SPA-400-D,04062141), anti-stv (1:5000, Proteintech, 13913-1-AP, Ag4905, validation included in Source Data File), anti-fl(2)d (1:10, DSHB-9G2, 10/18/18–42 ug/ml), anti-futsch (1:600, DSHB-22C10, 10/10/19–53 ug/ml), anti-drpr (1:400, DSHB-5D14, 6/22/17−36 ug/ul), anti-puromycin (1:1,000, Kerafast, EQ0001, 200517), anti-hsf (1:20:000, anti-rabbit, gift from John Lis^60,61^). Rabbit anti-Ythdc1 (1:5000), affinity purified rabbit antibody created by Vivitide against 18 residues of Ythdc1 (157-173 “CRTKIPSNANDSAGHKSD”). Secondary Antibodies used: Goat anti-mouse (1:5000, Jackson lmmunoResearch, 115-035-146,153978), Goat anti-Rabbit (1:5000, Jackson lmmunoResearch, 111-035-144, 138306), Goat anti-rat (1:5000, Thermo Fisher Scientific, A10549, 2273679).

### RNA extraction

Tissue was homogenized in 200 ul of Trizol (Thermo Fischer Scientific, 15596026) in RNase-free 1.5 ml microfuge tubes (Thermo Fischer Scientific, AM12400). About 800 ul of Trizol (Thermo Fischer Scientific, 15596026) was added to the tube and 200 ul of chloroform (Fisher Scientific, AC423555000) and was vigorously shaken for 20 s at room temperature. Samples were left for 5 min at RT to form the upper aqueous phase and centrifuged at 4 °C for 15 min at 12,000 × *g*. The upper aqueous phase was transferred to a fresh RNase-free tube. For head tissue samples, RNA was precipitated in 1 vol of isopropanol (Fisher Scientific, ICN19400690) and 1/10th vol 3 M sodium acetate (Thermo Fischer Scientific, AM9740) and left at −80 overnight. Samples were centrifuged for 30 min at 21,000 × *g* at 4 °C, the RNA pellet was washed in 70% ethanol, centrifuged for 10 min at 21,000 × *g* at 4 °C, air-dried, and resuspended in 50 ul of RNAse-free DEPC treated water (Ambion, AM9906). Genomic DNA in was digested with turbo DNase (Thermo Fischer Scientific, AM2238) using the vigorous protocol. Brain RNA samples were processed using the Zymo RNA clean & concentrator −5 kit (Zymo, R1013), using their RNA clean-up from the aqueous phase after Trizol /chloroform extraction protocol plus on-column DNaseI treatment. RNA amount was measured using a nanodrop, and integrity was validated by an Agilent 2100 Bioanalyzer using an RNA nano chip.

### Real-time PCR

About 400 ng RNA was used per cDNA reaction using the High Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Thermo Fisher Scientific, 4368814). cDNA was then used for qPCR reactions set up with SYBR Green Fast Reagents, using 384-well plates on the Applied Biosystems ViiA7 machine. Primers used are in Supplementary Data 7. Mean fold-change was determined using the ∆∆Ct method. Each experiment used technical triplicates as well as three biological replicates; Graphpad prism 8/9 software was used for statistics.

### Stress sensitivity assay

Fly crosses were carried out at 25 °C. Adult flies were collected and aged to 6 days post eclosion or after 6 days on RU food. Flies were anesthetized and transferred to clear plastic 13 ml vials, and cotton was placed at the 4 ml mark on the vials to concentrate the flies near the bottom. Each vial contained 20 flies. Flies were allowed to recover for 30 min and then transferred to a water bath for mild non-lethal heat stress (30 min at 38.5 °C) or a longer heat shock (1–1.5 h at 38.5 °C) for a severe stressor to measure stress sensitivity survival. The flies were then transferred to normal food and allowed to recover overnight at 25 °C. After recovery, the percent of flies alive versus dead was recorded per vial.

### LC-MS/MS analysis of m^6^A Levels

PolyA+ RNA was extracted from brains and heads using the NEBNext Poly(A) mRNA Magnetic Isolation Module (NEB, E7490L). LC-MS/MS was conducted as previously described in ref. 62. All quantifications were performed by using the standard curve obtained from pure nucleoside standards running with the same group of samples. Then, the percentage ratio of m^6^A to A was used to compare the different modification levels.

### Dot blot assay

Total RNA was collected from heads or whole flies using standard trizol chloroform extraction. *n* = 200 head per condition or *n* = 10 whole flies per condition. PolyA+ RNA was obtained using Dynabeads mRNA Direct Purification Kit (Ambion, 61011). Dots (total RNA or polyA+ RNA) were applied to an Amersham Hybond-N^+^ membrane (GE Healthcare, RPN119B) in duplicate as 100 ng RNA per 1 ul dot. Dots were done on a Dry Membrane in a clean petri dish. The membrane was completely dried before RNA was crosslinked to the membrane using a UV Stratalinker 2400 by running the auto-crosslink program twice. The membrane was then washed in PBST three times 5 min each, blocked with 5% non-fat milk in PBST for 2 h. The membrane was incubated with primary anti-m^6^A antibody (1:1,000, Synaptic Systems, 202003, 2–97) overnight at 4°, then washed in PBST 3 × 5 min, incubated in HRP-conjugated anti-rabbit IgG secondary antibody (1:5000) for 2 h at room temperature, washed in PBST 3 × 5 min, and visualized using ECL prime. The membrane is washed in PBST and then incubated in methylene blue for 15 min, rinsed in PBST and imaged.

### M^6^A-IP sequencing

Total RNA was extracted from 200 *Drosophila* heads per replicate using Trizol/ chloroform extraction. PolyA+ mRNA was obtained using NEBNext Poly(A) mRNA Magnetic Isolation Module. PolyA+ RNA was fragmented using the NEB Next Magnesium Fragmentation Module (NEB, E6150S) for 4 min at 95 °C for a 250 ng sample of polyA+ RNA, and RNA was repurified using the Zymo RNA clean & concentrator −5 kit (Zymo, R1013). 10% of the fragmented polyA+ RNA was saved as input control for sequencing. m^6^A-immunoprecipitation was done using the EpiMark N6-Methyladenosine Enrichment kit protocol with some minor alterations described. About 30 ul of protein G-magnetic beads (NEB, #S1430) were washed and resuspended in IP buffer (150 mM NaCl, 10 mM Tris-HCL, 0.1% NP-40). About 1.4 ul of NEB m^6^A antibody (1:178, NEB, E1610S), or 4 ul of synaptic systems antibody (1:62, Synaptic systems,202003, 2–97) was conjugated to protein G-magnetic beads (NEB, E1611A, 10015190) for 2 h at 4 °C. Beads/antibody were washed twice in IP buffer. Approximately 1 μg PolyA+ RNA was incubated with beads/antibody in IP buffer supplemented with 0.1% SUPERase-In RNase Inhibitor (Thermo Fisher; AM2696) for 2 h at 4 °C. After incubation, RNA/beads/antibody are washed twice in IP buffer, twice in low salt IP buffer (50 mM NaCl, 10 mM Tris-HCL, 0.1% NP-40), and twice in high salt IP buffer (500 mM NaCl, 10 mM Tris-HCL, 0.1% NP-40). RNA is eluted from beads with 25 μl of RLT buffer twice, and elution was pooled and concentrated using Zymo RNA clean and concentrator kit-5 (R1015). Libraries were made using SMARTer Stranded Total RNA-Seq Kit V2 without rRNA depletion (Takara bio, 634411) for IPed and input RNA, and sequenced using Illumina HiSeq × series with 40 M paired-end reads (2 × 150bp). Library preparation and sequencing was done by Admera Health. Three biological replicates per genotype and condition were done with NEB m^6^A antibody, and two biological replicates were done with Synaptic Systems m^6^A antibody.

### M^6^A enrichment analysis

Regions of m^6^A enrichment were found for each condition using MetPeak (v.1.1)^63^ with default parameters, using the input and m^6^A pulldown bam files as input, and with the FlyBase FB2019_05 annotation provided. Peak locations (5′ UTR, CDS, or 3′ UTR) were defined from the regions indicated by MetPeak as having significant m^6^A enrichment. If a peak was not contained in one region (i.e., if the peak is partly in the CDS and partly in the 3′ UTR), it was assigned to the region where more of the peak resided.

### Differential m^6^A peak analysis

Regions of differential methylation between two conditions (frequently called “*Mettl3*-dependent genes” or “m^6^A genes”) were found using RADAR (v.0.2.4)^47^ with input and m^6^A pulldown bam files as input, as well as the FlyBase FB2019_05 annotation. All replicates of SYS antibody are used for differential peak calling. The minimum cutoff for bin filtering was 15, the cutoff was set as 0.05, and the Beta_cutoff was set as 0.5. Any region with an adjusted *p* value <0.05 was retained, and regions with a fold-change <−1 from the control (mCherry) to the knockout (*Mettl3*) at basal or heat shock (30 min) conditions were kept as dependent peaks. Non-*Mettl3*-dependent m^6^A were considered as all other genes expressed in the brain that did not have *Mettl3*-dependent m^6^A.

### M^6^A metaplots, heatmaps, and genome browser visualization

Heatmaps and metagene plots showing the location of m^6^A enrichment on a specific set of genes were constructed with using pheatmaps (v.1.0.12) and meRIPtools (v.0.2.1). Specifically, the exons of all transcripts in each gene were collapsed using the GenomicRanges (v.1.44.0) function reduce^64^. Genes with a 5′ UTR or 3′ UTR shorter than 30 base pairs, a CDS shorter than 100 bp or lacking a 5′/3′ UTR (i.e., lncRNAs) were not considered in this analysis. For each gene, the 5′ UTR and 3′ UTR were tiled in 30 evenly spaced bins, and the CDS was tiled in 100 evenly spaced bins. The number of input and m^6^A reads overlapping each bin was calculated and this number was divided by the bin width and library size and a normalization factor of one million to produce a normalized read per million in each bin. The heatmaps show the enrichment of m^6^A above input in each bin by dividing the m^6^A coverage by the input coverage after adding replicates from the same condition and sample type together. For heat map normalization, reads per million are normalized by the size of the bin, total reads, and library size. For genome browser snapshots, tracks visualized are log2(m^6^A /input) or separated input and m^6^A-IP tracks in supplementary figures. Tracks were made by first converting bam files to bigWig files using deepTools (v.3.5.1)^65^ bamCoverage using CPM normalization, then deepTools bigwigCompare with operation log2.

### GO and pathway analysis

GO analysis for genes with non-*Mettl3*-dependent m^6^A or *Mettl3*-dependent m^6^A was conducted using FlyMine (v.53)^66^. The test correction was set to Holm–Bonferroni with a max *p* value of 0.05. KEGG pathway analysis was done using the “enrichKEGG” function from ClusterProfiler (v.4.0.5) package in R^67^. A list of all genes with detectable expression was used as background for both GO and pathway analysis.

### Motif analysis

Motif enrichment for m^6^A obtained with pulldowns using either NEB or SYS antibodies was performed using HOMER (v.4.11)^68^ findMotifs.pl with the parameters -rna -len 5,6,7. FASTA files containing the sequence of the RNA base pairs under each peak were compared with FASTA comprising of background sequences, which were generated by taking random regions of expressed transcripts without an m^6^A peak that were length-matched to the peak sequences.

### RNA-sequencing

Total RNA was extracted from brains using trizol/chloroform and Zymo RNA clean and concentrator kit-5 (R1015). The RNA-seq libraries from brains were prepared using the Tru-seq stranded mRNA library prep. Library preparation and sequencing was done by Admera Health, and sequenced using Illumina NovaSeq S4 with 40 M paired-end reads (2 × 150 bp). Three biological replicates were done for each experimental timepoint, condition, and genotype. Technical repeats and at least *n* = 3–6 biological replicates of at least 15 brains per replicate were done as indicated in Supplementary Data 8.

### RNA-seq analysis

Raw paired-end fastqs were processed with TrimGalore (v.0.6.6) (https://github.com/FelixKrueger/TrimGalore) with default settings to remove Illumina adapters and mapped using STAR 2.7.3a^69^ to the *Drosophila melanogaster* genome annotation dm6. Unmapped and improperly paired reads were filtered out of aligned bam files. Reads per gene in the FlyBase release 2019_05 were computed using an R script using GenomicRanges (v.1.44.0)^70^ summarizeOverlaps that counts the number of reads overlapping with the exons of each gene in the default “union” mode. Differential expression analysis was performed using DESeq2 (v.1.32.0)^71^, with count files produced by summarizeOverlaps as input. PCA plots were made using the plotPCA function in DESeq2, with variance stabilized counts as the input. MA plots were constructed from the adjusted *p* values and baseMean values output from DESeq2, and volcano plots were constructed from adjusted *p* values and fold changes reported by DESeq2. Normalized counts produced by DESeq2 were used to show expression levels. Differentially expressed genes were considered to be any gene with *p*-adjusted values of <0.05.

### Actinomycin D assay

Brains from *w*^*1118*^ (BL5905), mCherry RNAi, and *Mettl3* RNAi adults were dissected and incubated in 250 ul of Schneider’s *Drosophila* Medium that was pre-warmed to 25 °C in RNase-free 1.5 ml microfuge tubes. Fifteen to 20 brains were dissected for each timepoint. About 169.5 ug/ml of actinomycin D (Sigma-Aldrich, A1410) was added to each sample. Samples were incubated at 25 °C, shaking at 300 rpm for indicated timepoint, and mixed by pipetting every 30 min. After the incubation time, samples were collected, spun at room temp, washed in cold RNAse-free PBS, and processed in Trizol. Brain total RNA was collected using trizol/chloroform and Zymo RNA clean and concentrator kit-5 (R1015). RNA was then used for RT-qPCR. About 400 ng of RNA is used per cDNA reaction. cDNA is also quantified by Qubit ssDNA Assay (Invitrogen, Q10212) before use in RT-qPCR experiments.

### Puromycin assay

Food was made by mixing 600 µM puromycin (Sigma-Aldrich, P8833-100MG) with 2% agar + 5% sucrose. Adult flies were placed onto puromycin food for 24 h. Brains were dissected from flies after 24 h of feeding and samples were processed for western blot analysis. Protein loading was determined by the Ponceau S stain of the membrane.

### Quantification and statistical analysis

Statistical tests used were performed on GraphPad Prism (v.9) and are indicated in the figure legend. *P* values of <0.05 were considered significant. Unpaired two-tailed *t*-tests were used when comparing two groups; One-way ANOVA was used when comparing multiple groups, followed by Tukey’s post-test when each group was compared against every other group, Sidak’s post-test when pre-defined groups were compared to each other, or Dunnett’s test when compared to a defined control sample. Two-way ANOVA was used when there were two factors in the analysis (usually RNA amount and HS condition). Fisher’s exact test was used when comparing m^6^A vs non-m^6^A genes (Fig. 4). One-sided Hypergeometric test was used to compare Venn diagram overlaps.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Reporting Summary

## Data Availability

The Raw sequencing data generated in this study have been deposited in the Gene Expression Omnibus under accession code GSE178955. Full motif analysis are available in Supplementary Data 1. The m^6^A peak RADAR data used in this study are available in Supplementary Data 2. Go term and Kegg pathway analysis are available in Supplementary Data 3. The differential gene expression tables from RNA-seq analysis generated in this study are provided in Supplementary Data 4 and 5. HS gene lists are provided in Supplementary Data 6. Fly genotypes and primers used are provided in Supplementary Data 7. Mapping rates for all sequencing experiments are provided in Supplementary Data 8. Any additional inquiries can be directed to the corresponding author. Source data are provided with this paper.

## Source data

Source Data File

# Supplementary material for: Mettl3-dependent m6A modification attenuates the brain stress response in Drosophila
**Source:** Nat Commun. 2022 Sep 14;13:5387. doi: 10.1038/s41467-022-33085-3
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Materials for

### ***Mettl3*-dependent m<sup>6</sup>A modification attenuates the brain stress response in *Drosophila***

Alexandra E. Perlegos<sup>1</sup>, Emily J. Shields<sup>2,3,4</sup>, Hui Shen<sup>5</sup>, Kathy Fange Liu<sup>5,6</sup>, Nancy M. Bonini<sup>1,2\*</sup>

#### **This PDF includes:**

Supplementary figures 1-9

#### **Other supporting materials include the following:**

Supplementary Data 1: Full De-novo Motif files

Supplementary Data 2: m<sup>6</sup>A Gene Lists.RADAR.

Supplementary Data 3: GO term and Kegg Pathway lists

Supplementary Data 4: S2 cell vs brain, head vs brain RNA-seq

Supplementary Data 5: Brain RNA-seq Differential expression lists

Supplementary Data 6: FlyBase HS gene list

Supplementary Data 7: *Drosophila* Lines and Primers used

Supplementary Data 8: Mapping rates for all sequencing experiments

Source Data file

## Supplementary Figure 1 Validation of m<sup>6</sup>A knockdown

**a** Dot blot of m<sup>6</sup>A on polyA<sup>+</sup> RNA levels of basal and 30 min HS from heads of the *eya* allele *pinhead* (which is eyeless). These flies have reduced eye and head tissue. n = 1 biological replicate, 200 heads per replicate per condition.

**b** RNA levels of m<sup>6</sup>A pathway components (*Mettl3*, *Mettl14*, *Ythdf*) were assessed by qPCR to determine RNAi efficacy. DaGal4> mCherry RNAi; DaGal4>*Mettl3* RNAi; DaGal4>*Mettl14* RNAi, DaGal4>*Ythc1* RNAi, DaGS> *Ythdf* RNAi. n=3 biological replicates, 15 heads per replicate. Data are presented as mean ± SD, \*\*\*p<0.001, \*\*\*\*p<0.0001, Student's two-tailed t-test. p<0.0001, p= 0.0004, p= 0.0004, p= 0.0004.

**c** RNA levels assessed by RT-qPCR to determine upregulation efficacy in brains of flies expressing UAS-*Mettl3*, UAS-*Ythdf*, UAS-*Ythdc1* in neurons. ElavGS> UAS-mCherry; ElavGS>UAS-*Mettl3*, ElavGS> UAS-*Ythdc*, ElavGS> UAS-*Ythdf*. n=3 biological replicates, 15 brains per replicate. Data are presented as mean ± SD, \*\*\*p<0.001, Student's two-tailed t-test. p= 0.0006, p= 0.0002, p= 0.0003.

**d** *Mettl3* protein levels from DaGal4> mCherry RNAi or DaGal4> *Mettl3* RNAi brains dissected in basal or HS 30 min at 38.5 °C. n= 3 biological replicates, 15 brains per replicate. Quantification of biological replicate immunoblots showing decreased expression of *Mettl3* protein in *Mettl3* RNAi fly brain in basal and HS conditions. Data are presented as mean ± SD, \*\*p<0.01, \*\*\*p<0.001, Student's two-tailed t-test. p= 0.0004, p= 0.0047.

**e** Dot blot of total RNA m<sup>6</sup>A levels in fly heads (BL5905) extracted in basal, HS, or HS with recovery of 24 h. Quantification of 2 biological replicate blots of total RNA. m<sup>6</sup>A levels that have been normalized to basal (intensity = 1) and methylene blue. n = 100 heads per condition per replicate. Data are presented as mean ± SD, \*p-value<0.05, \*\*p-value<0.01, two-way ANOVA. p=0.0476, p=0.018, p=0.0267, p=0.0245, ns = not significant.

**f** Dot blot analysis of total RNA m<sup>6</sup>A levels in basal or HS conditions in DaGal4> mCherry RNAi or DaGal4> *Mettl3* RNAi. n = 2 biological replicate blots, 100 heads per condition. Data are presented as mean ± SD, \*p-value<0.05, \*\*p-value<0.01, \*\*\*p-value<0.001, \*\*\*\*p-value<0.001, two-way ANOVA. For 200ng, p=0.032, p=0.0036, p<0.0001, p=0.012, p=0.0088, for 100ng p=0.0023, p=0.0001, p=0.0013, ns= not significant.

Source data and statistical analysis are provided as a Source Data file.

## Supplementary Figure 2 The brain has a distinct stress response

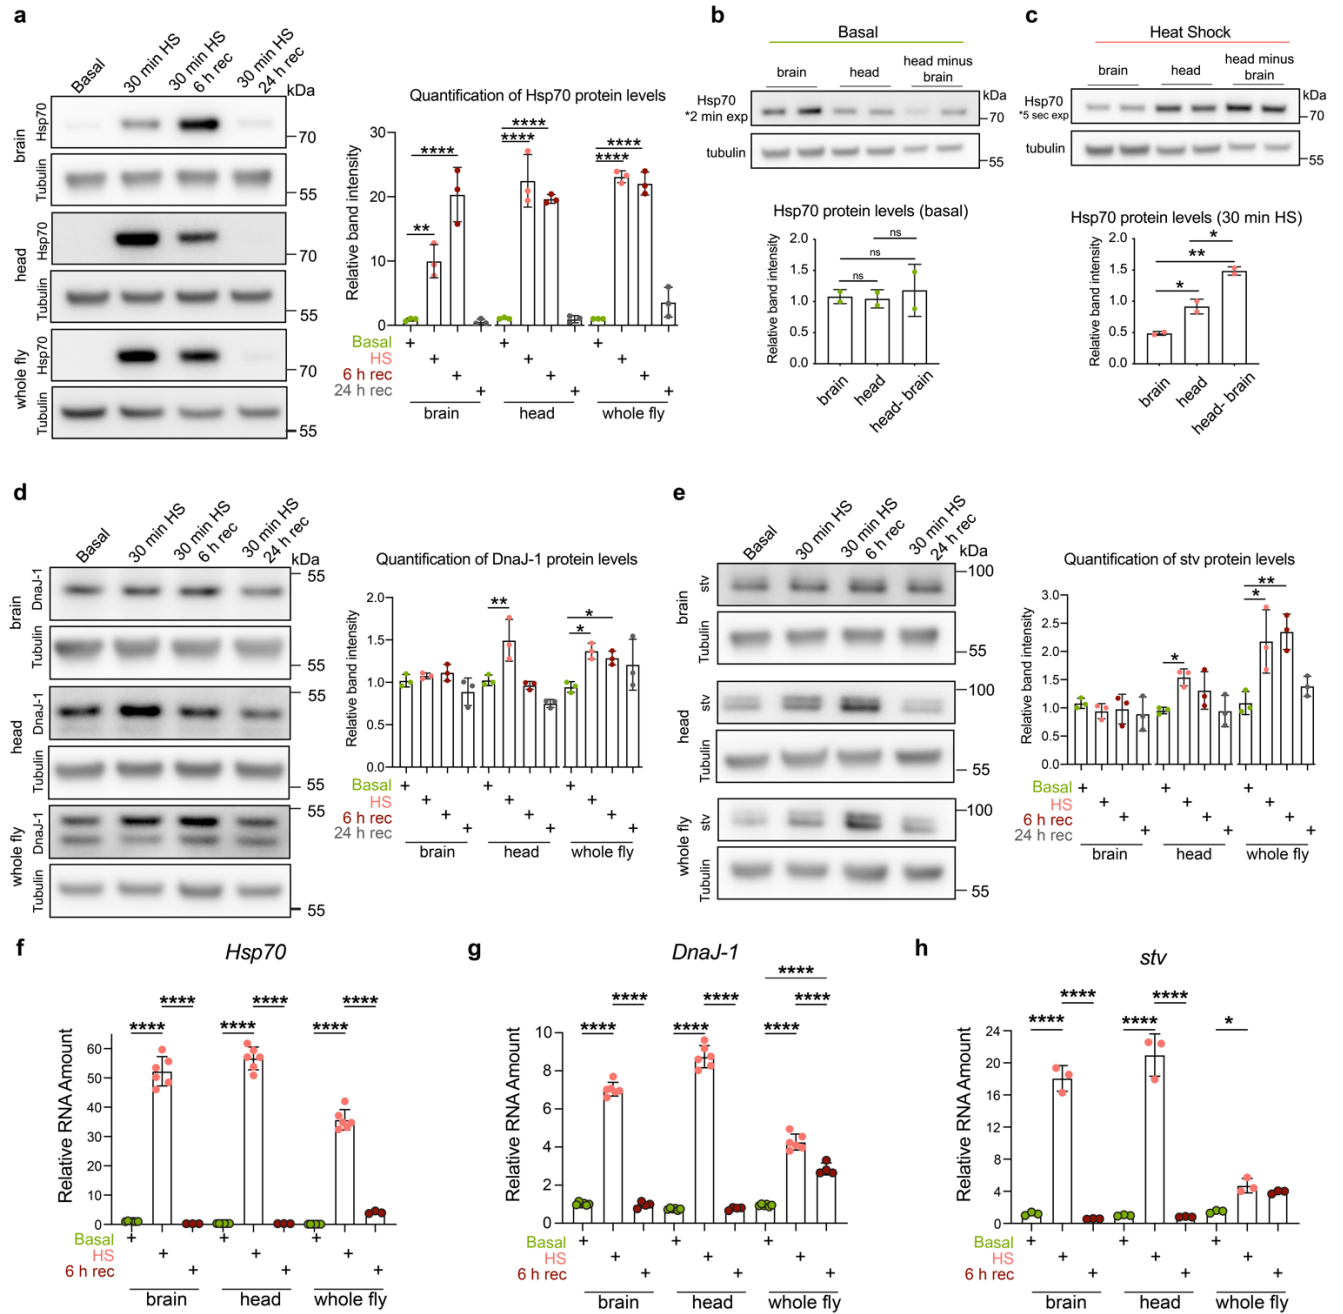

## Supplementary Figure 2 The brain has a distinct stress response

**a** Time course analysis of Hsp70 protein levels in basal, HS 38.5 °C (HS) for 30 min, HS 30 min with 6 h recovery, HS 30 min with 24 h recovery from control fly (BL5905) brains, heads, and whole fly tissue. Tubulin used as the loading control. n=3 biological replicates per tissue type, 15 brains or heads per replicate, 6 whole flies per replicate. Data are presented as mean  $\pm$  SD, \*\*p<0.01; \*\*\*\*p<0.0001; one-way ANOVA with Dunnett's test across tissue type, compared to basal. For brain p=0.0053, p<0.0001, for head p<0.0001, p<0.0001, for whole fly p<0.0001, p<0.0001.

**b** Hsp70 protein levels in dissected brain, head, or head tissue with brain removed (outer cuticle) in basal conditions. No significant changes in Hsp70 protein per tissue type. n= 2 biological replicates, 15 flies per replicate. Data are presented as mean  $\pm$  SD, one-way ANOVA with Tukey's test.

**c** Hsp70 protein levels in dissected brain, head, or head tissue with brain removed (outer cuticle) after HS 30 min. Significant increase in Hsp70 levels in heads and heads minus brains compared to brain tissue. n= 2 biological replicates, 15 flies per replicate. Data are presented as mean  $\pm$  SD, \*p<0.05; \*\*p<0.01; one-way ANOVA with Tukey's test.

**d-e** Time course analysis of DnaJ-1 (HSP-40) and stv (BAG3) protein levels in basal, HS 30 min at 38.5 °C, HS 30 min and 6 h rec, HS 30 min and 24 h rec from brains, heads, and whole fly tissue. n=3 biological replicates per tissue type, 15 brains or heads per replicate, 6 whole flies per replicate. Data are presented as mean  $\pm$  SD \*p<0.05; \*\*p<0.01; one-way ANOVA with Dunnett's test across tissue type. For DnaJ-1, for brain ns= not significant, for head p= 0.0059, for whole fly p= 0.0207. For stv, for brain ns= not significant, for head p= 0.0353, for whole fly p= 0.0126, p=0.0056.

**f-h** RT-qPCR analysis of *Hsp70*, *DnaJ-1*, and *stv* RNA levels from brains, heads, and whole fly tissue at basal, HS 30 min, HS 30 min + 6 h rec. RNA levels relative to basal no stress, normalized to b-tubulin. For *Hsp70* and *DnaJ-1* n=6 biological replicates per tissue type for control and HS conditions and n=4 biological replicates for 6 h rec, for *stv* n=3 biological replicates for all conditions. 15 brains or heads per replicate, 6 whole flies per replicate. Data are presented as mean  $\pm$  SD, \*p<0.05, \*\*\*\*p<0.0001; one-way ANOVA with Tukey's test across tissue type. For *Hsp70*, p<0.0001, for *DnaJ-1* p<0.0001, for *stv* p<0.0001, p= 0.0344.

Source data and statistical analysis are provided as a Source Data file.

### Supplementary Figure 3 *Mettl3* knockdown increases heat stress resilience

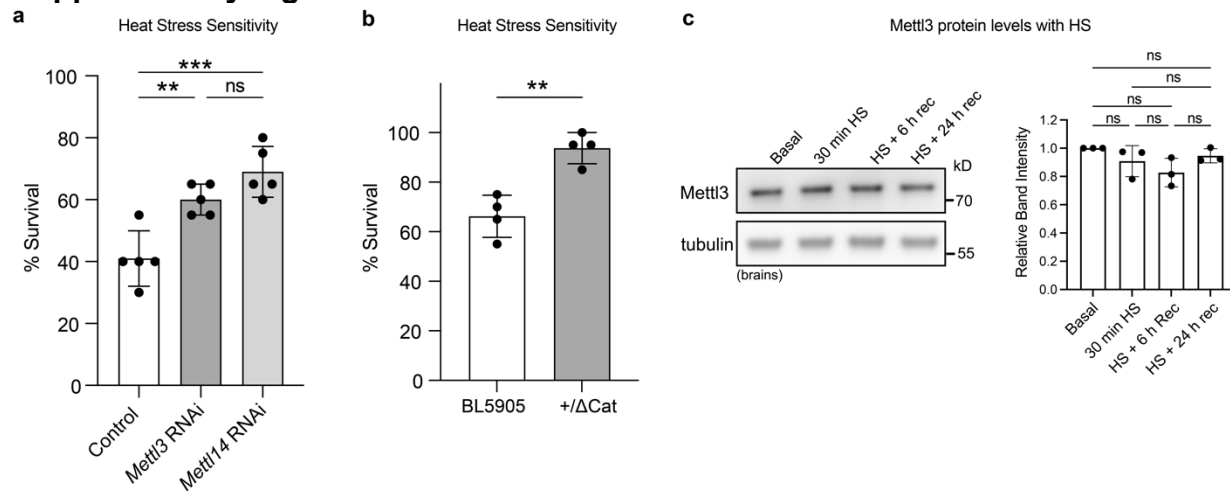

### Supplementary Figure 3 *Mettl3* knockdown increases heat stress resilience

**a** Ubiquitous knockdown (DaGal4> *Mettl3* RNAi; DaGal4>*Mettl14* RNAi) and corresponding controls (mCherry RNAi) were HS for 1.5 hours at 38.5 °C and scored for survival after 24 hours recovery. n=5 biological replicates, each data point represents percent survival in vial of 20 flies per replicate. Data are presented as mean ± SD, \*\*p<0.05, \*\*\*p<0.001, one-way ANOVA. p= 0.0004, p=0.0066, ns= not significant.

**b** *Mettl3* ΔCatalytic domain mutant crossed to BL5905 (ΔCat/+) or BL5905 (+/+) were HS for 1.5 hour at 38.5 °C and scored for survival after 24 h recovery. n=4 biological replicates, each data point represents percent survival in vial of 20 flies per replicate. Data are presented as mean ± SD, \*\*p<0.05, student's t-test. p= 0.002.

**c** Mettl3 protein levels from control BL5905 brains dissected in basal, HS 30 min at 38.5 °C, HS + 6 h recovery, or HS + 24 h recovery. n= 3 biological replicates, 15 brains per replicate. Quantification of biological replicate immunoblots showed no significant change in Mettl3 protein levels with HS. Data are presented as mean ± SD, one-way ANOVA, ns=not significant.

Source data and statistical analysis are provided as a Source Data file.

# Supplementary Figure 4 m<sup>6</sup>A-IP seq using two antibodies (NEB and SYS).

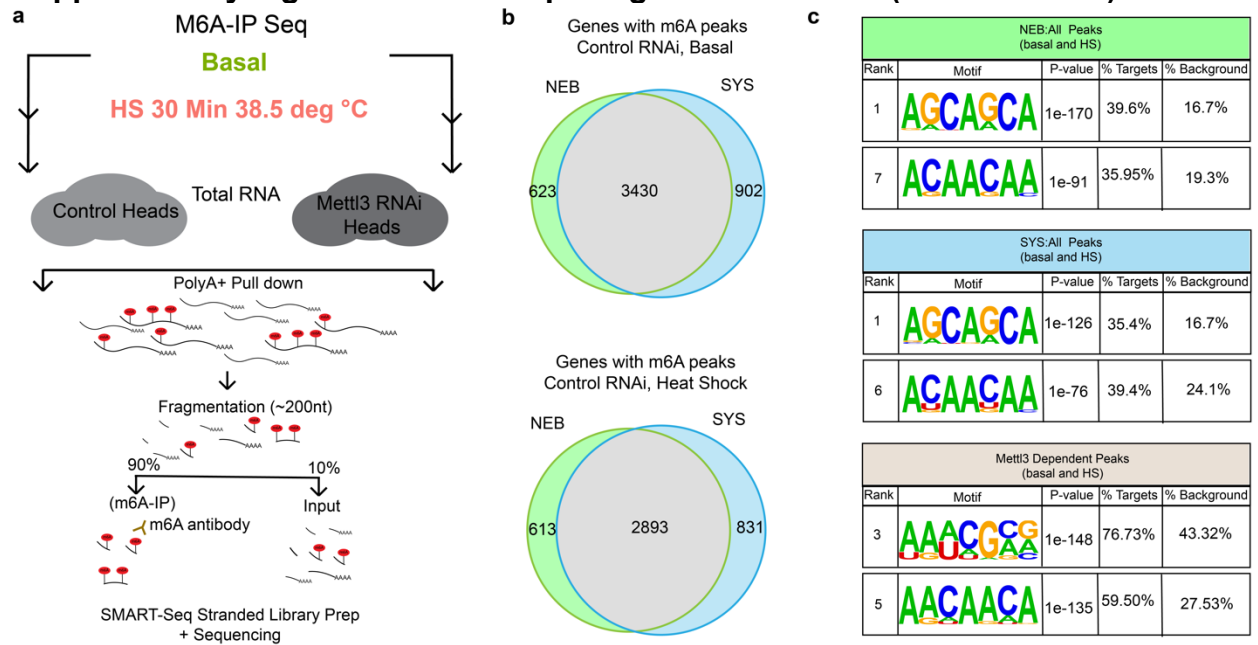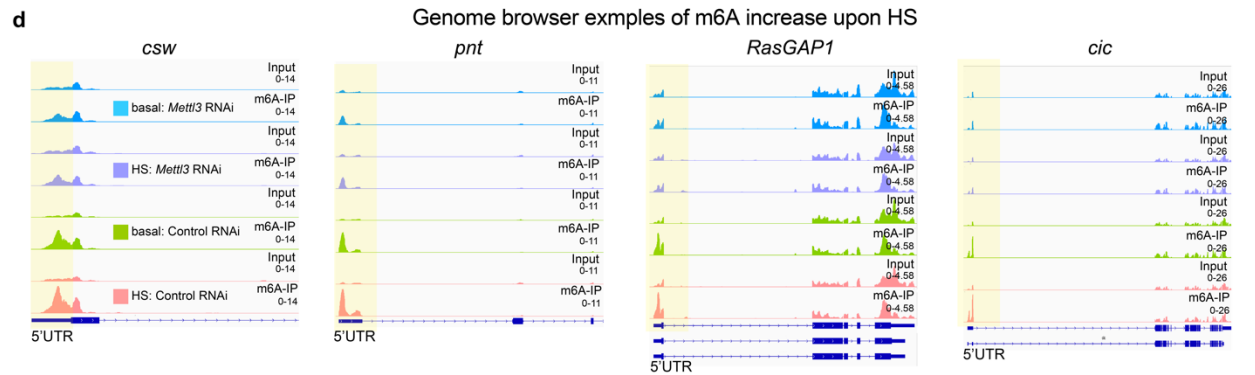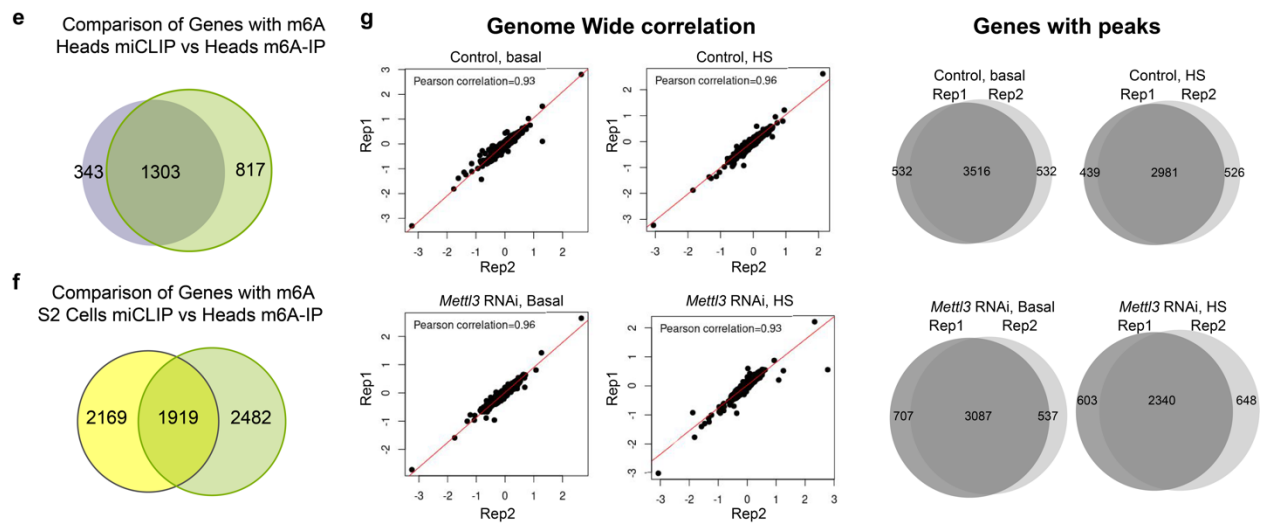

### Supplementary Figure 4 m<sup>6</sup>A-IP seq using two antibodies (NEB and SYS).

**a** Schematic diagram of the m<sup>6</sup>A-IP sequencing protocol and experimental design (Genotype: DaGal4> mCherry RNAi; DaGal4> *Mettl3* RNAi).

**b** Overlap of genes with m<sup>6</sup>A peaks from NEB and SYS m<sup>6</sup>A -IP in basal conditions and HS 30 min conditions.

**c** De novo motif discovery from both antibody IP experiments (NEB and SYS), and from *Mettl3*-dependent m<sup>6</sup>A genes. Full Motif analysis and p-values found in Supplementary Data 1.

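The m6A-IP enrichment of *csw*, *pnt*, *RasGAP1* and *cic* over the whole gene was compared between HS and basal control heads with the SYS antibody (n = 2 pools per state). The change with HS was 0.12 (standard error 0.06, adjusted p = 0.366 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) for *csw* (FBgn0000382, dm6 X 2094234 to 2115701) and 0.17 (standard error 0.08, adjusted p = 0.313 from the same test) for *pnt* (FBgn0003118, 3R 23290231 to 23346167). It was 0.21 (standard error 0.08, adjusted p = 0.24 from edgeR's quasi-likelihood test) for *RasGAP1* (FBgn0004390, 3L 9839093 to 9855285) and 0.11 (standard error 0.06, adjusted p = 0.413 from the same test) for *cic* (FBgn0262582, 3R 20252770 to 20303942). All 4 were upward and none passed the threshold. In basal pools log2(IP/input) was 0.72 and 0.68 for *csw*, 0.98 and 1.07 for *pnt*, 0.06 and -0.11 for *RasGAP1* and 0.61 and 0.52 for *cic*. After HS these values were 0.90 and 0.78, 1.17 and 1.27, 0.14 and 0.24 and 0.71 and 0.68. Over input, basal enrichment was 0.68 (standard error 0.04, adjusted p = 4.31e-72 from edgeR's quasi-likelihood test), 1.02 (standard error 0.06, adjusted p = 7.96e-65 from the same test), -0.04 (standard error 0.06, adjusted p = 0.517 from the same test) and 0.55 (standard error 0.04, adjusted p = 2.27e-41 from the same test), in the same order. *RasGAP1* was enriched with NEB (n = 3), at 0.53 (standard error 0.09, adjusted p = 1.03e-04 from edgeR's quasi-likelihood test).

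In *Mettl3* RNAi pools after HS the difference from control was -0.23 (standard error 0.08, adjusted p = 0.0807 from edgeR's quasi-likelihood test) for *csw*, -0.53 (standard error 0.11, adjusted p = 0.00234 from the same test) for *pnt*, -0.20 (standard error 0.10, adjusted p = 0.24 from the same test) for *RasGAP1* and -0.25 (standard error 0.08, adjusted p = 0.0506 from the same test) for *cic*. In basal the difference was -0.33 (standard error 0.10, adjusted p = 0.0403 from edgeR's quasi-likelihood test) for *pnt*, and the other 3 were at -0.10 for *csw*, -0.0124 for *RasGAP1* and -0.14 for *cic*. Sites of Supplementary Data 2 lie in the 5′UTRs, for *RasGAP1* at 3L 9854937 to 9855036, for *pnt* at 3R 23345571 to 23345620 and for *cic* at 3R 20253519 to 20253817. These 5′UTRs are 1586 bases of 8732 exon bases in *csw*, 1959 of 6119 in *pnt* and 1870 of 12579 in *cic*.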

**d** Example genome browser tracks of m<sup>6</sup>A genes that show increase m<sup>6</sup>A upon HS: *csw*, *pnt*, *RasGAP1*, *cic* in basal and HS 30 min from control and *Mettl3* RNAi brains. The yellow box highlights the *Mettl3*-dependent m<sup>6</sup>A peak in the 5'UTR.

**f** Overlap of m<sup>6</sup>A peaks from head tissue m<sup>6</sup>A-IP (SYS antibody, this study) with miCLIP-seq m<sup>6</sup>A peaks from head tissue (SYS)<sup>39</sup>.

**g** Overlap of m<sup>6</sup>A-IP determined m<sup>6</sup>A peaks from head tissue (SYS antibody, this study) with miCLIP-seq from S2 cells (SYS)<sup>40</sup>.

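Replicate pools of the SYS m6A-IP were compared gene by gene by their log2(IP/input). Across 10220 genes the Pearson correlation was 0.928 in control basal pools, and across 10049 genes 0.92 in control HS pools. In *Mettl3* RNAi pools it was 0.902 in basal and 0.887 after HS. The 12 pairs of NEB pools gave 0.8 to 0.967, with the lowest values in *Mettl3* RNAi HS pools. A total of 16 correlations were computed, each across genes, which are not independent replicates. These are values per gene, and the paper's plot compares read coverage along the genome.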

**h** Genome wide correlation of log(m<sup>6</sup>A/input) read coverage comparing rep 1 to rep 2 of m<sup>6</sup>A-IP seq experiments from SYS antibody. Pearson correlation shown for each comparison (left). Comparison of genes with m<sup>6</sup>A peaks called from each individual replicate m<sup>6</sup>A-IP seq in each condition (right). For MetPeak and RADAR peak calling both replicates are taken into account and call peaks/ differential peaks common to both reps.

Source data and statistical analysis are provided as a Source Data file.

## Supplementary Figure 5 Analysis of m<sup>6</sup>A genes

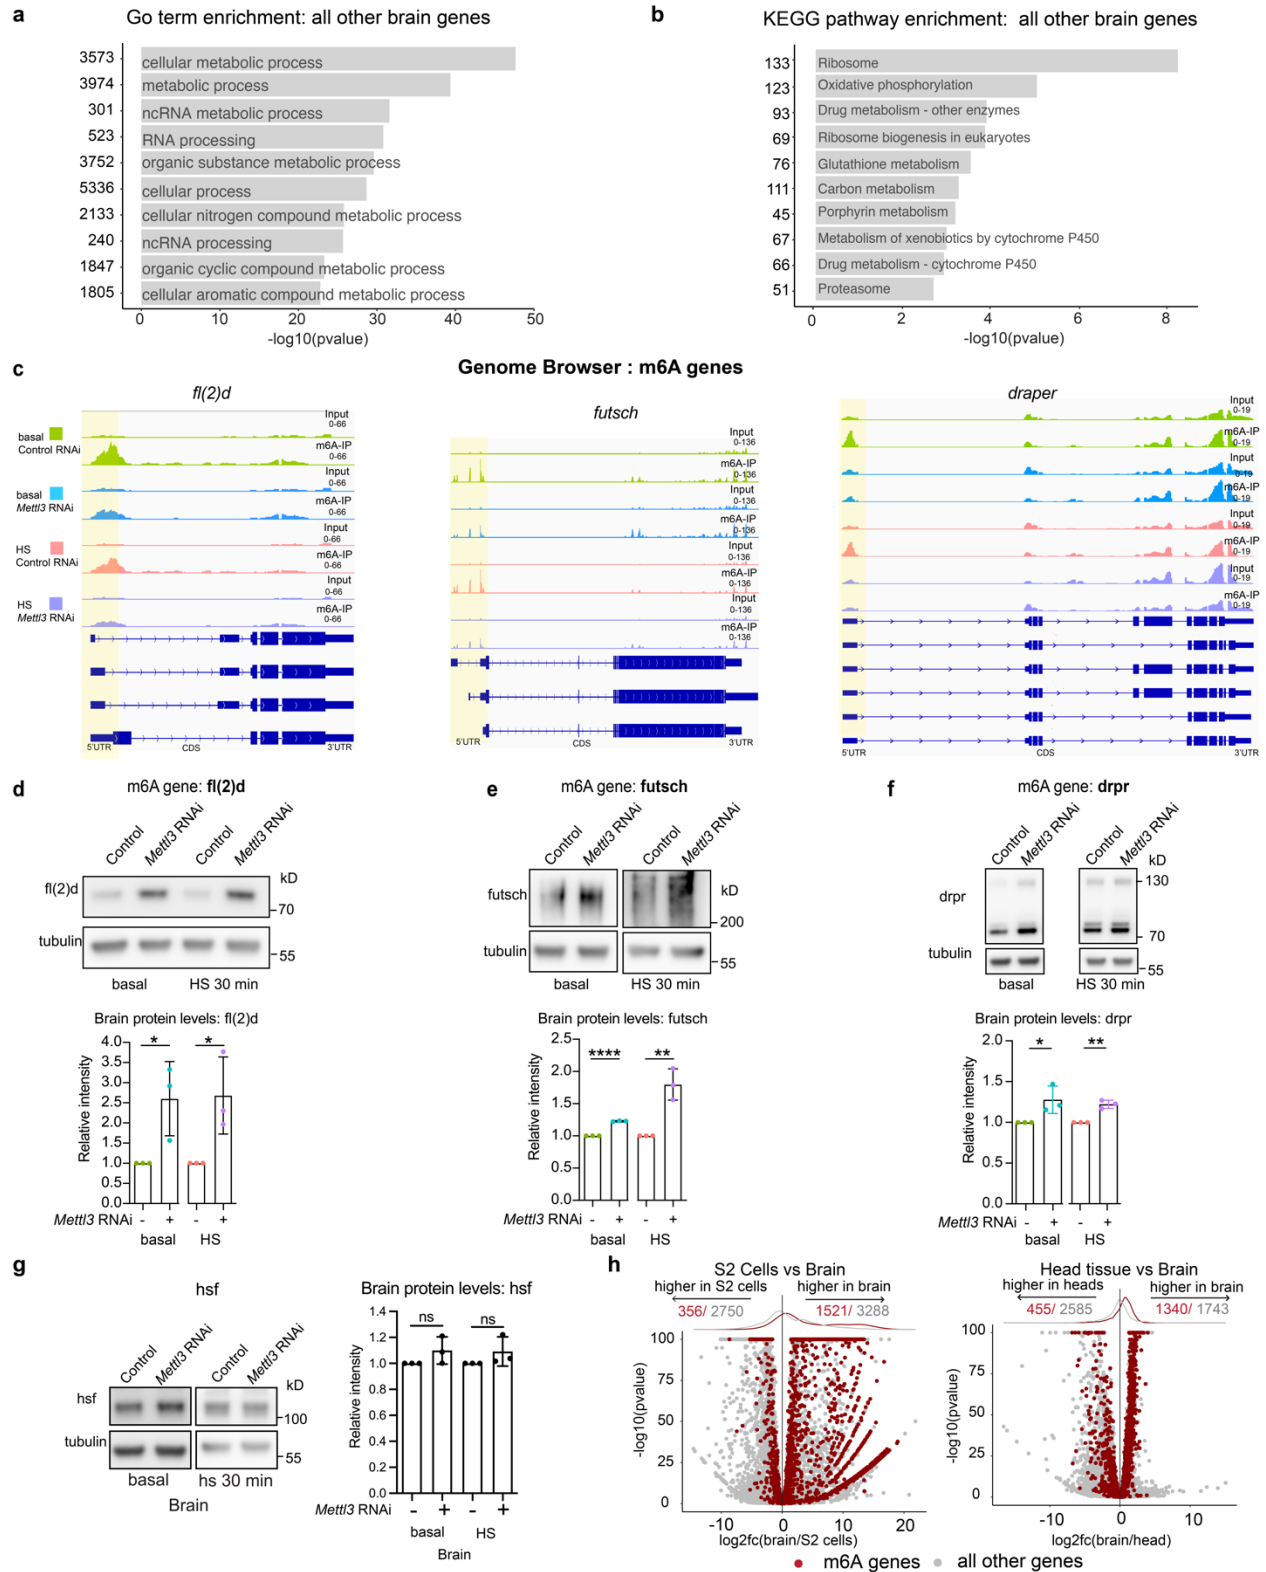

## Supplementary Figure 5 Analysis of m<sup>6</sup>A genes

**a-b** GO term and KEGG pathway enrichment of all genes expressed in the brain that are not m<sup>6</sup>A modified. The  $-\log_{10}(\text{pval})$  enrichment of genes in each category is shown, as well as the number of genes that fall into each category. Full Go-term list and p-values provided in Supplementary Data 3.

**c** Example genome browser tracks of m<sup>6</sup>A genes *fl(2)d*, *futsch*, and *drpr* in basal and HS 30 min from DaGal4> mCherry RNAi or DaGal4> *Mettl3* RNAi brains.

**d-e** *fl(2)d*, *futsch*, *drpr* protein levels from DaGal4> mCherry RNAi or DaGal4> *Mettl3* RNAi brains dissected in basal conditions or immediately after HS 30 min at 38.5 °C. Quantification (below) of 3-biological replicate immunoblots, 15 brains per replicate, showing increased expression of protein in *Mettl3* RNAi fly brain in basal and HS. Data are presented as mean  $\pm$  SD, \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\*\* $p < 0.0001$ , Student's two-tailed t-test. For *fl(2)d*,  $p = 0.0396$ ,  $p = 0.0382$ , for *futsch*,  $p < 0.0001$ ,  $p = 0.0047$ , for *drpr*,  $p = 0.0454$ ,  $p = 0.0016$ .

**g** Protein levels of Hsf (non m<sup>6</sup>A gene) from DaGal4> mCherry RNAi or DaGal4> *Mettl3* RNAi brains dissected in basal or HS 30 min at 38.5 °C.  $n = 3$ , Data are presented as mean  $\pm$  SD, Student's two-tailed t-test, ns= not significant.

**h** Volcano plots highlighting genes with m<sup>6</sup>A (red), or non-m<sup>6</sup>A (grey). Plots show logFC expression of transcripts in S2 cells vs brains, or heads vs brains. Relative abundance of each colored gene set on the upper histogram. m<sup>6</sup>A genes were more highly expressed in the brain. Differential expression analysis provided in Supplementary Data 4.

Source data and statistical analysis are provided as a Source Data file.

# Supplementary Figure 6 RNA-sequencing from *Drosophila* brains in control and *Mettl3* RNAi in basal, HS 30 min, and recovery timepoints.

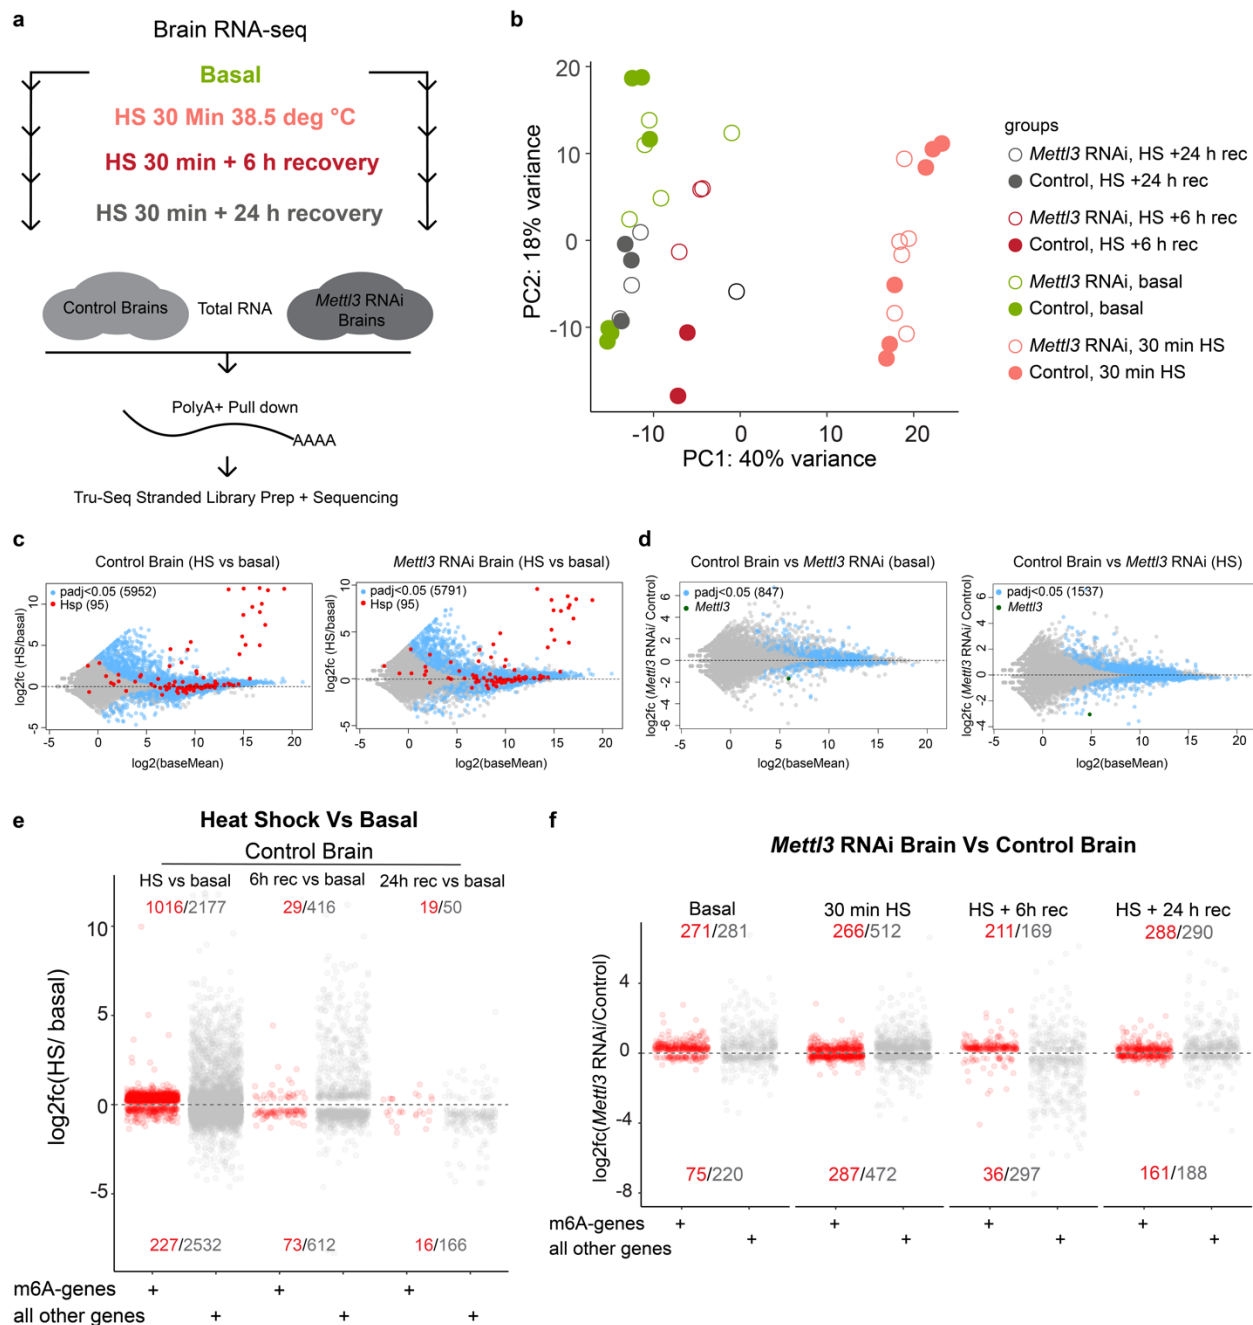

**Supplementary Figure 6 RNA-sequencing from *Drosophila* brains in control and *Mettl3* RNAi in basal, HS 30 min, and recovery timepoints.**

**a** Schematic diagram of the HS brains RNA-seq experiment. DaGal4> mCherry RNAi or DaGal4> *Mettl3* RNAi brains were dissected at basal, after HS 30min, HS + 6 h recovery, and HS + 24 h recovery. n=3 biological replicates per condition and n=20 brains per replicate.

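A principal component analysis was computed on the 35 brain libraries of the *Mettl3* experiment, from log2 CPM of the 1000 most variable genes. The first component held 27.9% of the variance, and the state (basal, HS, 6 h or 24 h recovery) accounted for 84.5% of its spread, the sequencing set for 20.7% and genotype for 0.182%. The second held 20.5%, with 24.6% for the state and 20.3% for the sequencing set. On the third, with 13.1%, genotype accounted for 9.53%, the highest of these components. Recovery samples belong to one sequencing set only, so the state and the set are partly tied to each other. Replicates of a condition had correlations of log2 CPM of 0.927 to 0.995 over 114 pairs, including the head libraries. Every pair of libraries differed by more than counting noise, with a smallest chi-square per gene of 2.993.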

**b** Principal component analysis (PCA) plot of control brains and *Mettl3* RNAi brains from basal, HS 30 min, HS + 6 h recovery, and HS + 24hr recovery RNA-sequencing. Each circle is one biological replicate.

**c** MA plot showing number of differentially expressed genes (blue dots,  $p_{adj} < 0.05$ ) and HS protein genes (red dots, sup file 1 for list of genes) from control and *Mettl3* RNAi brains, basal versus HS 30 min. Differential expression analysis provided in Supplementary Data 5.

**d** MA plot showing number of differentially expressed genes (blue dots,  $p_{adj} < 0.05$ ) and in basal and HS conditions from control brains versus *Mettl3* RNAi brains. (*Mettl3* knockdown fold change marked in dark green dot). Differential expression analysis provided in Supplementary Data 5.

**e** Plot of significantly differentially expressed genes in HS vs basal, 6 h recovery vs basal, and 24 h recovery vs basal for control brains. Positive logFC indicates an increase in transcript levels with HS or HS recovery. Differential expression analysis provided in Supplementary Data 5.

**f** Plot of significantly differentially expressed genes in *Mettl3* RNAi vs control brains, at basal, HS, 6 h recovery, and 24 h recovery conditions. 

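At basal, the comparison of *Mettl3* RNAi with control brains called 220 genes, and after HS 362 were higher and 273 lower, of 10054 tested (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, n = 6 per group). At 6 h of recovery 143 were higher and 165 lower, of 10281 tested (n = 3 against 2), and at 24 h 520 were higher and 377 lower, of 9756 (n = 3 each). After HS, scaling by library size alone gave 620 higher and 117 lower, and the block by replicate number 592 and 579. Replicates 4–6 alone gave 204 and 94. Only the real one of 100 splits of the HS libraries gave as many genes, but the split that follows the sequencing sets gave 1039. A total of 468 genes did not overlap between genotypes after HS, and 420 of them were called. At 6 h DESeq2 gave 380 higher and 333 lower, and the replicate block 43 and 57. Without *Mettl3* RNAi 6 h replicate 3 the counts were 66 and 116. At 24 h the range was 245 and 150 without *Mettl3* RNAi replicate 1 to 412 and 284 without control replicate 1. The 10 splits at 24 h gave at most 2 genes besides the real one.

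By the rule fixed before the data were examined, these genes were named after HS. *CG30424* (listed in the table by symbol only) rose from 2.208 ± 0.5732 to 9.752 ± 1.331 CPM (SD, n = 6), a log2 fold change of 2.15 with a standard error of 0.17. *Mdr50* (FBgn0010241, 2R 14246966 to 14252597) went from 1.042 ± 0.2362 to 4.538 ± 1.334 CPM (SD, n = 6), which gave 2.12 with a standard error of 0.22. For *ALiX* (FBgn0086346, 3R 27696466 to 27700110) the means were 29.57 ± 2.391 and 100.2 ± 3.417 CPM (SD, n = 6), with a log2 fold change of 1.76 and a standard error of 0.06. *CG30427* (FBgn0043792, 2R 24928747 to 24937477) rose from 1.225 ± 0.4432 to 4.001 ± 1.401 CPM (SD, n = 6), a log2 fold change of 1.72 with a standard error of 0.29. *CG31817* (FBgn0028899, 2L 16330560 to 16337885) went from 2.03 ± 0.3941 to 6.1 ± 0.6229 CPM (SD, n = 6), which gave 1.57 with a standard error of 0.12. For *fln* (FBgn0005633, 3L 19989551 to 19991220) the means were 27.13 ± 30.02 and 2.063 ± 1.616 CPM (SD, n = 6), with a log2 fold change of -3.78 and a standard error of 0.84. It is among the muscle marker genes used here to test for other tissue, and its highest value, 94.1 CPM, was in control HS replicate 4. These markers had a median of -1.00 in this comparison, so a different share of muscle RNA may account for its fall. *a10* (FBgn0011293, 3L 17023123 to 17023741) fell from 3.811 ± 1.86 to 1.107 ± 0.6109 CPM (SD, n = 6), a log2 fold change of -1.76 with a standard error of 0.38. *lncRNA:CR44506* (FBgn0265699, 2R 19692214 to 19697195) went from 5.635 ± 0.7473 to 2.039 ± 0.5135 CPM (SD, n = 6), which gave -1.46 with a standard error of 0.16. For *lncRNA:CR44417* (FBgn0265590, 2R 17869027 to 17869857) the means were 7.673 ± 0.6007 and 3.707 ± 0.4532 CPM (SD, n = 6), with a log2 fold change of -1.05 and a standard error of 0.09. *Orco* (FBgn0037324, 3R 5407183 to 5412406) fell from 3.491 ± 0.7437 to 1.836 ± 0.3876 CPM (SD, n = 6), a log2 fold change of -0.92 with a standard error of 0.16.

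At 6 h the rule named these genes. *CG10936* (FBgn0034253, 2R 17604951 to 17639138) rose from 0.8918 ± 0.3794 to 21.87 ± 0.3097 CPM (SD, n = 2 and 3), a log2 fold change of 4.64 with a standard error of 0.20. *CG11852* (listed in the table by symbol only) went from 0.7613 ± 0.136 to 8.031 ± 1.609 CPM (SD, n = 2 and 3), which gave 3.40 with a standard error of 0.25. For *CG11413* (FBgn0035022, 2R 24536190 to 24536791) the means were 6.481 ± 1.463 and 53.88 ± 31.48 CPM (SD, n = 2 and 3), with a log2 fold change of 3.06 and a standard error of 0.53. *Cda4* (FBgn0052499, X 22583634 to 22632710) rose from 0.6219 ± 0.2375 to 4.561 ± 1.603 CPM (SD, n = 2 and 3), a log2 fold change of 2.84 with a standard error of 0.40. *Acp1* (FBgn0014454, 2L 7740562 to 7741537) went from 1.641 ± 0.6749 to 10.88 ± 5.023 CPM (SD, n = 2 and 3), which gave 2.74 with a standard error of 0.47. For *CG6839* (FBgn0036831, 3L 18917581 to 18919259) the means were 12.48 ± 0.1037 and 0.03907 ± 0.03979 CPM (SD, n = 2 and 3), with a log2 fold change of -7.92 and a standard error of 0.36, and at least 84.7-fold lower when the lowest library of the higher group is set against the floor of 3 counts. *CG3819* (FBgn0036833, 3L 18920430 to 18922108) fell from 32.77 ± 7.722 to 0.3032 ± 0.1423 CPM (SD, n = 2 and 3), a log2 fold change of -6.63 with a standard error of 0.27. *CG10725* (FBgn0036362, 3L 13437954 to 13439009) went from 18.21 ± 4.351 to 0.3367 ± 0.04271 CPM (SD, n = 2 and 3), which gave -5.76 with a standard error of 0.21. For *CG15818* (FBgn0031910, 2L 7410909 to 7412229) the means were 12.28 ± 1.098 and 0.1991 ± 0.1871 CPM (SD, n = 2 and 3), with a log2 fold change of -5.73 and a standard error of 0.53. *CG7567* (FBgn0039670, 3R 29587237 to 29588104) fell from 23.86 ± 3.71 to 0.5329 ± 0.08421 CPM (SD, n = 2 and 3), a log2 fold change of -5.46 with a standard error of 0.16.

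At 24 h it named these. *CG10936* (FBgn0034253, 2R 17604951 to 17639138) rose from 0.8678 ± 0.5488 to 18.19 ± 4.16 CPM (SD, n = 3), a log2 fold change of 4.40 with a standard error of 0.35. *CG4757* (FBgn0027584, 3R 11161207 to 11163498) went from 0.9795 ± 0.09706 to 17.22 ± 4.524 CPM (SD, n = 3), which gave 4.13 with a standard error of 0.24. For *Drs* (FBgn0283461, 3L 3369556 to 3369942) the means were 9.419 ± 4.294 and 56.74 ± 18.72 CPM (SD, n = 3), with a log2 fold change of 2.59 and a standard error of 0.35. *CG8927* (FBgn0038405, 3R 16181020 to 16186235) rose from 1.031 ± 0.5815 to 4.51 ± 0.5725 CPM (SD, n = 3), a log2 fold change of 2.14 with a standard error of 0.32. *Cpr49Ae* (FBgn0033728, 2R 12402216 to 12405108) went from 20.18 ± 0.6867 to 88.67 ± 25.76 CPM (SD, n = 3), which gave 2.14 with a standard error of 0.18. For *CG7567* (FBgn0039670, 3R 29587237 to 29588104) the means were 14.2 ± 5.04 and 1.905 ± 0.5326 CPM (SD, n = 3), with a log2 fold change of -2.89 and a standard error of 0.32. *CG10725* (FBgn0036362, 3L 13437954 to 13439009) fell from 9.302 ± 3.793 to 2.579 ± 0.3947 CPM (SD, n = 3), a log2 fold change of -1.85 with a standard error of 0.28. *CG11368* (FBgn0040923, X 7452209 to 7452643) went from 6.971 ± 2.222 to 2.088 ± 1.106 CPM (SD, n = 3), which gave -1.74 with a standard error of 0.36. For *lncRNA:CR44506* (FBgn0265699, 2R 19692214 to 19697195) the means were 6.834 ± 1.306 and 2.26 ± 0.5806 CPM (SD, n = 3), with a log2 fold change of -1.60 and a standard error of 0.22. *Cyp4e3* (FBgn0015035, 2L 9747839 to 9750071) fell from 4.967 ± 0.968 to 1.915 ± 0.3397 CPM (SD, n = 3), a log2 fold change of -1.37 with a standard error of 0.20.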

Positive logFC indicates an increase in transcript levels in *Mettl3* RNAi brains. Differential expression analysis provided in Supplementary Data 5.

Source data and statistical analysis are provided as a Source Data file.

**Supplementary Figure 7 M<sup>6</sup>A-IP Sequencing from *Drosophila* in control and *Mettl3* RNAi in basal and HS 30 min conditions.**

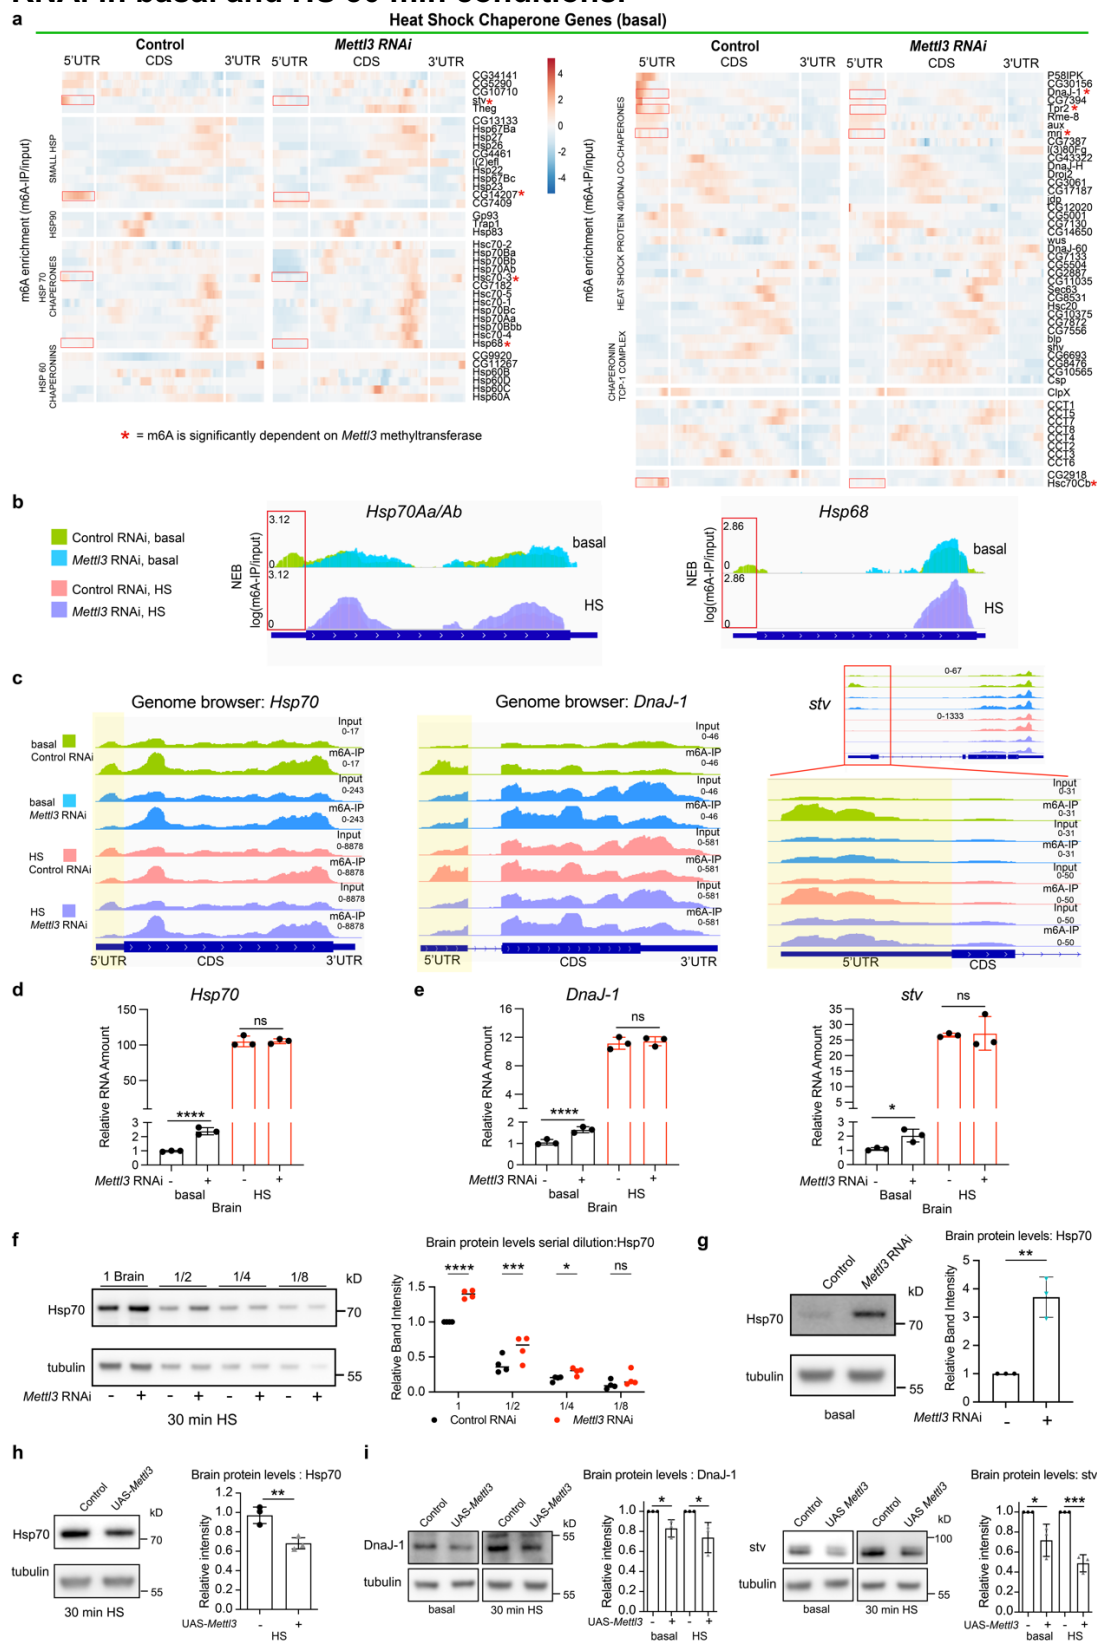

**Supplementary Figure 7 M<sup>6</sup>A-IP Sequencing from *Drosophila* in control and *Mettl3* RNAi in basal and HS 30 min conditions.**

**a** Heat map of m<sup>6</sup>A enrichment on HS Chaperone Genes (as defined by fly base, Supplementary Data 6) in basal conditions from DaGal4> mCherry RNAi or DaGal4> *Mettl3* RNAi heads. m<sup>6</sup>A enrichment is shown as log (m<sup>6</sup>A -IP divided by the input control). Heat map displays z-score values which is scaled by row, each gene is relative to itself and relative across all 6 boxes. Segmented into 5'UTR, CDS, and 3'UTR.

**b** Example tracks from genome browser of m<sup>6</sup>A locations for HS chaperone transcripts *Hsp70Aa/Ab* and *Hsp68* in basal and HS 30 min from control and *Mettl3* RNAi brains with NEB m<sup>6</sup>A antibody m<sup>6</sup>A-IP. Tracks shown as log(m<sup>6</sup>A-IP divided by the input control).

**c** Genome browser of m<sup>6</sup>A peaks for HS chaperone transcripts *Hsp70Aa/Ab*, *DnaJ-1*, and *stv* in basal and HS 30 min from Control and *Mettl3* RNAi brains with SYS m<sup>6</sup>A antibody m<sup>6</sup>A-IP.

**d-e** RNA levels of *Hsp70*, *DnaJ-1*, *stv* in control and *Mettl3* RNAi brains in basal and HS conditions were assessed by RT-qPCR. n=3 biological replicates, 15 brains per replicate. Data are presented as mean  $\pm$  SD, \*p<0.05, \*\*\*\*p<0.0001, Student's two-tailed t-test. For *Hsp70* p= 0.0007, for *DnaJ-1* p=0.0058, for *stv* p=0.0082, ns= not significant.

**f** Protein levels of Hsp70 levels from control RNAi and *Mettl3* RNAi brains with 30 min HS (*DaGal4*> *Mettl3* RNAi vs mCherry RNAi), and serial dilutions of brain protein samples. Quantification of 3-biological immunoblots, 15 brains per replicate. Data are presented as mean  $\pm$  SD, \*p<0.05, \*\*\*p<0.001, \*\*\*\*p<0.0001, two-way ANOVA with Sidak's test. p<0.0001, p=0.0001, p=0.0495, ns= not significant.

**g** Protein levels of Hsp70 levels from control RNAi and *Mettl3* RNAi brains at baseline (*DaGal4*> mCherry RNAi or *DaGal4*> *Mettl3* RNAi). Quantification of 3-biological immunoblots, 15 brains per replicate. Data are presented as mean  $\pm$  SD, \*\*p<0.01, Student's two-tailed t-test. p= 0.0028.

**h** Hsp70 protein levels from control and UAS-*Mettl3* upregulation brains (ElavGS> UAS-mCherry vs ElavGS> UAS-*Mettl3*, 6d on RU-486) dissected immediately after HS 30 min at 38.5 °C. n=3 biological replicates, 15 brains per replicate. Data are presented as mean  $\pm$  SD, \*\*p<0.01, Student's two-tailed t-test. p= 0.0083.

**k** DnaJ-1 and stv protein levels from control and UAS-*Mettl3* upregulation brains (ElavGS> UAS-mCherry vs ElavGS> UAS-*Mettl3*, 6d on RU-486) dissected in basal conditions or after HS 30 min at 38.5 °C. n=3 biological replicates, 15 brains per replicate. Data are presented as mean  $\pm$  SD, \*p<0.05, \*\*\*p<0.001 Student's two-tailed t-test. p= 0.0267, p= 0.0404, p= 0.0384, p= 0.0005.

Source data and statistical analysis are provided as a Source Data file.

## Supplementary Figure 8 Actinomycin assay from brains

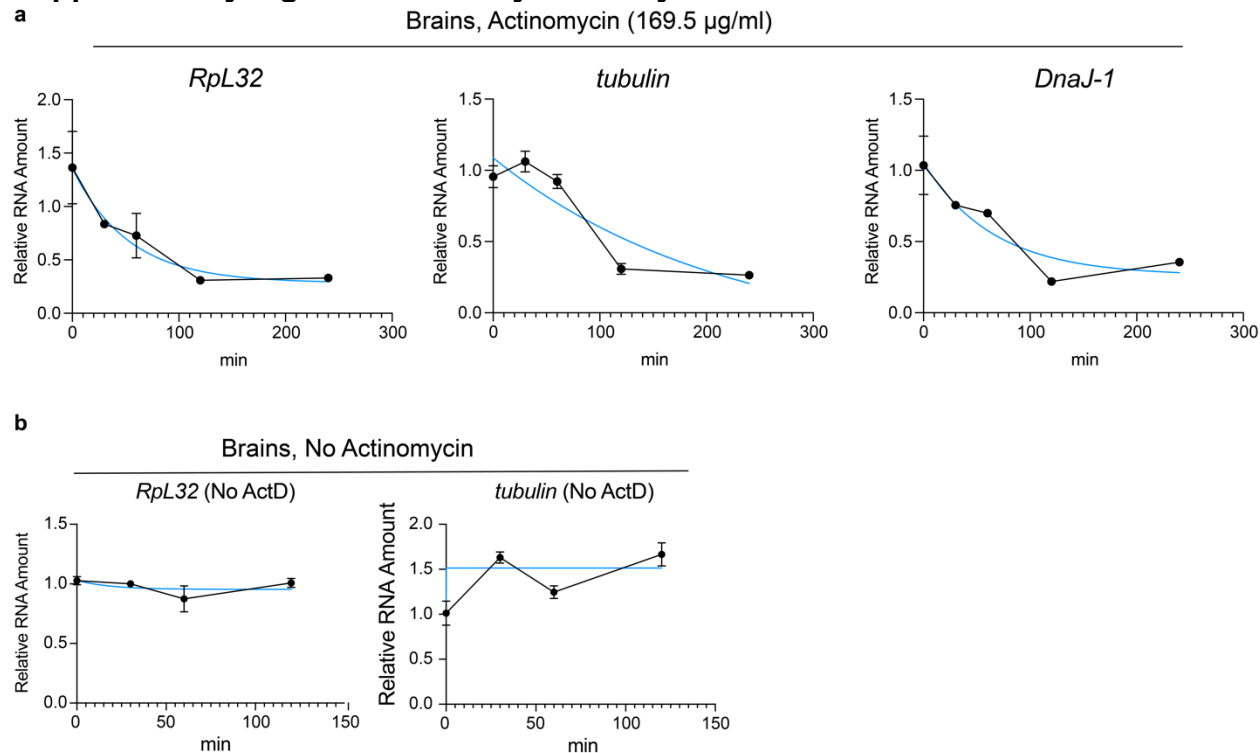

## Supplementary Figure 8 Actinomycin assay from brains

**a** Actinomycin D assay from control (BL5905) fly brains dissected and incubated in Schneider's *Drosophila* Medium plus 169.5 $\mu\text{g/ml}$  of actinomycin D for 30 min, 1hr, 2hrs, 4hrs, and a no addition of actinomycin D control. RNA was extracted and used for RT-qPCR to determine relative RNA levels of *tubulin*, *DnaJ-1* and *Rpl32*. Each data point represents, n=3 biological replicates, 20 brains per replicate. Blue line is best fit curve.

**b** Control (BL5905) fly brains dissected and incubated in Schneider's *Drosophila* Medium plus without actinomycin D for 0 min, 30 min, 1hr, and 2hrs. RNA was extracted and used for RT-qPCR for expression of *Rpl32* and *tubulin*. Each data point represents mean, n=3 biological replicates per condition, 20 brains per replicate. Blue line is best fit curve.

Source data and statistical analysis are provided as a Source Data file.

## Supplementary Figure 9 Protein translation altered with *Mettl3* knockdown.

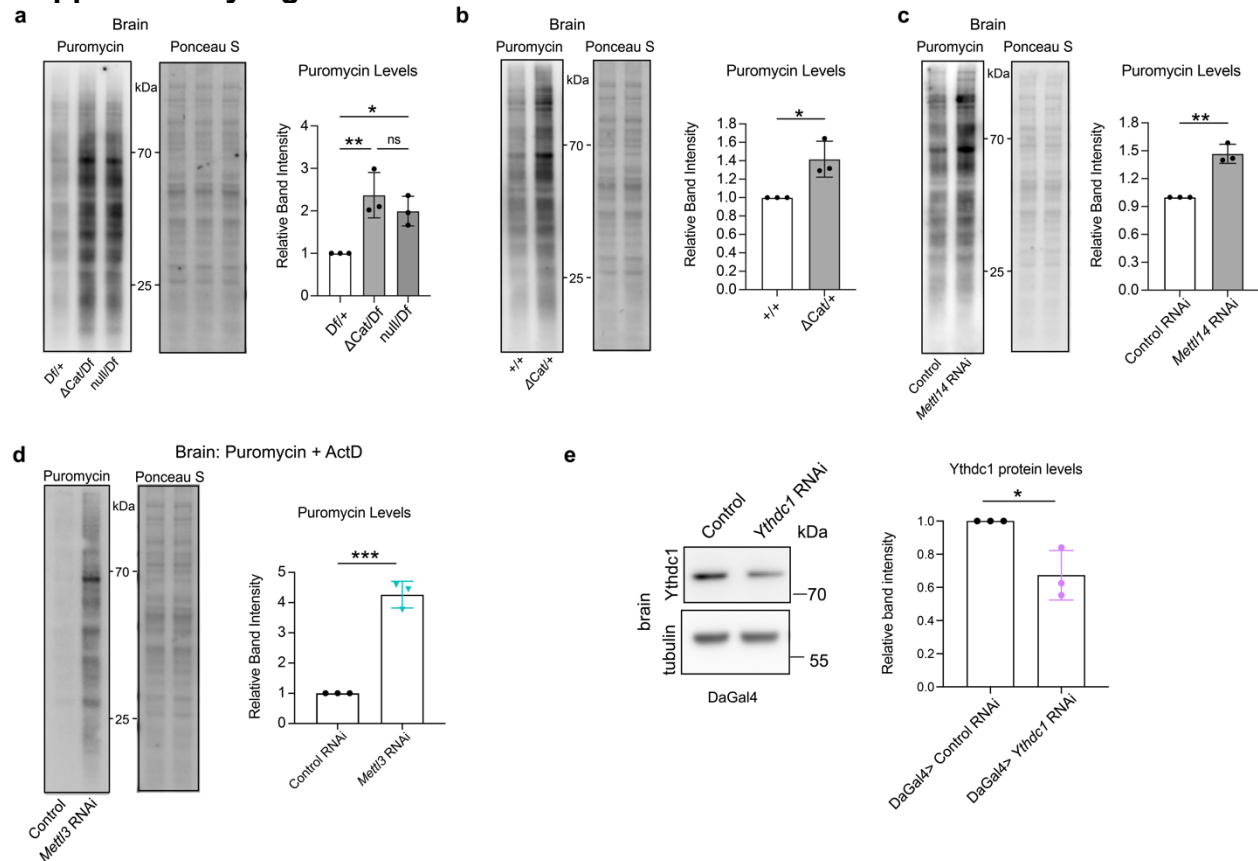

## Supplementary Figure 9 Protein translation altered with *Mettl3* knockdown.

**a** Catalytic *Mettl3* mutant/*Mettl3* deficiency ( $\Delta$ Cat/Df), null *Mettl3* mutant/ *Mettl3* deficiency (Null/Df), And wildtype/ *Mettl3* deficiency (+/Df) brain puromycin assay. n=3 biological replicates, 15 brains dissected per replicate. Data are presented as mean  $\pm$  SD, \*p<0.05, \*\*p<0.01, One-way ANOVA. p=0.0093, p=0.0377, ns= not significant.

**b** Catalytic *Mettl3* mutant/wildtype ( $\Delta$ Cat/+), versus wildtype (+/+) brain puromycin assay. n=3 biological replicates, 15 brains per replicate. Data are presented as mean  $\pm$  SD, \*p<0.05, Student's two-tailed t-test. p= 0.0209.

**c** Dagal4> mCherry RNAi or Dagal4>*Mettl14* RNAi brain puromycin assay. n=3 biological replicates, 15 brains per replicate. Data are presented as mean  $\pm$  SD, \*\*p<0.01, Student's two-tailed t-test. p= 0.0014.

**d** Dagal4> mCherry RNAi vs Dagal4>*Mettl3* RNAi brain puromycin assay + Actinomycin D treatment. Flies were fed 600uM puromycin + Actinomycin D (transcription inhibitor) for 24 hours. n=3 biological replicates, 15 brains per replicate. Data are presented as mean  $\pm$  SD, \*\*p<0.01, Student's two-tailed t-test. p= 0.0002.

**e** Dagal4>mCherry RNAi vs Dagal4>*Ythdc1* RNAi brains probed for Ythdc1 protein levels. n=3 biological replicates, 15 brains per replicate. Data are presented as mean  $\pm$  SD, \*p<0.05, Student's two-tailed t-test. p= 0.0192.

Source data and statistical analysis are provided as a Source Data file.

# Supplementary material for: Mettl3-dependent m6A modification attenuates the brain stress response in Drosophila
**Source:** Nat Commun. 2022 Sep 14;13:5387. doi: 10.1038/s41467-022-33085-3
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files:

### Supplementary Data 1: Full De-novo Motif files

Sheet 1, Motifs From SYS.  
Sheet 2, Motifs from NEB.  
Sheet 3, Motifs from *Mettl3* dependent genes

### Supplementary Data 2: m<sup>6</sup>A Gene Lists.RADAR.

Sheet 1, *Mettl3*-Dependent m<sup>6</sup>A peak Genes.  
Sheet 2, Radar: *Mettl3* RNAi vs mCherry RNAi Synaptic systems antibody basal conditions.  
Sheet 3, Radar: *Mettl3* RNAi vs mCherry RNAi Synaptic systems antibody HS 30 min conditions.  
Sheet 4, Radar: Basal vs HS in Control (mCherry RNAi) Synaptic systems antibody HS 30 min conditions.

### Supplementary Data 3: GO term and Kegg Pathway lists

List of all go terms:  
Sheet 1, *Mettl3* Dependent GO terms.  
Sheet 2, *Mettl3* Dependent Kegg Terms.  
Sheet 3, non-m<sup>6</sup>A Brain Genes GO terms.  
Sheet 4, non-m<sup>6</sup>A Brain Genes Kegg.  
Sheet 5, *Ythdc* RNAi Go terms all upregulated genes.  
Sheet 6, m<sup>6</sup>A tagged genes Upregulated with *Ythdc* RNAi

### Supplementary Data 4: S2 cell vs brain, head vs brain RNA-seq

*Drosophila* tissue types, RNA-seq differential gene expression comparison table. Comparison of Brain versus S2 cells. Comparison of Brain versus total head tissue

### Supplementary Data 5: Brain RNA-seq Differential expression lists

Brain Differential expression lists. RNA sequencing timecourse in brains from control, *Mettl3* RNAi, *Ythdc* RNAi *Drosophila* brains, basal and HS conditions)

### Supplementary Data 6: FlyBase HS gene list

List of HSP chaperones defined by fly base (<https://flybase.org/reports/FBgg0000501.html>). Added Top 20 significantly differentially expressed genes with HS from our Brain-RNA-seq (\*any not present original fly base list). Additional information from brain RNA-seq on LogFC levels with HS in the brain, padj, direction change with HS.

### Supplementary Data 7: *Drosophila* Lines and Primers used

List of *Drosophila* lines used in the paper and *Drosophila* crosses used in each figure. List of Primers used for RT-qPCR

### Supplementary Data 8: Mapping rates for all sequencing experiments

M<sup>6</sup>A-IP and RNA-seq mapped reads table and description of experiment and biological replicates.  
e1= m<sup>6</sup>A in basal and heat shock heads - m<sup>6</sup>A-IP pulldown with SYS antibody.  
e2 = m<sup>6</sup>A in basal and heat shock heads -m<sup>6</sup>A-IP pulldown with NEB antibody.  
e3= RNA-seq timecourse of heat shock (basal, heat shock, heat shock + 6 hr recovery, heat shock +24 hr recovery). e7= RNA-seq of heat shock with *Ythdc* knockdown.

# Supplementary material for: Mettl3-dependent m6A modification attenuates the brain stress response in Drosophila
**Source:** Nat Commun. 2022 Sep 14;13:5387. doi: 10.1038/s41467-022-33085-3
**Supplement:** Supplementary file 12 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

No custom software or analyses were used. See methods section for full description of packages or code implemented.

Data analysis

M6A enrichment analysis

Regions of m6A enrichment were found for each condition using MetPeak (v.1.1)63 with default parameters, using the input and m6A pulldown bam files as input, and with the FlyBase FB2019\_05 annotation provided. Peak locations (5' UTR, CDS, or 3' UTR) were defined from the regions indicated by MetPeak as having significant m6A enrichment. If a peak was not contained in one region (i.e., if the peak is partly in the CDS and partly in the 3' UTR), it was assigned to the region where more of the peak resided.

Differential m6A peak analysis

Regions of differential methylation between two conditions (frequently called "Mettl3-dependent genes" or "m6A genes") were found using RADAR (v.0.2.4) 47 with input and m6A pulldown bam files as input, as well as the FlyBase FB2019\_05 annotation. All replicates of SYS antibody used for differential peak calling. The minimum cutoff for bin filtering was 15, the cutoff was set as 0.05, and the Beta\_cutoff was set as 0.5. Any region with an adjusted p-value < 0.05 was retained, and regions with a fold-change < -1 from the control (mCherry) to the knockout (Mettl3) at basal or heat shock (30 minutes) conditions were kept as dependent peaks. Non-Mettl3-dependent m6A were considered as all other genes expressed in the brain that did not have Mettl3-dependent m6A.

M6A metaplots, heatmaps, and genome browser visualization

Heatmaps and metagene plots showing the location of m6A enrichment on a specific set of genes were constructed with using pheatmaps (v.1.0.12) and meRIPtools (v.0.2.1). Specifically, the exons of all transcripts in each gene were collapsed using the GenomicRanges (v.1.44.0) function reduce 64. Genes with a 5' UTR or 3' UTR shorter than 30 base pairs, a CDS shorter than 100 bp, or lacking a 5'/3' UTR (i.e., lncRNAs)

were not considered in this analysis. For each gene, the 5' UTR and 3' UTR were tiled in 30 evenly spaced bins, and the CDS was tiled in 100 evenly spaced bins. The number of input and m6A reads overlapping each bin was calculated and this number was divided by the bin width and library size and a normalization factor of one million to produce a normalized reads per million in each bin. The heatmaps show the enrichment of m6A above input in each bin by dividing the m6A coverage by the input coverage after adding replicates from the same condition and sample type together. For heat map normalization, reads per million are normalized by the size of the bin, total reads, and library size. For genome browser snapshots, tracks visualized are  $\log_2(\text{m6A}/\text{input})$ , or separated input and m6A-IP tracks in supplementary figures. Tracks were made by first converting bam files to bigWig files using deepTools (v.3.5.1) 65 bamCoverage using CPM normalization, then deepTools bigwigCompare with operation  $\log_2$ .

#### GO and pathway analysis

GO analysis for genes with non-Mettl3-dependent m6A or Mettl3-dependent m6A was conducted using FlyMine (v.53) 66. The test correction was set to Holm-Bonferroni with a max p-value of 0.05. KEGG pathway analysis was done using the "enrichKEGG" function from ClusterProfiler (v.4.0.5) package in R 67. A list of all genes with detectable expression was used as background for both GO and pathway analysis.

#### Motif analysis

Motif enrichment for m6A obtained with pulldowns using either NEB or SYS antibodies was performed using HOMER (v.4.11) 68 findMotifs.pl with the parameters -rna -len 5,6,7. FASTA files containing the sequence of the RNA base pairs under each peak were compared with FASTA comprising of background sequences, which were generated by taking random regions of expressed transcripts without an m6A peak that were length-matched to the peak sequences.

#### RNA sequencing

Total RNA was extracted from brains using trizol/chloroform and Zymo RNA clean and concentrator kit-5 (R1015). The RNA-seq libraries from brains were prepared using the Tru-seq stranded mRNA library prep. Library preparation and sequencing was done by Admera Health, and sequenced using illumina NovaSeq S4 with 40M paired end reads (2x150bp). Three biological replicates were done for each experimental timepoint, condition, and genotype. Technical repeats and at least n=3-6 biological replicates of at least 15 brains per replicate were done as indicated in Supplementary Data 8.

#### RNA-seq analysis

Raw paired-end fastqs were processed with TrimGalore (v.0.6.6) (<https://github.com/FelixKrueger/TrimGalore>) with default settings to remove Illumina adapters and mapped using STAR 2.7.3a 69 to the Drosophila melanogaster genome annotation dm6. Unmapped and improperly paired reads were filtered out of aligned bam files. Reads per gene in the FlyBase release 2019\_05 were computed using an R script using GenomicRanges (v.1.44.0) 70 summarizeOverlaps that counts the number of reads overlapping with the exons of each gene in the default "union" mode. Differential expression analysis was performed using DESeq2 (v.1.32.0) 71, with count files produced by summarizeOverlaps as input. PCA plots were made using the plotPCA function in DESeq2, with variance stabilized counts as the input. MA plots were constructed from the adjusted p-values and baseMean values output from DESeq2, and volcano plots were constructed from adjusted p-values and fold changes reported by DESeq2. Normalized counts produced by DESeq2 were used to show expression levels. Differentially expressed genes were considered to be any gene with a p-adjusted values of  $< 0.05$ .

#### Quantification and statistical analysis:

Statistical tests used were performed on GraphPad Prism (v.9), and are indicated in the figure legend. P-values of  $< 0.05$  were considered significant. Unpaired two-tailed t-tests were used when comparing 2 groups; One-way ANOVA was used when comparing multiple groups followed by Tukey's post-test when each group was compared against every other group, Sidak's post-test when pre-defined groups were compared to each other, or Dunnett's test when comparing to a defined control sample. Two-way ANOVA was used when there were 2 factors in the analysis (usually RNA amount and HS condition). Fisher's exact test was used when comparing m6A vs non m6A genes (Fig 4). One-sided Hypergeometric test was used to compare Venn diagram overlaps.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The Raw sequencing data generated in this study have been deposited in the Gene Expression Omnibus under accession code GSE178955 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE178955>]. Full Motif Analysis are available in Supplementary Data 1. The m6A peak RADAR data used in this study are available in the Supplementary Data 2. Go-term and Kegg pathway analysis are available in Supplementary Data 3. The Differential gene expression tables from RNA-seq analysis generated in this study are provided in the Supplementary Data 4 and 5. HS gene lists are provided in Supplementary Data 6. Fly genotypes and primers used are provided in Supplementary Data 7. Mapping rates for all sequencing experiments are provided in Supplementary Data 8. Any additional inquiries can be directed to the corresponding author. Source data are provided with this paper.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research.](#)

|                             |     |
|-----------------------------|-----|
| Reporting on sex and gender | N/A |
| Population characteristics  | N/A |
| Recruitment                 | N/A |
| Ethics oversight            | N/A |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://doi.org/10.1038/s41593-019-0396-1)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                             |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample size was determined based on precedent by our lab and is standard in the field. DOI: 10.1038/s41593-019-0396-1, DOI: 10.1111/accel.13559, <a href="https://doi.org/10.1038/s43587-021-00072-0">https://doi.org/10.1038/s43587-021-00072-0</a> .                                                                                                                                      |
| Data exclusions | No data were excluded.                                                                                                                                                                                                                                                                                                                                                                      |
| Replication     | All experiments were repeated at least 2-4 times with similar results.                                                                                                                                                                                                                                                                                                                      |
| Randomization   | Male sibling flies were randomly assigned to experimental conditions. For experiments with non-sibling flies (i.e: different genetic background), flies were age-matched and handled in parallel. Covariates were controlled through repeating experiments 3+ times from biologically distinct replicates animals (same genetic background but crosses set up from different parent flies). |
| Blinding        | Animal crosses are given unique number identifiers. All animal tissue collected samples (protein, RNA, sequencing, etc.) were given unique sample ID's so that data acquisition and quantification was always performed blind to sample identity.                                                                                                                                           |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                               |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Primary antibodies (concentration used, supplier, catalog number, lot number):<br>mouse anti-tubulin (1:5,000, DHSB, AA4.3, 5/31/18-44ug/ml)<br>rat anti-Hsp70 (1:5,000, Sigma, 7FB-SAB5200204-100uG,141002)<br>rabbit anti-Mettl3 (1:5,000, Proteintech, 15073-1-AP, Ag7110) |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

rabbit anti-HSP40 (1:5,000, Enzo Life Sciences, ADI-SPA-400-D,04062141)  
 rabbit anti-stv (1:5,000, Proteintech, 13913-1-AP, Ag4905)  
 mouse anti-fl(2)d (1:10, DSHB-9G2, 10/18/18-42ug/ml)  
 mouse anti-futsch (1:600, DSHB-22C10, 10/10/19-53ug/ml)  
 mouse anti-drpr (1:400, DSHB-5D14, 6/22/17-36ug/ul)  
 mouse anti-puromycin (1:1,000, Kerafast, EQ0001, 200517)  
 mouse anti-hsf (1:20,000, anti-rabbit, gift from John Lis, DOI: 10.1038/353822a0)  
 rabbit anti-m6A (1:1,000, Synaptic systems, 202003, 2-97)  
 rabbit anti-m6A (NEB, E1611A, 10015190)  
 rabbit Anti-Ythdc1 (1:5,000, Generated by lab at Vivitide)

Secondary antibodies (concentration used, supplier, catalog number, lot number):  
 Goat anti-rabbit HRP (1:5,000, Jackson ImmunoResearch, 111-035-144, 138306)  
 Goat anti-mouse IgG H&L HRP (1:5,000, Jackson ImmunoResearch, 115-035-146, 153978)  
 Goat anti-rat (1:5,000, Thermo Fisher Scientific, A10549, 2273679)

Methods details specific concentrations used for different applications.

#### Validation

Primary antibodies (concentration used, supplier, catalog number, lot number):  
 anti-tubulin: well-established, correct band size, see <https://dshb.biology.uiowa.edu/AA4-3>  
 anti-Hsp70: confirmed in Drosophila, <https://www.sigmaaldrich.com/US/en/product/sigma/sab5200204>  
 anti-Mettl3: validated using knockdown of Mettl3 in this paper, manufacturer references use in Drosophila, <https://www.ptglab.com/products/METTL3-Antibody-15073-1-AP.htm#product-information>  
 anti-HSP40: band at expected molecular weight, increases with heat stress as expected, cross-reactivity with many species due to homology of protein, <https://www.enzolifesciences.com/ADI-SPA-400/hsp40-hdj1-polyclonal-antibody/>, [https://antibodyregistry.org/search.php?q=AB\\_2039237](https://antibodyregistry.org/search.php?q=AB_2039237)  
 anti-stv: Validated in this paper through knockdown of STV RNAi, RNAi validated through RT-qPCR, single band seen, See source data file, protein becomes up-regulated with stress as expected in whole fly tissue.  
 anti-fl(2)d: confirmed in Drosophila, <https://dshb.biology.uiowa.edu/22C10>  
 anti-futsch: confirmed in Drosophila, <https://dshb.biology.uiowa.edu/Fl-2-d-9G2>  
 anti-drpr: confirmed in Drosophila, <https://dshb.biology.uiowa.edu/Draper-5D14>  
 anti-puromycin: antibody directed toward puromycin drug, several studies using this antibody in Drosophila <https://www.kerafast.com/productgroup/190/anti-puromycin-3rh11-antibody>  
 anti-hsf: well established in drosophila, DOI: 10.1038/353822a0  
 anti-m6A: against m6A modified RNA, used in most m6A-IP studies, <https://www.sysy.com/product/202003>  
 anti-m6A: against m6A modified RNA, used in several m6A-IP studies <https://doi.org/10.1016/j.cell.2017.03.031>.  
 anti-Ythdc1: Generated by lab and validated in source data file and supplemental data 9e. Affinity purified rabbit antibody created by Vivitide against 18 residues of Ythdc1 (157-173 "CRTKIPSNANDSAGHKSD"). Single band at expected molecular weight seen.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                           |
|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Male Drosophila melanogaster were used for this study. Animal age varied by experiment. For all HS experiments, 6d old males. See Supplementary Data 7 for detailed genotype information. |
| Wild animals            | This study did not involve wild animals.                                                                                                                                                  |
| Reporting on sex        | This study used male Drosophila.                                                                                                                                                          |
| Field-collected samples | This study did not involve field-collected samples.                                                                                                                                       |
| Ethics oversight        | All live animals were invertebrates, ethical approval and oversight are not required.                                                                                                     |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

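The values are raw read counts per gene, which the authors made and deposited as 1 table with 1 column per library. Per the authors, reads were trimmed with TrimGalore 0.6.6, mapped with STAR 2.7.3a to dm6, cleared of unmapped and improperly paired reads, and counted over the exons of each gene of the FlyBase 2019_05 annotation with summarizeOverlaps in union mode. The counts were not normalized, replicates were not pooled, and whether the strand was used in counting is not stated in the paper's text. The authors tested them with DESeq2 v.1.32.0 and compared m6A peaks with RADAR v0.2.4 on mapped reads, which were not used here.

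The table holds 17562 genes by symbol and 87 libraries, 35 of brains of the *Mettl3* experiment, 12 of brains of the *Ythdc1* experiment, 20 m6A-IPs and 20 inputs of heads. Of these genes, 708 had 0 counts in every library. A total of 16847 symbols were matched to identifiers of the annotation, and positions are in dm6 with 1-based ends. Genes without a match are named by symbol only. No library was left out.

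Tests used edgeR 4.0.16 in R 4.3.3 with TMM factors, filterByExpr (minimum count 10, minimum total 15), glmQLFit and glmQLFTest, and Benjamini-Hochberg adjustment within each of 21 comparisons. A gene was called at an adjusted p under 0.05. The standard error of a log2 fold change was taken as its size over the root of the F statistic. DESeq2 1.42.0 and limma 3.58.1 gave alternatives, and Python 3.11.15 with matplotlib 3.10.9 the tables of positions and the figure. CPM are edgeR's values, scaled by library total and TMM factor.

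In the head experiments the RNA pool was a block that pairs m6A-IP with input. Brain comparisons had no block in the main test, and the replicate number was added as an alternative. Whether equal numbers mean paired samples is not stated in the paper's text. As a check, residuals of libraries with the same number were correlated. Between control basal and HS brains these correlations were 0.244 to 0.508, and within sequencing sets their median was 0.019, with a range of -0.0737 to 0.348. Replicates 1–3 form the first set and replicates 4–6 the second. Between basal inputs of the genotypes in heads, residuals of pools with the same number correlated at 0.564 with SYS and at 0.103 to 0.215 with NEB, and the main test of these inputs held the experiment and not the pool number. In the *Ythdc1* experiment, numbered as in Supplementary Data 8, the correlations between genotypes were 0.0117 to 0.151 in basal and -0.103 to 0.0584 after HS. Recovery samples were compared with basal replicates 1–3, and all 6 basal replicates were an alternative.

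These choices were made before the data were examined, as were the alternatives, which change the test, scaling, filter, block, replicates, antibody or the list. DESeq2 with the sequencing set as a term, library size without heat shock protein genes, and a block by the numbers of Supplementary Data 8 in the *Ythdc1* experiment were added after the values were seen. These are named as such wherever they appear. Each replicate was left out in turn where both groups kept at least 2 samples.

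Genes named in the text follow a rule fixed before the data were examined. They are every gene that the paper names for a result on which these counts bear, and in each brain comparison up to 5 largest rises and 5 largest falls among called genes with a mean count of at least 100 in one group and no overlap between groups in any replicate. Genes named outside this rule are said to be chosen after their values were seen.

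Lists were the gene-level Mettl3-dependent genes made here, the part of Supplementary Data 2 that was used here, the MAPK genes of Supplementary Data 3 and the chaperones of Supplementary Fig. 7a. Marker lists of muscle, midgut, retina and fat body were written from general knowledge to test for other tissue, and the midgut list was written after the genes of the rule were seen and holds some of them. List tests used Fisher's exact test, 10000 random lists matched on expression, and limma's fry.

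The main test was tested on simulated data with 200 changed genes per design. With 6 against 6 it found 183 of 196 changed genes, and 4.19% of calls were false. With 3 against 3 it found 169 of 196, with 6.11% false, and in the m6A-IP design 175 of 197, with 3.85% false. Lists without an effect gave a p under 0.05 in 7 of 100 matched-list tests and 3 of 100 Fisher's exact tests. These lists were random draws of 100 and 500 genes. They cannot show how often the tests err for a list whose genes vary together.

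Peaks, motifs, protein, RT-qPCR and cell line results were not analysed here.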

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

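All tests in this part were chosen only after the result was seen. Of 132 groups of 6 samples, for 33 genes that the paper names, 7 held a value apart from the others by Dixon's test, where 6.6 are expected by chance. So the number is near what chance gives, and no sample was left out.

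For *bru1* in control HS brains the ratio was 0.646, with a highest value of 74.56 CPM against a mean of 64.67 ± 5.192 (SD, n = 6). *DnaJ-1* in basal *Mettl3* RNAi brains had a ratio of 0.696 and a highest value of 302.1 CPM. For *futsch* in basal control brains it was 0.721, with a lowest value of 1049 CPM. *Hsp70Bb* in basal *Mettl3* RNAi brains had 0.644 and a highest value of 218.6 CPM, and *Hsp70Bc* in basal control brains 0.71 and a highest value of 5.179 CPM. *RasGAP1* in basal *Mettl3* RNAi brains had 0.747 and a lowest value of 42.08 CPM. For *SIFaR* in *Mettl3* RNAi HS brains the ratio was 0.626, with a lowest value of 34.85 CPM.

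The log2 ratio of the *Hsp70* sum between basal *Mettl3* RNAi and control brains was 2.48 higher in replicates 1–3 than in replicates 4–6. Mixing of RNA from heat-shocked brains is argued against, since the share needed in replicate 3 would run from 1.08% for *Hsp68* to 5.46% for *stv*, a ratio of 5.06. Normalization is argued against by the difference of 2.47 with library size alone, and reads shared between copies by *Hsp68*, which has no near-identical copy and rose by 2.71 in replicates 1–3. In basal control brains muscle genes were 1.42 higher in log2 in replicates 1–3 and *Hsp70* differed by -0.07, so muscle RNA of control brains did not bring *Hsp70* with it. In basal *Mettl3* RNAi brains muscle genes differed by 2.20 and *Hsp70* by 2.41. The control brains cannot show whether muscle of *Mettl3* RNAi flies held more *Hsp70*, so muscle RNA stays open. Over 100 other genes that HS raised most, the median ratio of *Mettl3* RNAi to control was 0.16 in replicates 1–3 and 0.10 in replicates 4–6, above random lists in both, so this first form of the test did not separate the sets. The genes were picked by their rise over the same basal control brains, which can by itself push both medians up. A second form, chosen after the first was seen, gave a median difference between the sets of 0.11 (permutation p = 0.0024), which is consistent with a stress response that was stronger in the first set. What set it off, *Mettl3* RNAi with rearing, handling or dissection, stays open, and no biological explanation was tested.

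Between *Mettl3* RNAi and control, 414 genes differed in basal head inputs, a comparison the paper does not report. Pools with the same number correlated between genotypes, at 0.564 with SYS and 0.103 to 0.215 with NEB, and with the number as a block 1421 genes were called. Mislabelled libraries are argued against, since the highest *Mettl3* level of the RNAi inputs was 0.567 of the lowest control level. A difference between the antibody experiments is argued against, since 95.1% of the genes called in the NEB-experiment inputs moved the same way in the SYS-experiment inputs. Among all genes tested in both, 70.5% did. An effect of *Mettl3* RNAi, of the strain and of rearing stay open, and none was tested.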

How the results depend on the processing

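Over 39 results on comparisons and lists, 228 alternatives were compared, of which 153 gave the same result, 62 moved, 2 were weaker, 1 stronger and 10 reversed. Counts of genes were read as moved where they differed by a ratio above 1.5. For named genes 3000 were compared, of which 2616 gave the same result, 230 were weaker, 91 stronger and 63 reversed. Unless stated, the cause was not tested. The test, scaling, block and replicates were changed in turn. Leaving out a library was not possible for SYS pools and for control 6 h replicates, which would leave 1 sample.

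DESeq2 called 538 genes between basal genotypes against 220, 981 after HS, and 10 for the difference in HS response. At recovery it called 219 at 24 h in control, 1164 and 671 at 6 and 24 h in *Mettl3* RNAi, and 713 between genotypes at 6 h. For *Mettl3* dependence it called 716 in basal and 754 after HS, and 84 for the change with HS. It called 645 between genotypes in head inputs, 1236 in basal *Ythdc1* RNAi and 980 after HS. On lists it gave 7 MAPK genes, 11 chaperones and 220 genes of Supplementary Data 2 in basal *Mettl3* RNAi, an overlap of 50 genes between the knockdowns, and shares still changed of 2.21% at 6 h and 0.41% at 24 h. *RasGAP1* m6A-IP over input turned to 0.0152 and *SIFaR* dependence in basal to -0.0059. With DESeq2 and the sequencing set as a term, chosen after the values were seen, there were 847 genes between basal genotypes, 1537 after HS and 27 for the difference in response. It also gave 10 MAPK genes, 334 and 524 genes of Supplementary Data 2 in basal and after HS, and 65 shared genes.

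With the replicate block, 130 genes were called between basal genotypes, 1171 after HS, 5 at 24 h in control, 0 at 6 h in *Mettl3* RNAi, 100 between genotypes at 6 h and 1421 between genotypes in head inputs. The odds ratio of the list became 2.54 in basal *Mettl3* RNAi, and after HS 1.14 with a median of 0.0005 with this block. Without the block of m6A-IP and input, 4565 genes were called over input, and 0 for dependence in basal, 0 after HS and 0 for the change with HS. *SIFaR* dependence was -0.0114 without this block.

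With the sequencing set as a term, 389 genes were called between basal genotypes and 1172 after HS, with 5 MAPK genes and 178 genes of Supplementary Data 2 in basal and 436 after HS. Replicates 1–3 alone called 47 and replicates 4–6 alone 128 between basal genotypes, and replicates 4–6 called 298 after HS. With HS fitted on replicates 1–3 the share still changed at 6 h was 2.41%. In replicates 1–3 *RasGAP1* turned to 0.0262 with HS, *csw* to 0.13 between basal genotypes, and between HS genotypes *Hsf* to -0.0372 and *Ythdf* to -0.0045. In replicates 4–6, between basal genotypes, *futsch* turned to -0.15, *Hsf* to 0.0726, *stv* to -0.17 and *RasGAP1* to -0.0566. With all 6 basal replicates 449 genes were called at 6 h and 2 at 24 h in control, and *Cyp4e3* turned to -2.76 at 24 h.

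Scaling by library size alone lowers every log2 fold change after HS by construction, and with it *Hsf* turned to -0.17, *Ythdc1* to -0.0399, *drpr* to -0.26, *csw* to -0.0378, *pnt* to -0.10, *kek1* to -0.31 and *sd* to -0.11 in control brains. With *Mettl3* RNAi, *Ythdc1* turned to -0.15 and *Hsf* to -0.0891, and between basal genotypes *Hsf* to 0.0011. The median of the list with HS turned to -0.25 and its odds ratio fell to 1.06, that of MAPK genes turned to 0.766, and the median of the list between HS genotypes to 0.0658. *RasGAP1* turned to -0.15 over input with NEB and to 0.0184 in dependence in basal. In dependence after HS *drpr* turned to 0.0070, *Hsp70Ab* to 0.0687 and *Hsp70Bb* to 0.0568. *Ythdc1* turned to -0.15 with HS in heads and to 0.43 between head and brain. This scaling called 726 genes at 6 h in *Mettl3* RNAi and 326 for the change with HS. RLE factors called 277 for the change with HS and turned *SIFaR* dependence to -0.0168. In the *Ythdc1* experiment a block by the numbers of Supplementary Data 8, chosen after seeing the data, called 175 genes in basal and 56 after HS.

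Without a filter beyond 1 count, 1235 genes were called at 6 h and 125 at 24 h in control, 49 at 6 h in *Mettl3* RNAi, 519 between genotypes at 6 h and 416 for the change with HS.

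With the NEB antibody 30 genes changed with HS, and 29 with both antibodies together. In basal dependence NEB turned *Hsp70Aa* to 1.15, *Hsp70Ab* to 1.12, *Hsp70Bb* to -0.15, *Hsp70Bbb* to 1.09, *Hsp70Bc* to 1.23, *Hsp68* to 0.76 and *SIFaR* to -0.23. After HS it turned *Hsp70Ab* to 0.9150, *Hsp70Bb* to 0.5043, *DnaJ-1* to 0.1040, *stv* to 0.1124 and *SIFaR* to -0.28. In the change with HS it turned *Hsp70Ab* to -0.42 and *SIFaR* to 0.23. Both antibodies together turned, in basal dependence, *Hsp70Aa* to 0.45, *Hsp70Bb* to -0.0120, *Hsp70Bbb* to 0.46, *Hsp70Bc* to 0.53, *Hsp68* to 0.25 and *SIFaR* to -0.0585. After HS they turned *Hsp70Ab* to 0.53, *Hsp70Bb* to 0.29, *DnaJ-1* to 0.0248, *stv* to 0.0055 and *SIFaR* to -0.0952, and *SIFaR* to 0.0738 in the change with HS.

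Inputs of the SYS experiment alone called 30 genes with HS and 0 between genotypes, and turned *Ythdc1* to -0.0793 with HS. NEB inputs alone called 273 between genotypes, and there turned *Hsp70Aa* to -0.0589, *Hsp68* to -0.0356 and *stv* to -0.17, and *Ythdc1* to 0.0149 between head and brain.

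Between HS genotypes, the odds ratio of the list was 0.97 and changed side with the NEB list (1.08), with genes on both lists (1.08) and with the stricter list (1.19). The median of the list, above that of other genes in the main test, was below it with the NEB list (-0.0109), and fry gave the direction up for a median of -0.0027. In basal fry made the median of 0.0704 weaker.

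Leaving out each library in turn gave 122 to 692 genes at 6 h and 6 to 83 at 24 h in control, 0 to 2659 at 6 h and 0 to 3100 at 24 h in *Mettl3* RNAi. Between genotypes it gave 182 to 214 at 6 h, 395 to 696 at 24 h and 193 to 487 in head inputs. In *Ythdc1* RNAi it gave 29 to 1578 in basal and 94 to 375 after HS. *Hsp23* at 24 h ran from -0.1043 to 0.19, and *stv* between genotypes in head inputs from -0.0515 to 0.22.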

Differences from the paper's values

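A count of genes is said to come close to, or approach, the paper's value where their ratio was at most 1.5. In control brains 1984 genes were higher with HS here, and the paper gives 3193. Of the alternatives set before the data were examined, DESeq2, RLE factors, the replicate block and the sequencing set as a term came close to the paper's value, and library size alone, no filter, replicates 1–3, replicates 4–6 and normalization without the heat shock protein genes did not. DESeq2 with the sequencing set as a term, chosen after seeing the values, gave 3193, and 2219 for genes outside the m6A list. For genes outside the m6A list that rose with HS the values are 1242 here and 2177 in the paper, where DESeq2 and the sequencing set as a term came close and library size alone did not.

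Genes higher in both knockdowns numbered 14 here and 65 in the paper. The only alternative set before the data were examined, DESeq2, came close. With the sequencing set as a term in DESeq2, chosen after seeing the values, there were 65.

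For genes not back at baseline, the share was 1.62% at 6 h and 0.105% at 24 h here, and the paper's range begins at 16%. Neither DESeq2, nor HS fitted on replicates 1–3, nor all 6 basal replicates came close at either time.

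Of the MAPK genes 2 were higher in basal *Mettl3* RNAi here and 10 in the paper. DESeq2 came close, and library size alone and the sequencing set as a term did not. Of the m6A genes 91 were higher and 20 lower here, and 271 and 75 in the paper, and none of DESeq2, library size alone and the sequencing set as a term came close. For the other genes the values are 68 higher and 41 lower here, and 281 and 220 in the paper. DESeq2 came close for the higher genes, library size alone and the sequencing set as a term did not, and none of the 3 came close for the lower genes. The added DESeq2 test with the sequencing set as a term, chosen after seeing the values, gave 10 MAPK genes, 264 higher and 70 lower m6A genes, and 288 higher and 225 lower other genes. After HS, 148 m6A genes were higher and 108 lower here, and about 270 and about 290 in the paper's Supplementary Fig. 6f, read by eye. DESeq2, library size alone and the sequencing set as a term came close for the higher genes, and only the last of them for the lower. Put into DESeq2, which was chosen after seeing the values, this term gave 258 and 266.

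Between basal genotypes 220 genes were called here, and about 850 in the paper's Supplementary Fig. 6d, read by eye, which none of the 8 alternatives set before the data were examined approached. After HS there were 635 here and about 1500 in the paper's Supplementary Fig. 6d, read by eye. The replicate block and the sequencing set as a term approached this, and DESeq2, RLE factors, library size alone, no filter, replicates 1–3 and replicates 4–6 did not. With this term in DESeq2, chosen after seeing the values, there were 847 genes in basal and 1537 after HS.

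At 6 h in control brains 300 genes were lower here and about 690 in the paper's Supplementary Fig. 6e, read by eye. DESeq2 and no filter approached this, and RLE factors, library size alone, the replicate block, all 6 basal replicates and 3 fits with a replicate left out did not. At 24 h 4 were higher and 19 lower here, and about 69 and about 180 in the paper's Supplementary Fig. 6e, read by eye. None of 12 alternatives approached the number of higher genes, and only DESeq2, with 182, that of lower genes. Between genotypes at 6 h 143 were higher and 165 lower here, and about 380 and about 330 in the paper's Supplementary Fig. 6f, read by eye. DESeq2, with 380 and 333, approached both and no filter the number of lower genes, and RLE factors, library size alone, the replicate block and 3 fits with a replicate left out approached neither. In basal *Ythdc1* RNAi 80 were higher here and about 350 in the paper's Fig. 7e, read by eye. DESeq2, with 351, approached this, and RLE factors, library size alone, no filter and 6 fits with a replicate left out did not.

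The log2 fold change of *Ythdf* with HS was -0.3464 here and -0.2940 in the paper. DESeq2, RLE factors and replicates 1–3 came close, and the other 6 alternatives set before the data were examined did not. A DESeq2 test with the sequencing set as a term, chosen after seeing the values, gave -0.2940.

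The paper states that *Ythdc1* stayed raised at 6 h of recovery, and here its log2 fold change at that time was -0.13 against basal (SE 0.0933, edgeR quasi-likelihood F-test, adjusted p = 0.471).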

Other observations

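All tests in this part were chosen only after the result was seen, apart from the splits of samples and the main test's 21 comparisons. Expected outcomes of the tests of explanations and of the splits were written after they were run.

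Between control basal brains of replicates 1–3 and 4–6, 302 genes were called. Depth is argued against, since 344 were called with replicates 4–6 thinned to the depth of the others, 283 of them shared. Muscle marker genes differed by a median of -1.53, which is consistent with a different share of other head tissue. Midgut markers differed by -3.69, fat body markers by -0.39 and retina markers by 0.21. Strain, rearing and sequencing stay open.

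With library size alone, more genes were lower than higher with HS. A few genes taking the counts are argued against as the only reason, since 8.3% of calls were higher with heat shock protein genes left out. A fall in the RNA of most genes and other changes of composition stay open, and neither was tested.

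Genes of the gene-level Mettl3-dependent list rose with HS relative to other genes. Gene length is argued against, since 0 of 10000 random lists matched on expression and exon length had a median as high. A factor per library moves all of its genes alike and so cannot make this pattern, and the medians of listed and other genes were 0.20 apart both with TMM and with library size alone, as this requires. A bias that depends on expression is argued against, since the median of the list, 0.15, lay above 0.0917, the highest of 10000 random lists matched on expression and drawn from genes off the list. That m6A itself shapes the rise remains a hypothesis, and other properties of these genes, such as GC content or expression in neurons, may be shared by them and were not tested.

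For genes higher in both knockdowns, most explanations stay open. Of 212 genes called with *Mettl3* RNAi in basal that have a position, 114 lay near another, and random sets had a median of 112, but a few genes at an insertion would not show in such a count, so a strain difference near the insertions stays open. Of the 14 shared genes, 2 were raised by HS, where random sets had a median of 3 and a range of 0 to 9, and with DESeq2 7 of 50 shared genes were on the chaperone list. A wide response like that to HS is argued against in basal *Ythdc1* RNAi brains, since the 100 other genes that HS raised most had a median of -0.18 there, below -0.17, the lowest of 10000 random lists. These 100 genes were raised in *Mettl3* RNAi brains. There the basal controls were those by which the genes had been picked, which can push the value up, while the *Ythdc1* experiment had its own controls. A narrower response to stress, of chaperones, stays open. Off-target effects of RNAi and rearing stay open, and no biological explanation was tested.

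At recovery several of the largest changes were in genes of digestion, such as *Amy-p* and *Jon99Cii*. Midgut markers had a median correlation of 0.826 with each other over the brain libraries, above 0.607, the highest of random lists, which is consistent with some gut RNA in some of these libraries. Without the markers that the naming rule gave, 5 remained, at 0.847 against 0.704. Against basal, the median change of midgut markers in control brains was 1.79 at 6 h and -2.20 at 24 h. At 6 h *Amy-p* and *gammaTry* fell while this median rose, so a change in gut RNA alone does not account for their fall. Muscle and midgut markers also moved between genotypes, by 0.59 and -0.72 in basal and by -1.00 and 0.27 after HS.

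Head inputs differed from brains in 7187 genes of 10167, with 3800 higher and 3387 lower. The library kits differed as well, so tissue and kit cannot be told apart in this count or by splits of the samples. With HS 1622 genes rose and 1960 fell in head inputs. Between genotypes in basal head inputs 255 were higher and 159 lower, and of 374 tested in brain 317 moved the same way there.

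Splits of the samples show how often a grouping without meaning gives as many genes. For HS against basal in control brains, 1 of the 100 splits, the real one, gave as many genes with an adjusted p-value under 0.05, and in *Mettl3* RNAi brains 1 of the 100. Between genotypes it was 1 of the 100 in basal and 1 of the 100 after HS, but the split by sequencing set gave 1115 and 1039 genes, more than the genotypes. With the set as a term, 389 and 1172 genes were called between genotypes. For the difference in HS response the real grouping gave 0 genes, so all 100 of the 100 splits gave as many by construction, and this decides nothing. Between head input and brain, with HS in head inputs, and between genotypes in head inputs it was 1 of the 100 each. With 3 samples per group it was 1 of the 10 for 24 h in control, 6 h in *Mettl3* RNAi, genotypes at 24 h, and *Ythdc1* RNAi in basal and after HS, where the real grouping and chance cannot be told apart by 10 splits. At 24 h in *Mettl3* RNAi it was 10 of the 10, all with 0 genes. For m6A-IP over input with NEB it was 1 of the 4.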
